# Insulin signaling and reduced glucocorticoid receptor activity attenuate postprandial gene expression in liver

**DOI:** 10.1371/journal.pbio.2006249

**Published:** 2018-12-10

**Authors:** Adrija Kalvisa, Majken S. Siersbæk, Stine M. Præstholm, Line J. L. Christensen, Ronni Nielsen, Oliver Stohr, Sabine Vettorazzi, Jan Tuckermann, Morris White, Susanne Mandrup, Lars Grøntved

## Abstract

Hepatic circadian gene transcription is tightly coupled to feeding behavior, which has a profound impact on metabolic disorders associated with diet-induced obesity. Here, we describe a genomics approach to uncover mechanisms controlling hepatic postprandial gene expression. Combined transcriptomic and cistromic analysis identified hundreds of circadian-regulated genes and enhancers controlled by feeding. Postprandial suppression of enhancer activity was associated with reduced glucocorticoid receptor (GR) and Forkhead box O1 (FOXO1) occupancy of chromatin correlating with reduced serum corticosterone levels and increased serum insulin levels. Despite substantial co-occupancy of feeding-regulated enhancers by GR and FOXO1, selective disruption of corticosteroid and/or insulin signaling resulted in dysregulation of specific postprandial regulated gene programs. In combination, these signaling pathways operate a major part of the genes suppressed by feeding. Importantly, the feeding response was disrupted in diet-induced obese animals, which was associated with dysregulation of several corticosteroid- and insulin-regulated genes, providing mechanistic insights to dysregulated circadian gene transcription associated with obesity.

## Author summary

The liver is an essential organ regulating metabolic homeostasis in response to fluctuations of metabolites induced by daily rhythms of food intake. Homeostasis is maintained by precise dynamic regulation of signaling pathways controlling a wealth of enzymatic reactions involving lipid, bile acid, amino acid and glucose synthesis, storage, and redistribution in hepatocytes. Precise temporal expression of hepatic enzymes is crucial for metabolic homeostasis; a major part of circadian hepatic protein expression is regulated by precisely timed gene transcription. Here, we use a genomics approach to identify genes and regulatory regions of the genome involved in feeding-regulated gene expression. We find that transcription factors acting downstream of glucocorticoid and insulin signaling are enriched at regulatory regions repressed by feeding. Importantly, insulin and glucocorticoid signaling operate to cooperatively control the majority of feeding-mediated gene repression, and these signaling pathways are dysregulated in diet-induced obesity impacting dynamic hepatic gene expression.

## Introduction

Precise temporal expression of hepatic enzymes is crucial for metabolic homeostasis, and a major part of hepatic circadian protein synthesis is regulated by precisely timed gene transcription and mRNA translation [1]. This is controlled by complex interactions between rhythmic endocrine signaling, fluctuations of the body temperature, oscillating metabolites, and intrinsic circadian networks [2]. It is well established that genetic disruption of the intrinsic cellular clock, controlled by transcription factors such as brain and muscle Arnt-like protein (BMAL), circadian locomotor output cycles kaput (CLOCK), RAR-related orphan receptor (ROR), and reverse c-erbA (REVERB), has a profound impact on circadian gene transcription in the liver [3–6]. However, rhythmic gene transcription can be restored by controlled feeding regimens [7,8], emphasizing the significance of a food-entrainable oscillator for circadian hepatic gene transcription [2]. Importantly, obesity-associated conditions such as hepatosteatosis, insulin resistance, and diabetes are linked to disruption of circadian transcriptional networks in the liver [9]. For example, rodents with ad libitum access to a high-fat diet (HFD) tend to eat in the physical active phase (nighttime) as well as in the resting phase (daytime), in contrast to ad libitum chow-fed mice, eating primarily during the night/active phase [10–12]. Ad libitum HFD feeding leads to a striking disruption of rhythmic gene expression in the liver [13,14] that can be prevented by simple night-restricted feeding (NRF) of HFD [15]. This is associated with diminished HFD-induced obesity, insulin resistance, and diabetes [15], emphasizing the importance of continuous circadian feeding–fasting cycles to prevent obesity-associated disorders. Thus, it is crucial to understand the mechanisms controlling diurnal gene expression and to determine the direct impact of feeding.

Housing rodents in a 12-hour light/dark cycle and restricting feeding to the active phase (nighttime) is associated with rhythmic hepatic chromatin remodeling [16], transcription [1,17], translation [1], post-translational modifications [18–20], protein translocation [21], and hepatocyte morphology [22]. Most of these studies used omics-based technology to characterize rhythmicity and genetic disruption of intrinsic circadian regulators to gain comprehensive mechanistic insights to the rhythmic regulation. However, as oscillating molecular processes such as transcription are controlled by a number of additional factors, including feeding–fasting cycles, we lack considerable genome-wide knowledge of regulatory mechanisms controlling rhythmic transcription by factors operating together with the intrinsic molecular clock. To specifically investigate the mechanism by which daily feeding–fasting cycles affect circadian gene expression, we focused on a pre- and postprandial time point at the junction between the light and dark phase of a circadian rhythm. By tampering with food availability, we could isolate a set of circadian-regulated genes and enhancers that were primarily regulated by feeding. Analysis of chromatin accessibility and histone acetylation suggested that the majority of feeding-repressed genes is regulated by changed activity of signaling pathways regulating the glucocorticoid receptor (GR) and Forkhead box O1 (FOXO1). These factors occupy chromatin in the preprandial state, and occupancy is reduced postprandially, leading to reduced enhancer activity. Preprandial injection with dexamethasone (dex) and/or insulin receptor antagonist (S961) demonstrated that the pancreas and the hypothalamic–pituitary–adrenal (HPA) axis regulate specific and overlapping transcriptional programs in the liver, which collectively control a significant part of hepatic circadian gene transcription.

## Results

### A subset of the circadian transcriptome in the liver is directly regulated by feeding

To specifically evaluate the transcriptional effects of feeding in the liver during a night-restricted experimental setup, we trained mice to NRF. The subsequent experiments were designed to specifically focus on the transition between the resting (lights on, zeitgeber time [ZT]0–ZT12) and the physical active phase (lights off, ZT12–ZT24) with and without access to food (Fig 1A). Livers from night-restricted–fed mice were isolated at ZT10 and ZT14 to monitor the transcriptional effects of feeding and the transition from light to dark. In parallel, isolation of livers from mice (at ZT14) that did not receive food at ZT12 allowed us to analyze the effect of feeding. We initially evaluated mRNA levels of a few genes known to be either controlled by the intrinsic circadian clock or by food intake. All of these genes were regulated by the transition from ZT10 to ZT14-fed (Fig 1B and Fig 1C). When food was omitted, the mRNA levels of the core circadian clock genes *Bmal1*, *Cry1*, *Reverba*, and *Dbp* were not significantly different from levels observed in fed mice. In contrast, the level of mRNAs coding for key metabolic enzymes (glucokinase [GCK], fatty acid synthase [FASN], and phosphoenolpyruvate carboxykinase 1 [PCK1]) and a protein involved in lipoprotein and triglyceride metabolism angiopoietin-like 4 (ANGPTL4) was dependent on food intake (Fig 1C).

**Fig 1:**
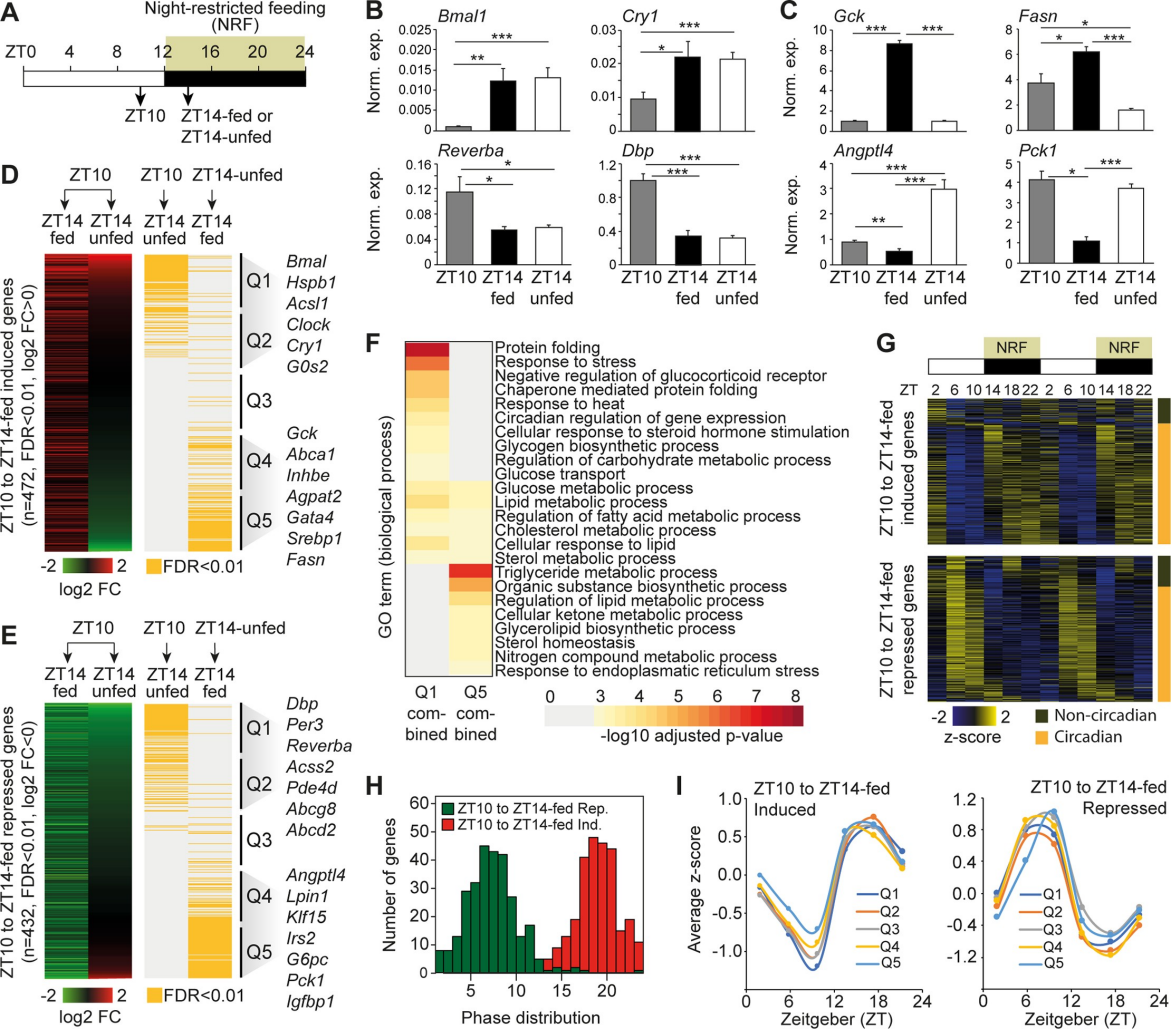
Diurnal hepatic gene expression controlled by feeding. (A) Experimental setup. Mice were housed at constant 12-h light/dark cycles and subjected to NRF. Livers were isolated at ZT10 and ZT14 (ZT14-fed). In parallel, livers from a cohort of mice, kept unfed from ZT12 to ZT14, were isolated at ZT14 (ZT14-unfed). (B) RT-qPCR analysis of genes controlling the core circadian clock and (C) genes regulated by feeding. Data is presented as mean ± SEM (*n* = 5). Statistical significance is evaluated by Student *t* test. (D) Genes induced in the livers from mice at ZT10 compared to ZT14-fed and (E) genes repressed in the livers from mice at ZT10 compared to ZT14-fed. Data is presented as mean log2 FC, FDR < 0.01, *n* = 2. Genes regulated by feeding (ZT14-unfed relative to ZT14-fed) and genes regulated by the transition from ZT10 to ZT14-unfed with FDR < 0.01 are indicated by the orange color scale. Based on the log2 FC (ZT10 relative to ZT14-unfed), genes are grouped into five bins of equal size (Q1–Q5), in which Q1 represents genes primarily unaffected by feeding and Q5 genes primarily affected by feeding. (F) Enriched GO terms for genes in group Q1 and Q5. (G) Circadian expression of genes differentially expressed from ZT10 to ZT14-fed. RPKM values and calculation of phases are from Atger and colleagues [1]. RPKMs are visualized as z-scores. Genes with a phase >1 are indicated with orange. (H) Phase distribution of differentially regulated genes (ZT10 to ZT14-fed). (I) Average z-scores at different time points during a circadian rhythm for genes grouped in Q1–Q5. *p < 0.05, **p < 0.01, ***p < 0.005. Numerical values for panels B–I are available in S1 Data. FC, fold change; FDR, false discovery rate; GO, gene ontology; NRF, night-restricted feeding; RPKM, reads per kilo base per million mapped reads; RT-qPCR, reverse transcription quantitative PCR; ZT, Zeitgeber time.

To extend this analysis, we performed RNA-seq experiments on livers isolated at ZT10, ZT14-unfed, and ZT14-fed and focused on genes that were induced (*n* = 472) and repressed (*n* = 432) at a false discovery rate (FDR) < 0.01 by the transition from ZT10 to ZT14-fed (Fig 1D and Fig 1E, respectively). 

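Liver RNA from single mice on night-restricted feeding (NRF) was sequenced after depletion of ribosomal RNA, with 2 mice at ZT10, 2 at ZT14-unfed, and 2 at ZT14-fed. The paper's S1 Table lists between 27275587 and 38423813 aligned reads per library, with medians of 29084796 at ZT10, 35725516 at ZT14-unfed, and 28280764 at ZT14-fed. The table gives 27275587 reads for ZT10 replicate 1 and for ZT14-fed replicate 2 alike. Relative to ZT14-fed replicate 1, the step that 1 read makes in the RPKM values was 0.1 (log2) for the former, as the table's number gives, and 0.16 for the latter, where it gives 0.1, so the number belongs to ZT10 replicate 1 and the depth of ZT14-fed replicate 2 is lower. The authors normalized the reads on 35707 RefSeq IDs to RPKM (reads scaled to transcript length and library size) and identified regulated genes with DESeq2 from counts. The paper's text does not name the tool that counted the RNA reads, the strand counted, or the handling of duplicates. Here, the RPKM values were taken as log2(RPKM + 0.5), the scale of every log2 fold change in the text, and the 3 groups were fitted together with limma's linear model, with a trend of the variance with expression, and Benjamini-Hochberg (BH) adjustment. Each gene symbol was represented by its RefSeq ID with the highest mean over the 54 RNA libraries, and the 11003 genes with a mean of at least 0.5 RPKM over the 6 libraries were tested. With 2 mice per group, no exact permutation test can give a p-value below 0.33, and the values of the 2 groups of a comparison do not overlap for 33.3% of genes by chance.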

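Between ZT10 and ZT14-fed, 98 genes were induced and 88 repressed at a BH-adjusted limma p under 0.01, and 3118 genes had an unadjusted p under 0.05. Between ZT10 and ZT14-unfed, 129 genes changed at the same threshold, 41 upward and 88 downward. ZT14-fed and ZT14-unfed livers differed in 110 genes, 64 higher and 46 lower after feeding. The median of all genes was higher by 0.12 (log2) at ZT14-fed than at ZT14-unfed, and by 0 after the libraries were scaled to a common median ratio. Without the filter on low values, 15 genes were induced and 13 repressed between ZT10 and ZT14-fed.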

The genes in both groups were ranked by their fold change between ZT10 and ZT14-unfed and grouped into five bins of equal size (Q1–Q5). Q1 and Q2 represent genes that were primarily differentially regulated by the transition from ZT10 to ZT14, regardless of food intake, whereas Q4 and Q5 contain genes primarily regulated by food intake. 

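Of the 98 genes induced between ZT10 and ZT14-fed, 21 were also induced between ZT10 and ZT14-unfed but not between ZT14-unfed and ZT14-fed, 25 showed the opposite, and 52 passed the threshold in neither step. Their median log2 fold change was 0.53 between ZT10 and ZT14-unfed and 0.75 between ZT14-unfed and ZT14-fed. Of the 88 repressed genes, 25 were also repressed without food, 18 by food only, 1 in both steps, and 44 in neither, with median log2 fold changes of -0.57 and -0.48. The paper's own bins of repressed genes, which were picked from these libraries and are therefore not independent evidence, were averaged per mouse. Between ZT10 and ZT14-unfed, the mean log2 expression changed by -1.05 in Q1 (86 genes), -0.67 in Q2 (86 genes), -0.46 in Q3 (87 genes), -0.25 in Q4 (82 genes), and 0.31 in Q5 (87 genes). Between ZT14-unfed and ZT14-fed, the same bins changed by 0.15, 0.00, -0.22, -0.49, and -1.16. The SD between the 2 mice of a group was at most 0.05 in Q1 to Q3, 0.08 in Q4, and 0.2 in Q5. Between ZT10 and ZT14-unfed, Q3, Q4, and Q5 changed by -0.33, -0.12, and 0.44 with median-ratio scaling, and Q5 by 0.45 without ZT14-unfed replicate 1 and 0.17 without replicate 2. With median-ratio scaling, Q1 and Q2 changed by 0.04 and -0.13 on feeding. The paper ranked the genes by their change without food and reasons that the bins that changed already between ZT10 and ZT14-unfed follow the time of day, whereas those that changed only with the meal follow food intake.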

In agreement with the reverse transcription quantitative PCR (RT-qPCR) data (Fig 1B), Q1 and Q2 contain a number of known core circadian clock genes such as *Bmal*, *Per3*, *Cry1*, *Dbp*, *Clock*, and *Reverba*. Moreover, Q1 and Q2 contain genes involved in heat shock response (e.g., *Hspb1*), fatty acid metabolism (e.g., *Acss2*, *Acsl1*, and *Abcd2*), and cholesterol uptake (e.g., *Abcg8*). 

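The gene that the paper calls Bmal, Arntl (NM_001243048, chromosome 7, 120350979 to 120457636 of mm9), rose from 0.25 ± 0.0339 RPKM (SD, n = 2) at ZT10 to 2.67 ± 0.247 at ZT14-unfed, a log2 fold change of 2.08 (SE 0.13, limma BH-adjusted p = 0.0015). Cry1 (NM_007771, chromosome 10, 84594447 to 84647799) rose from 2.16 ± 0.125 to 7.43 ± 0.358 RPKM, a log2 fold change of 1.58 (SE 0.1, limma BH-adjusted p = 0.0015). Clock (NM_001305222, chromosome 5, 76639992 to 76733817) went from 2.76 ± 0.101 to 5.73 ± 0.399 RPKM, by 0.93 (SE 0.11, limma BH-adjusted p = 0.0063) on the log2 scale. Dbp (NM_016974, chromosome 7, 52960458 to 52965525), of whose exon bases 16.7% overlap Sphk2 on the opposite strand, fell from 35.1 ± 0.868 to 6.22 ± 0.735 RPKM, with a log2 fold change of -2.41 (SE 0.12, limma BH-adjusted p = 5.30e-04). Per3 (NM_001289877, chromosome 4, 150377761 to 150418774) went from 4.98 ± 0.631 to 2.03 ± 0.0544 RPKM, a log2 fold change of -1.11 (SE 0.12, limma BH-adjusted p = 0.0054); the adjusted p of limma's test, BH-adjusted, was 0.01 with median-ratio scaling and 0.014 with quantile normalization, within a range of 0.0045 to 0.018 over all alternatives. The paper's Reverba, Nr1d1 (NM_145434, chromosome 11, 98629246 to 98636647), 8.4% of which overlaps Thra on the opposite strand, changed by -0.73 (SE 0.18, limma BH-adjusted p = 0.053). For these 6 genes, the 2 mice of one group lay apart from the 2 of the other. Food changed them less. Between ZT14-unfed and ZT14-fed, the log2 fold changes were -0.86 for Arntl, -0.49 for Cry1, 0 for Clock, 0.76 for Dbp, 0.51 for Per3, and -0.01 for Nr1d1, the last of which was 0.13 without ZT14-unfed replicate 2. At a BH-adjusted limma p under 0.01, 5 of the 6 genes changed between ZT10 and ZT14-unfed and 0 between ZT14-unfed and ZT14-fed over all genes tested. When adjusted over the list alone, the counts were 6 and 4, and as the study picked the genes from these libraries, the latter pair of counts is not independent evidence.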

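Hspb1 (NM_013560, chromosome 5, 136363789 to 136365433 of mm9) shares 43.2% of its 50-base stretches with the gene model Gm9817, so reads could be counted for either. Its expression rose from 1.1 ± 0.233 RPKM (SD, n = 2) at ZT10 to 5.61 ± 0.349 at ZT14-unfed, a log2 fold change of 1.94 (SE 0.13, limma BH-adjusted p = 0.0015). Acss2 (NM_019811, chromosome 2, 155343684 to 155411460), 4.2% of which overlaps Gss on the opposite strand, fell from 56.6 ± 11.2 to 27.1 ± 1.13 RPKM, a log2 fold change of -1.03 (SE 0.14, limma BH-adjusted p = 0.0093). Its adjusted p from limma with BH adjustment was 0.01 with a pseudocount of 1, 0.021 with median-ratio scaling, and 0.026 with quantile normalization, and 0.0083 at the lowest. Abcg8 (NR_104382, chromosome 17, 85075642 to 85099673), 2.2% of which overlaps Abcg5 on the opposite strand, fell from 24.9 ± 0.625 to 12.4 ± 0.943 RPKM, by -0.98 (SE 0.1, limma BH-adjusted p = 0.0054) on the log2 scale. With median-ratio scaling the BH-adjusted limma p of Abcg8 was 0.01, within a range of 0.0045 to 0.018 over all alternatives. Acsl1 (NM_007981, chromosome 8, 47556395 to 47621405) changed by 0.61 (SE 0.12, limma BH-adjusted p = 0.024) and Abcd2 (NM_011994, chromosome 15, 90976315 to 91022238) by -0.93 (SE 0.21, limma BH-adjusted p = 0.039), both short of the threshold of 0.01. Without ZT14-unfed replicate 1 or 2, the log2 fold change of Acsl1 was 0.76 or 0.47. Between ZT14-unfed and ZT14-fed, the log2 fold changes were 0.36 for Hspb1, 0.31 for Acss2, 0.02 for Abcg8, -0.08 for Acsl1, and 0.25 for Abcd2. Those of Abcg8 and Acsl1 changed sign when a single library was left out, to -0.06 without ZT14-unfed replicate 1 for Abcg8 and to 0.07 without ZT14-unfed replicate 2 for Acsl1, and that of Abcg8 also with median-ratio scaling (-0.12). Of the 5 genes, 3 passed a BH-adjusted limma p of 0.01 between ZT10 and ZT14-unfed over all genes and 5 when adjusted over the list alone, which is not independent evidence for genes picked from these libraries. None passed on feeding in either way, and the unadjusted limma p was under 0.05 for 3045 genes in that comparison.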

Q4 and Q5 contain genes such as *Gck*, *Srebp1*, *Fasn*, and *Agpat2* (up-regulated by feeding) involved in glucose uptake and fatty acid synthesis and storage and genes such as *Pck1* and *G6pc* involved in gluconeogenesis (down-regulated by feeding). 

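Between ZT14-unfed and ZT14-fed, Srebf1, the paper's Srebp1 (NM_001313979, chromosome 11, 60012591 to 60036083 of mm9, with 1.9% of its exon bases overlapping Rai1 on the opposite strand), rose by 2.65 (SE 0.31, limma BH-adjusted p = 0.0066) on the log2 scale. Fasn (NM_007988, chromosome 11, 120667254 to 120685492) rose by 2.33 (SE 0.27, limma BH-adjusted p = 0.0066). With quantile normalization, the adjusted p from limma with BH adjustment was 0.013 for Srebf1 and for Fasn, and over the alternatives it reached 0.016 and 0.022, respectively. Agpat2 (NM_026212, chromosome 2, 26448577 to 26459937, 3.0% overlapping Egfl7 on the opposite strand) rose from 46.6 ± 0.332 to 67.6 ± 1.84 RPKM (SD, n = 2), a log2 fold change of 0.53 (SE 0.08, limma BH-adjusted p = 0.017), short of the threshold of 0.01. Among the repressed genes, G6pc (NM_008061, chromosome 11, 101228875 to 101239217) fell from 252 ± 8.04 to 30.6 ± 1.65 RPKM, a log2 fold change of -3.02 (SE 0.12, limma BH-adjusted p = 8.70e-05), and Pck1 (NM_011044, chromosome 2, 172978549 to 172984774) changed by -2.21 (SE 0.1, limma BH-adjusted p = 1.80e-04). The values of the 2 groups did not overlap for any of the 5 genes. Between ZT10 and ZT14-unfed, the log2 fold changes were 0.16 for Agpat2, -1.82 for Srebf1, -0.88 for Fasn, 0.28 for Pck1, and 2.54 for G6pc. With a BH-adjusted limma p under 0.01, 4 of the 5 genes changed on feeding and 1 between ZT10 and ZT14-unfed over all genes tested, against 5 and 2 when adjusted over the list alone, which is not independent evidence here since the list was picked from these libraries.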

Gene ontology (GO) analysis showed that genes regulated independent of feeding are involved in protein folding, response to heat, and circadian regulation of gene expression (Fig 1F). In addition, GO analysis also identified enriched biological pathways involved in processes such as glucose, glycogen, fatty acid, and cholesterol metabolism. Some of these metabolic pathways were also enriched in the group of genes regulated by feeding. However, some pathways such as triglyceride and ketone body metabolism were specifically enriched in the genes regulated by feeding (Fig 1F).

To determine whether the different groups of genes were expressed dynamically throughout a circadian rhythm, we compared our data with previously published circadian RNA-seq data from mice subjected to NRF [1]. More than 80% of the genes, identified by us to be differentially expressed from ZT10 to ZT14-fed, were also expressed in a circadian manner (Fig 1G), and most induced and repressed genes had circadian expression zenith at ZT16–21 and ZT5–10, respectively (Fig 1H). Moreover, average expression analysis of the mRNAs in the different gene groups, defined in Fig 1D and 1E (Q1–Q5), suggested that the circadian expression pattern is very similar between genes regulated by feeding (Q4 and Q5) and genes regulated independent of feeding (Q1 and Q2) (Fig 1I). Thus, a large number of circadian-regulated genes are controlled directly by feeding, indicating that the diurnal feeding response is an important driver of circadian gene expression in the liver.

### Feeding-regulated chromatin accessibility and H3K27Ac correlate with feeding-regulated transcription

DNase-accessible regions of chromatin harbor putative binding sites for transcription factors regulating gene expression [23]. To identify mechanisms regulating gene expression controlled by feeding, we profiled DNase-accessible regions genome-wide in livers from fed (*n* = 2) and unfed (*n* = 2) mice at ZT14. To account for possible differences in the digestion efficiency of DNase, we sequenced libraries from nuclei digested with two different concentrations of DNase I (60 U and 80 U) and subsequently combined all the sequencing data to identify DNase hypersensitive sites (DHSs) irrespective of treatment. 

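The DNase-seq libraries were made from nuclei of fed and unfed livers digested with 60 U or 80 U of DNase I, with 8 libraries in all. The authors called peaks with HOMER on the combined reads and aligned to mm9. The processed file gives only the start and end of each site, so neither depth nor replicate error can be attached to a site. Together the sites covered 14.043 Mb. Of the sites, 14778 (17.7%) lay within 2 kb of a transcription start site (TSS) of the GENCODE annotation for mm9.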

(Correlation between biological replicates is shown in S1 Fig) Using this approach, we identified a total of 83,592 DHSs, in agreement with other DNase-seq experiments in mouse liver tissue [24,25]. To specifically probe activity of these putative regulatory regions, we performed histone 3 lysine 27 acetylation (H3K27Ac) chromatin immunoprecipitation-sequencing (ChIP-seq) on livers isolated from three unfed (ZT14-unfed) and three fed (ZT14-fed) animals. (Correlation between biological replicates is shown in S2 Fig) For example, most of the DHSs identified near the genes *Fasn*, *Srebf1*, *Igfbp1*, and *Pck1* did change histone acetylation level in response to feeding (Fig 2A and 2B). Genome-wide quantification of H3K27Ac identified a little less than 1,500 DHSs associated with increased H3K27Ac and around 1,900 DHSs associated with decreased H3K27Ac at FDR < 0.1, *n* = 3 (Fig 2C). DNase accessibility at these differentially acetylated DHSs was also changed in response to feeding (Fig 2D), and we observed a genome-wide correlation between changed H3K27Ac and DNase accessibility of the DHSs associated with feeding-regulated H3K27Ac (r_de_ = 0.82, Fig 2E). The correlation between DNase accessibility and H3K27Ac was weaker for all identified DHSs (r_all_ = 0.29). In addition, we found enrichment of DHSs associated with feeding–up-regulated H3K27Ac near feeding-induced genes compared to DHSs associated with unchanged H3K27Ac (Fig 2F, *p* = 2.95 × 10^−06^, Kolmogorov–Smirnov test). Likewise, DHSs associated with feeding–down-regulated H3K27Ac was enriched near feeding-repressed genes compared to DHSs associated with unchanged H3K27Ac (Fig 2G, *p* = 2.81 × 10^−09^, Kolmogorov–Smirnov test). Collectively, this indicates that the identified DHSs are involved in regulating nearby gene expression, and to uncover transcription factors involved in the feeding response, we mined enriched DNA sequences at DHSs associated with feeding-regulated H3K27Ac.

**Fig 2:**
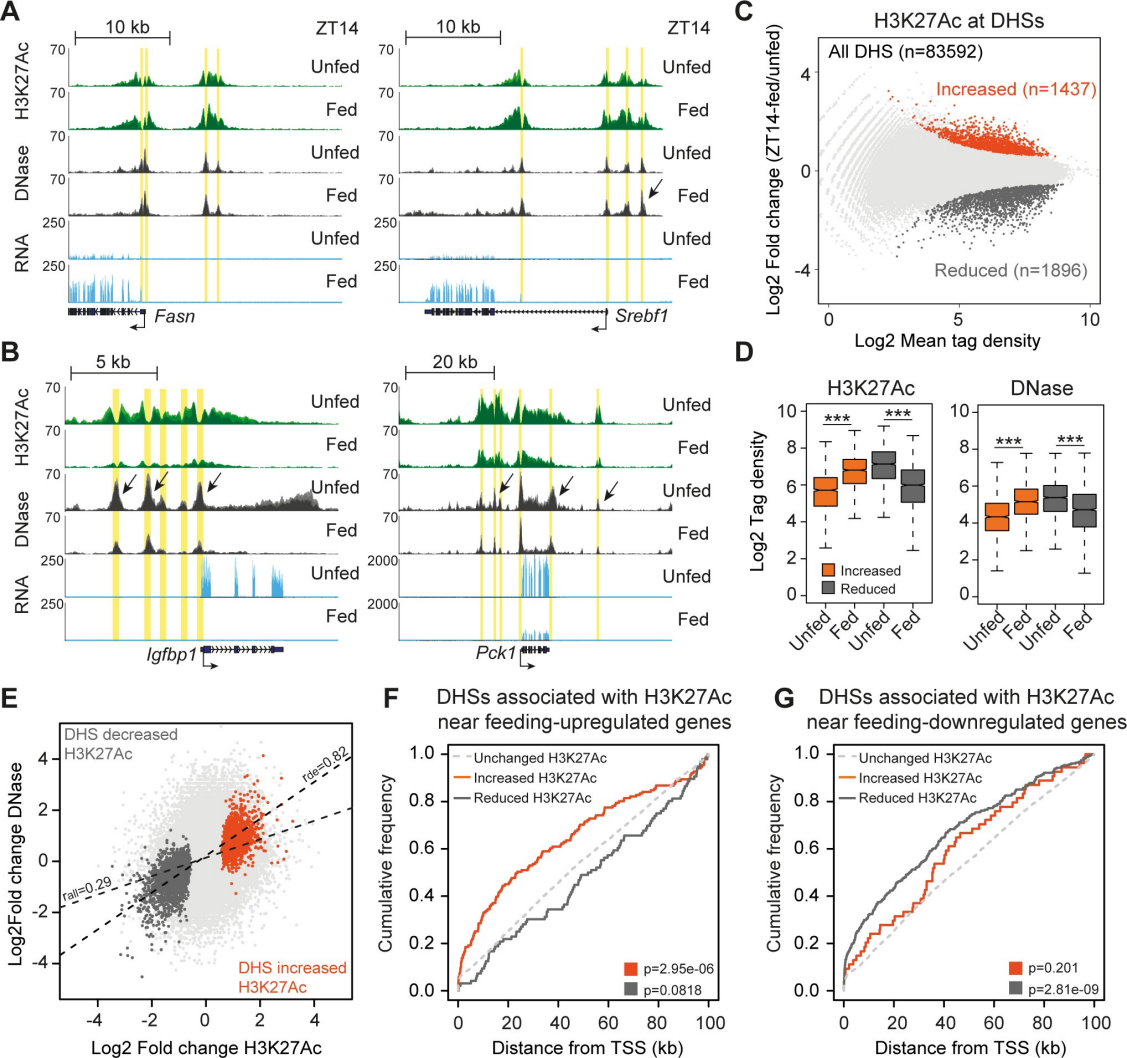
Postprandial DNase accessibility and H3K27 acetylation. RNA-seq, DNase-seq, and H3K27Ac ChIP-seq from livers of mice euthanized at ZT14-unfed and ZT14-fed. (A and B) *Fasn*, *Srebf1*, *Igfbp1*, and *Pck1* mRNA expression and nearby DNase accessibility and H3K27Ac. Yellow regions mark DNase-accessible regions associated with differentially regulated H3K27Ac. Arrows mark differentially regulated DNase accessibility. (C) Differential H3K27Ac at DHSs. Increased H3K27Ac is marked by red, and decreased H3K27Ac is marked by dark gray, FDR < 0.1 (*n* = 3). (D) Tag density of H3K27Ac ChIP-seq and DNase-seq at DHSs associated with feeding-regulated H3K27Ac. Statistical significance is calculated using a Mann–Whitney–Wilcoxon test. ***p > 0.001. (E) Correlation between differentially regulated DNase accessibility and H3K27Ac. Regression analysis is calculated for the differentially regulated DHSs (r_de_) and all DHSs (r_all_) using Pearson correlation. (F) Cumulative distribution of DHSs associated with feeding-regulated H3K27Ac near TSSs of feeding–up-regulated genes. (G) Cumulative distribution of DHSs associated with feeding-regulated H3K27Ac near TSS of feeding–down-regulated genes. A Kolmogorov–Smirnov test was applied to test for differential distribution of DHSs associated with feeding-regulated H3K27Ac (gray and orange line) compared to DHSs associated with no change of H3K27Ac (broken line). Numerical values for panels C–G are available in S2 Data. Bed graphs in panels A and B are available at GEO: GSE119713. ChIP, chromatin immunoprecipitation; DHS, DNase hypersensitive site; FDR, false discovery rate; H3K27Ac, Histone 3 lysine 27 acetylation; TSS, transcription start site.

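In the RNA-seq libraries of the NRF mice, Fasn expression was 20.2 ± 0.648 RPKM (SD, n = 2 mice) at ZT10, 11.2 ± 4.54 at ZT14-unfed, and 57.2 ± 14.6 at ZT14-fed. Srebf1 followed with 31.6 ± 3.13, 9.24 ± 4.91, and 56.8 ± 6.63 RPKM, 1.9% of its exon bases overlapping Rai1 on the opposite strand. Igfbp1 (NM_008341, chromosome 11, 7097785 to 7102549 of mm9) was at 17.1 ± 1.66, 114 ± 39.7, and 0.86 ± 0.0672 RPKM, and its log2 fold change on feeding was -6.35 (SE 0.22, limma BH-adjusted p = 8.70e-05). Pck1 was at 1054 ± 102, 1276 ± 59.9, and 276 ± 18.2 RPKM. In the list of DHSs, Fasn had 12 DHSs within 50 kb of its TSS, the nearest 299 bp upstream of the TSS. Srebf1 had 10 DHSs within 50 kb of its TSS, the nearest 484 bp upstream, Igfbp1 7 DHSs within 50 kb of its TSS, the nearest 57 bp upstream, and Pck1 12 DHSs within 50 kb of its TSS, the nearest 172 bp upstream. H3K27Ac and DNase accessibility per condition were not analysed here, since site positions alone were used.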

### Enriched motif analysis of differentially H3K27Ac DHSs reveals specific transcription factor networks regulating diurnal enhancer activity

To analyze DHSs primarily associated with feeding-regulated H3K27Ac and DHSs mostly associated with H3K27Ac regulated independently of feeding, we first identified DHSs associated with differential H3K27Ac in livers from mice euthanized at ZT10 and ZT14-fed (FDR < 0.1, *n* = 3). H3K27Ac ChIP-seq tags were subsequently quantified at these DHSs from livers isolated at ZT10 (*n* = 3), ZT14-unfed (*n* = 3), and ZT14-fed (*n* = 3) and by hierarchical clustering grouped into two major clusters according to the circadian rhythm and four subclusters according to the feeding status (Fig 3A). Clusters 1 and 3 represent DHSs H3K27 acetylated by processes other than feeding, whereas clusters 2 and 4 were feeding-regulated (Fig 3A). To analyze circadian H3K27Ac at the DHSs differentially H3K27 acetylated between ZT10 and ZT14-fed, we used previously published circadian H3K27Ac ChIP-seq data from livers of mice subjected to NRF [16]. Quantified H3K27Ac at DHSs were normalized and averaged for the four different clusters (Fig 3B). The average H3K27Ac circadian profile of the different clusters were similar (Fig 3B), demonstrating that the feeding-regulated H3K27Ac followed a similar circadian profile as H3K27Ac uncoupled from the feeding response, in agreement with the transcriptomic data (Fig 1I).

**Fig 3:**
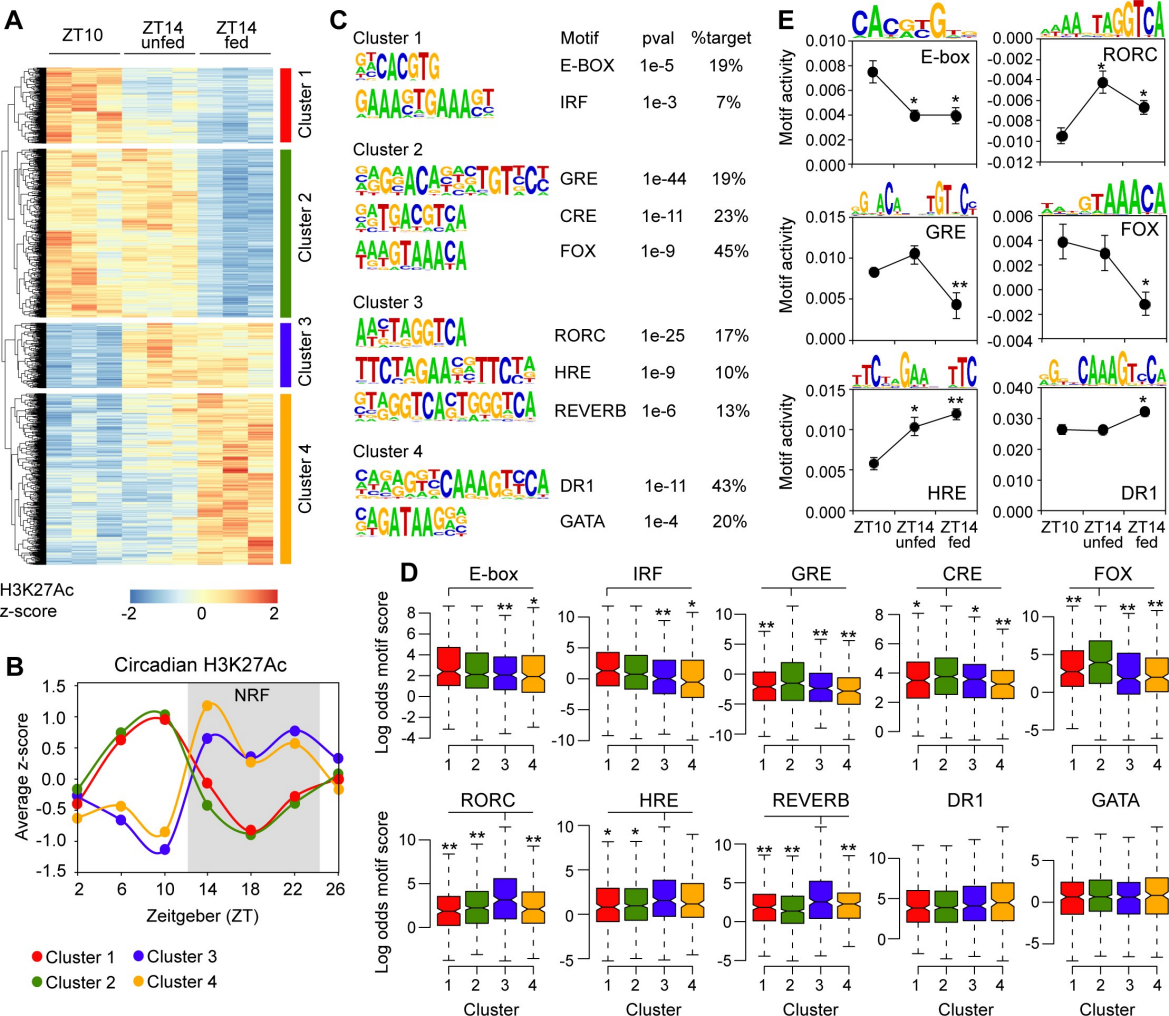
Enriched DNA motif analysis within DHSs associated with differentially regulated H3K27Ac. (A) DHSs differentially H3K27 acetylated at ZT14-fed compared to ZT10 was identified at FDR < 0.1 (*n* = 3). At these DHSs, H3K27Ac was quantified in livers from three biological replicates at ZT10, ZT14-unfed, and ZT14-fed. H3K27Ac tag count is visualized as z-scores. Hierarchical clustering reveals four distinct clusters. (B) Circadian H3K27Ac of DHSs associated with clusters 1–4. Circadian H3K27Ac ChIP-seq data is from livers of NRF animals [16], and the tag count is normalized to a z-score. The average z-score for each cluster is plotted as a function of time. (C) DNA motif analysis of DHSs associated with clusters 1–4. (D) Quantification of the log odds motif score for each motif in DHSs associated with clusters 1–4. Statistical significance is calculated using Kruskal–Wallis test followed by a posthoc pairwise Mann–Whitney–Wilcoxon Test. The Kruskal–Wallis *p*-value is less than 0.05 between clusters for all motifs except DR-1 and GATA. (E) Activity of selected motifs calculated using IMAGE [26]. Data are presented as mean ± SEM (*n* = 3). Statistical significance is calculated using Student *t* test. *p < 0.05 and **p < 0.005. Numerical values for panels A, B, D, and E are available in S3 Data. DHS, DNase hypersensitive site; DR-1, direct repeat; FDR, false discovery rate; H3K27Ac, histone 3 lysine 27 acetylation; IMAGE, integrated analysis of motif activity and gene expression; NRF, night-restricted fed.

To identify putative transcription factors associated with differential H3K27Ac, we searched for enriched DNA motifs from known transcription factor–binding sequences curated by hypergeometric optimization of motif enrichment (HOMER) [27]. The most enriched motifs in clusters 1 and 3 were DNA sequences known to interact with BMAL and CLOCK (binding to E-BOX motifs), RAR-related orphan receptor C (RORC), heat shock factors (heat shock response element [HRE]), and REVERB (Fig 3C). Quantification of the motif score between the different clusters confirmed specific enrichment of the RORC and REVERB motifs in cluster 3 (Fig 3D). The HRE was enriched in cluster 3 compared to clusters 1 and 2; however, no significant difference could be observed between clusters 3 and 4. Also, the E-BOX and interferon regulatory factor (IRF) motifs were enriched in cluster 1 compared to clusters 3 and 4; however, no significant enrichment was observed between cluster 1 and cluster 2 (Fig 3D). To support these findings, we evaluated the contribution of a particular DNA motif to H3K27Ac (referred to as motif activity) of DHSs using IMAGE [26]. This analysis suggested that the E-BOX, HRE, and RORC motifs contributed to differential H3K27Ac in livers from mice at ZT10 compared ZT14, irrespective of feeding (Fig 3E). Thus, DNA motifs shown to interact with transcription factors of the core circadian clock network were specifically enriched in the DHSs associated with differential H3K27Ac uncoupled from feeding.

The DHSs associated primarily with feeding-regulated H3K27Ac (clusters 2 and 4) were enriched for motifs known to interact with the GR, cAMP Responsive Element Binding Protein (CREB), Forkhead box transcription factors (FOX), GATA, and direct repeats (DR-1) known to interact with transcription factors such as Hepatocyte Nuclear Factor 4 (HNF4), Retinoid X receptor (RXR), and peroxisome proliferator-activated receptor (PPAR) [28]. Quantification of the motif score showed that the GR response elements (GRE), CREB response elements (CRE), and FOX motifs were specifically enriched in cluster 2 (Fig 3D), and IMAGE analyses indicated that the GRE and FOX motifs contributed significantly to reduced H3K27Ac in response to feeding (Fig 3E). Moreover, de novo motif analysis of DHSs associated with feeding-regulated H3K27Ac shown in Fig 2C confirmed enrichment of GRE, CRE, and FOX motifs at DHSs associated with feeding-repressed H3K27Ac (S3 Fig).

Collectively, the DNA motif analysis indicated that circadian H3K27Ac is regulated by a combination of core clock transcription factors (e.g., BMAL, CLOCK, and REVERB), heat shock responsive transcription factors, and transcription factors regulated by endocrine signaling (e.g., GR, CREB, and FOXO1).

### DHSs surrounded by feeding-reduced H3K27Ac are occupied by GR, FOXO1, and CREB

To correlate motif enrichment analysis to transcription factor occupancy, we chose to map transcription factors potentially interacting with DHSs associated with feeding-repressed H3K27Ac (Fig 3 and S3 Fig). The identified FOX motifs interact with a range of FOX transcription factors, including FOXO1, known to be negatively regulated by insulin signaling by mechanisms including nuclear exclusion and interaction with transcriptional coregulators [29]. Thus, we mapped FOXO1 together with GR, known to interact with the enriched GRE (Fig 3 and S3 Fig). The CRE motif interacts with CREB, which is post-translationally regulated by glucagon signaling. CREB occupancy of chromatin has been reported previously in 24-hour fasted livers [30,31], and we used these data for analysis of CREB occupancy of chromatin.

ChIP-seq identified more than 10,000 GR peaks and more than 8,000 FOXO1 peaks in livers from unfed mice at ZT14. 

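GR and FOXO1 were immunoprecipitated from chromatin of pooled livers of unfed mice at ZT14 in 2 replicates each. The authors called peaks against input chromatin with HOMER and kept those concordant between the replicates, in mm9. The processed lists hold 10446 GR peaks and 8546 FOXO1 peaks as start and end positions without a score, so no peak can be weighted and no replicate error applies. Peaks had a median width of 180 bp in both lists. Within 2 kb of a TSS lay 1115 GR peaks (10.7%) and 1657 FOXO1 peaks (19.4%). A DHS overlapped 8525 GR peaks (81.6%, 95% Wilson interval over peaks 80.9 to 82.3) and 7259 FOXO1 peaks (84.9%, 84.2 to 85.7). Overlaps were counted from 1 shared base, by a routine that gave the result of brute force in 300 of 300 simulated cases.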

De novo motif analysis of the individual transcription factor ChIP-seq peaks identified their cognate DNA-binding motif in addition to motifs for the linage-determining transcription factors HNF4 and C/EBP (S4A Fig), suggesting that the ChIPs enrich for GR and FOXO1-binding sites. Moreover, the specificity of the FOXO1 antibody used for ChIP was validated by western blotting (S4B Fig). Feeding resulted in significant genome-wide reduction of GR and FOXO1 occupancy (Fig 4A and 4B). Interestingly, in unfed livers, GR co-occupied more than 60% of FOXO1 binding sites genome wide, whereas little overlap was observed between CREB and GR–FOXO1 (Fig 4C, left). This pattern of co-occupancy was observed irrespective of the CREB data set used for the analysis (S4C Fig). 

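A GR peak overlapped 5098 of the 8546 FOXO1 peaks, which is 59.7% (95% Wilson interval 58.6 to 60.7, counting error over peaks only). Seen from the other list, 48.8% of the 10446 GR peaks (47.8 to 49.8) overlapped a FOXO1 peak. When the overlap had to cover the larger part of the FOXO1 peak, the share was 54.5%, and when the centres had to lie within 100 bp it was 56.0%. In 100 random draws of as many DHSs as there are FOXO1 peaks, a median of 10.2% of the drawn DHSs (range 9.41 to 11.0) overlapped a GR peak. CREB occupancy was not analysed here.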

Strikingly, FOXO1 and GR co-occupancy was even more pronounced at DHSs associated with reduced H3K27Ac in response to feeding, as defined in Fig 2C (Fig 4C, right). Furthermore, CREB occupancy of these regions is mostly associated with co-occupancy of GR and/or FOXO1. Receiver operating characteristic (ROC) analysis suggested that the level of GR and FOXO1 occupancy in unfed conditions are better predictors of feeding-reduced H3K27Ac compared to CREB (Fig 4D). This suggests that loss of H3K27Ac in response to feeding is primarily caused by reduced GR and FOXO1 occupancy. More than 60% of the DHSs associated with feeding-reduced H3K27Ac were occupied by GR, FOXO1, and/or CREB. If we decreased the FDR for calling differentially regulated H3K27Ac, we observed an increased frequency of GR, FOXO1, or CREB occupancy (Fig 4E), suggesting that DHSs associated with the most robustly feeding-regulated H3K27Ac were more likely occupied by at least one of those three transcription factors. GR and FOXO1 occupancy were most pronounced at distal DHSs repressed by feeding (Fig 4F), whereas CREB preferentially occupied DHSs in the proximal promoter regions (transcription start site [TSS] +/− 2 kb).

**Fig 4:**
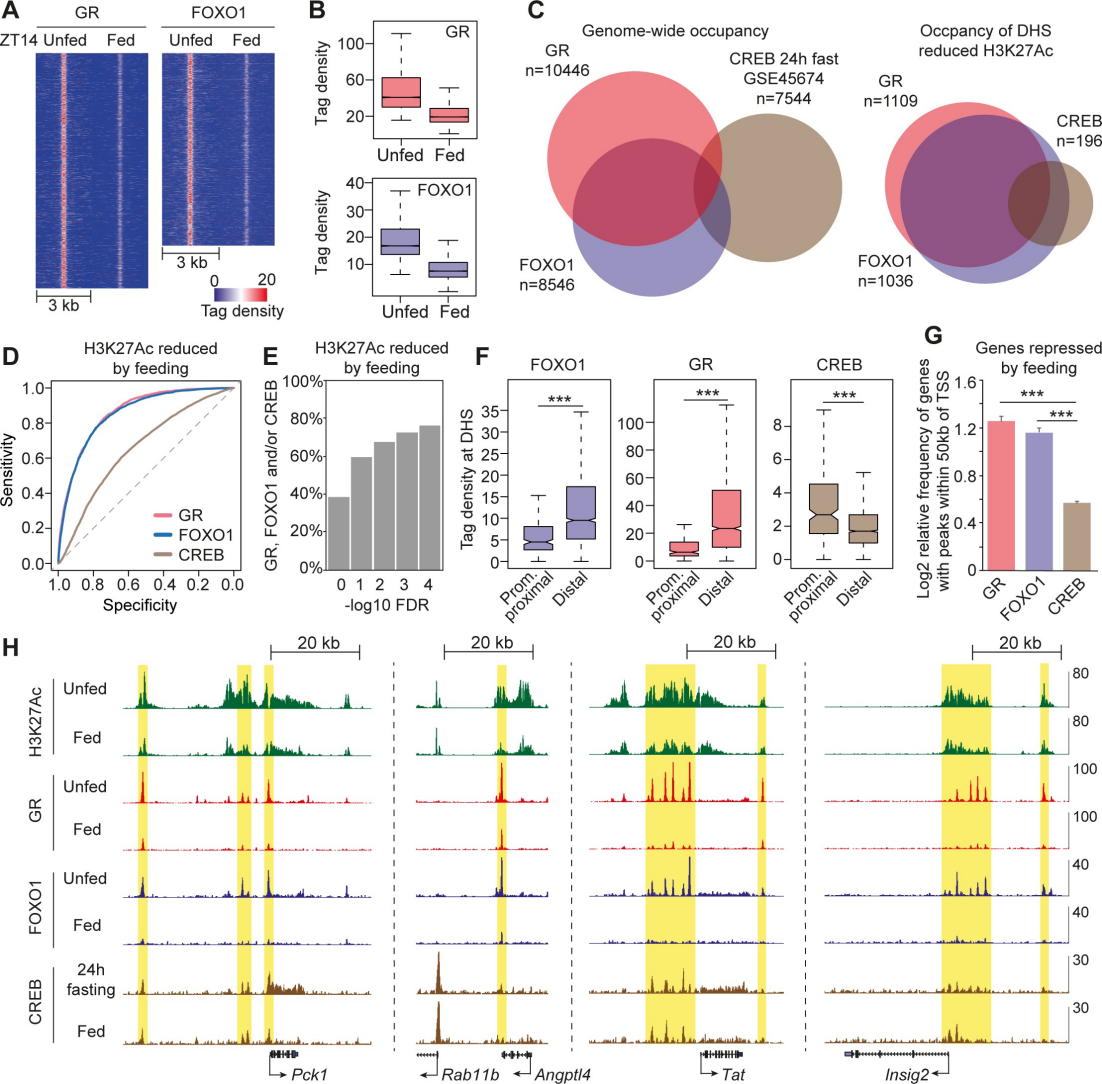
Pre- and postprandial occupancy of GR and FOXO1. GR and FOXO1 ChIP-seq was performed on livers isolated from mice euthanized at ZT14-unfed and ZT14-fed. Replicate concordant GR and FOXO1 peaks were identified in unfed mice. (A and B) Tag density of hepatic GR (*n* = 10,446) and FOXO1 (*n* = 8,546) ChIP-seq in unfed and fed conditions. (C) Co-occupancy of GR, FOXO1, and CREB genome wide (left) and at DHSs surrounded by feeding-reduced H3K27Ac (right). CREB ChIP-seq data is from Everett and colleagues [31]. (D) ROC analysis of GR, FOXO1, and CREB occupancy within DHS surrounded by H3K27Ac reduced by feeding at FDR < 0.05. (E) Percentage of DHSs surrounded by feeding-reduced H3K27Ac occupied by GR, FOXO1, and CREB. DHSs associated with feeding-regulated H3K27Ac was scored at different FDRs (*n* = 3). (F) Tag density of FOXO1, GR, and CREB ChIP-seq at DHSs surrounded by feeding-reduced H3K27Ac located promoter proximal (1 kb upstream the TSS) or distal to the TSS (>1 kb from TSS). Statistical significance is calculated using a Mann–Whitney–Wilcoxon test. (G) Frequency of feeding-repressed genes with at least one GR, FOXO1, or CREB peak within 50 kb of the TSS. Frequency is relative to GR, FOXO1, and CREB binding within 50 kb of TSS of sets of 300 randomly selected genes. Data are presented as mean ± SEM (*n* = 6). Statistical significance is calculated using Student *t* test. (H) Examples of GR, FOXO1, and CREB enrichment within enhancers repressed by feeding. ***p < 0.001. Numerical values for panels A–G are available in S4 Data. Bed graphs in panel G are available at GEO: GSE119713. ChIP, chromatin immunoprecipitation; CREB, cAMP responsive element binding protein; DHS, DNase hypersensitive site; FDR, false discovery rate; FOXO1, Forkhead box O1; GR, glucocorticoid receptor; H3K27Ac, Histone 3 lysine 27 acetylation; ROC, receiver operating characteristic; TSS, transcription start site.

Correlation with feeding-regulated genes demonstrated that more than 80% of the feeding-repressed genes were associated with at least one GR and/or FOXO1-binding site within 50 kb of the TSS (Fig 4G), corresponding to more than 2-fold enrichment compared to random genes in the genome. 

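Genes repressed between ZT10 and ZT14-fed at a BH-adjusted limma p under 0.01 were placed by their TSS in the GENCODE annotation for mm9, which 85 of the 88 had. At least one GR or FOXO1 peak lay within 50 kb of the TSS of 77 of them, 90.6% (95% Wilson interval 82.5 to 95.2). The share among the other 22088 placed genes was 44.0%, a ratio of 2.06 (two-sided Fisher's exact test, p = 2.1e-19). It was 76.5% within 20 kb and 95.3% within 100 kb. Among the 10501 other genes with a mean of at least 0.5 RPKM, 61.6% had a peak, a ratio of 1.47, and among 813 genes matched on mean RPKM 66.5%, a ratio of 1.36 (Fisher's exact test, p = 1e-06). In 10000 random lists of 85 genes matched on mean RPKM, the median share was 67.1% and the highest 85.9%. The paper proposes that the reduced occupancy of GR and FOXO1 after feeding lowers the transcription of nearby genes.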

Interestingly, a relative high frequency of feeding-induced genes was also associated with at least one GR and/or FOXO1-binding site within 50 kb of the TSS (S4D Fig); however, the enrichment of GR and/or FOXO1 near feeding-induced genes relative to random genes was less pronounced compared to feeding-repressed genes. Moreover, the number of GR and FOXO1 peaks (S4E Fig) and the tag density (S4F Fig) of the peaks near feeding-induced genes were significantly lower compared to GR and FOXO1 peaks identified near feeding-repressed genes. 

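Of the 98 genes induced between ZT10 and ZT14-fed, 97 were placed, and 79 of them (81.4%, 95% Wilson interval 72.6 to 87.9) had a GR or FOXO1 peak within 50 kb. This was 1.85 times the share of the other 22076 genes (two-sided Fisher's exact test, p = 5.1e-14), and 1.24 times the 65.6% of 908 genes matched on mean RPKM (p = 0.0014 in the same exact test). When repressed and induced genes were compared with each other, the odds of a nearby peak were 2.19 times higher for repressed genes (two-sided Fisher's exact test, p = 0.092). The distance changed this call, as the odds ratio was 2.185 (p = 0.018, exact) within 20 kb and 3.416 (p = 0.044, exact) within 100 kb. With the genes changed between fed and unfed vehicle-injected mice in their place, it was 13.53 (p = 4.50e-11, exact), and with those changed between ZT14-unfed and ZT14-fed 3.872 (p = 0.053, exact). These comparisons were chosen after the data had been seen.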

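Repressed genes had 2.35 ± 2.27 GR peaks (SD, n = 85 genes) within 50 kb of the TSS and induced genes 1.67 ± 1.90 (n = 97), a difference beyond chance in a two-sided permutation test over genes (p = 0.031). For FOXO1, the numbers were 2.21 ± 1.72 and 1.32 ± 1.31 peaks per gene (permutation test, p = 0.00026). Other genes had 0.693 GR peaks and 0.639 FOXO1 peaks on average. Within 20 kb, repressed genes had 0.321 more GR peaks than induced genes, which was not beyond chance (permutation test, p = 0.13). Genes are not independent replicates, and peaks of neighbouring genes can be shared. The peak lists carry no tag density.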

We also observed higher enrichment of feeding-repressed genes with at least one CREB-binding site within 50 kb of the TSS compared to feeding-induced genes (Fig 4F). However, we could not observe any difference in the tag density of CREB peaks (S4F Fig) and the amount of CREB peaks (S4E Fig) near feeding-repressed genes compared to feeding-induced genes. Fig 4H illustrates examples of GR, FOXO1, and CREB occupancy near genes repressed by feeding (*Pck1*, *Angptl4*, *Tat*, and *Insig2*). 

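In the peak lists of unfed livers, Pck1 had 7 GR peaks and 4 FOXO1 peaks within 50 kb of its TSS on chromosome 2, and 3 of the FOXO1 peaks overlapped a GR peak. The nearest GR peak, at 172978189 to 172978368 of mm9, lay 270 bp upstream. Angptl4 (NM_020581, chromosome 17, 33910695 to 33918520) had 3 GR and 4 FOXO1 peaks, with 1 overlap, and its nearest GR peak lay 6710 bp downstream of the TSS, inside the gene. Tat (NM_146214, chromosome 8, 112514337 to 112523703) had 6 GR peaks, each overlapping one of its 6 FOXO1 peaks, the nearest 2474 bp upstream. Insig2 (NM_178082, chromosome 1, 123200930 to 123229166) had 6 GR and 3 FOXO1 peaks, all 3 of the latter overlapping a GR peak. Its nearest GR peak, 102 bp upstream, overlapped no FOXO1 peak. In the NRF mice, Tat was at 1239 ± 49.9 RPKM (SD, n = 2) at ZT14-unfed and 409.9 ± 1.2 at ZT14-fed, a log2 fold change of -1.59 (SE 0.2, limma BH-adjusted p = 0.0084), and the adjusted p from limma with BH adjustment was 0.013 with quantile normalization, within a range of 0.0067 to 0.02 over the alternatives. Angptl4 fell by 2.7 (SE 0.21, limma BH-adjusted p = 0.0016). Insig2 changed by -0.9 (SE 0.24, limma BH-adjusted p = 0.067), which did not pass the threshold of 0.01. Its log2 fold change ran from -1.27 to -0.53 over the alternatives, single libraries left out included. CREB peaks were not analysed here.

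**Figure D1:**
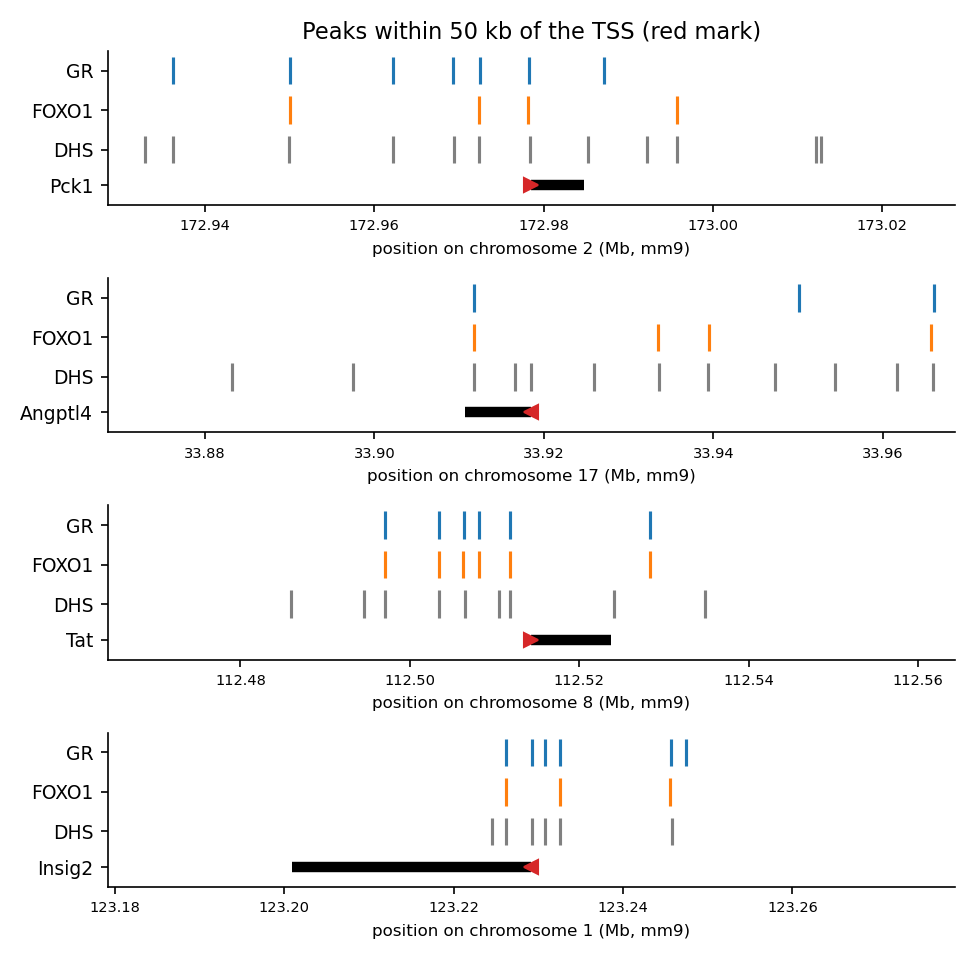
Positions of GR peaks, FOXO1 peaks, and DHSs within 50 kb of the TSS of Pck1, Angptl4, Tat, and Insig2 in mm9. The x axis gives the position on the chromosome in Mb, and a red mark shows the TSS. Each line is 1 site of the list. Tat has 6 GR peaks, and Angptl4 has 3.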

Notice that most regions are associated with considerable co-occupancy of GR and FOXO1.

In summary, these data indicate that a large fraction of DHSs associated with feeding-repressed H3K27Ac are occupied by GR and FOXO1 in the preprandial state. Feeding leads to reduced occupancy of GR and FOXO1, possibly resulting in postprandial repression H3K27Ac and attenuated transcription of nearby genes.

### Glucocorticoids control H3K27Ac at a subset of feeding-regulated DHSs

Recruitment of GR to chromatin and subsequent chromatin remodeling is strictly dependent on the glucocorticoid level in the surrounding environment [32,33]. In ad libitum–fed rodents, corticosterone levels surge toward the end of the resting phase (zenith at ZT10-ZT12) when the animals are fasting and declines when animals enter the physical active/dark phase [34]. Thus, postprandial reduction of GR occupancy of the genome is possibly mediated by reduced levels of circulating corticosterone as a result of feeding. Indeed, in our experimental setting, feeding resulted in reduced corticosterone levels in serum (Fig 5A). To determine the significance of the reduced levels of glucocorticoids, we injected dex or vehicle immediately before feeding to short circuit the feeding response and collected livers at ZT14 from fed or unfed animals (Fig 5B). GR occupancy and H3K27Ac were subsequently probed by ChIP at ZT14 in unfed and fed conditions. Importantly, control injections (vehicle) did not perturb feeding-repressed corticosterone levels and feeding-induced insulin levels (Fig 5C and 5D), suggesting that the injection protocol did not interfere with the feeding response. Injection of dex augmented postprandial GR occupancy of several GR-binding sites in the genome (Fig 5E) tested by ChIP-qPCR, and genome-wide analysis indicated that the vast majority of GR binding to chromatin was increased in the fed state after dex injection (Fig 5F and 5G). For example, suppression of GR occupancy near *Pck1* and *Insig2* in response to feeding was reversed by dex injection (Fig 5H).

**Fig 5:**
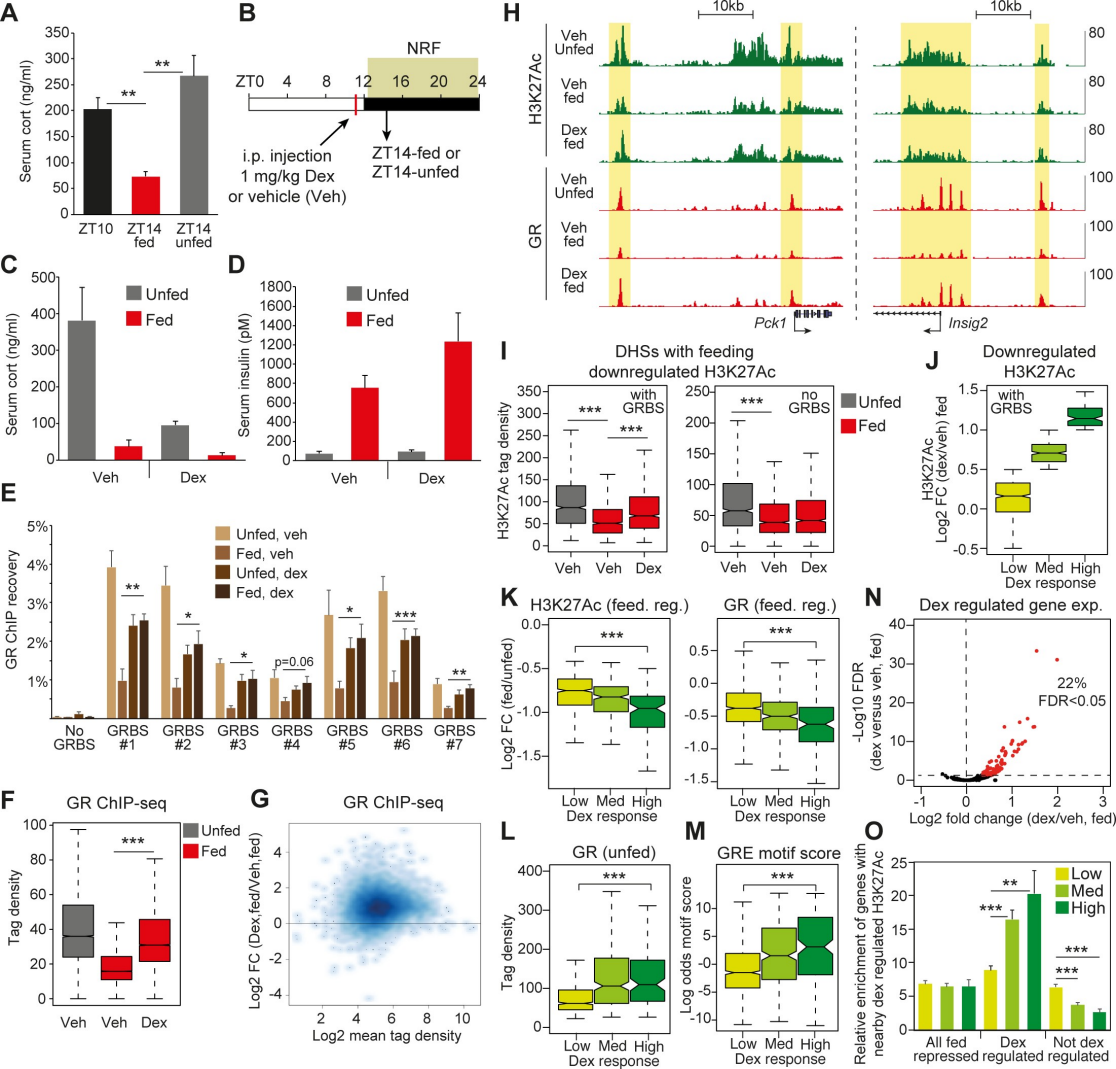
Regulation of postprandial enhancer activity by GR. (A) Corticosterone levels in serum from mice euthanized at ZT10, ZT14-fed, and ZT14-unfed. (B) Preprandial dex (or vehicle) injection protocol for animals trained to NRF. Animals were euthanized at ZT14-fed and ZT14-unfed. (C) Corticosterone and (D) insulin levels in serum of animals injected with dex or vehicle. (E) GR occupancy of seven different GRBS and one control site (no GRBS). (F) Genome-wide occupancy of GR in livers isolated from mice euthanized at ZT14-unfed (vehicle injected) and ZT14-fed (vehicle or dex injected). (G) Effect of dex injection on genome-wide GR occupancy in fed animals at ZT14. (H) Dex-regulated GR occupancy and H3K27Ac near *Pck1* and *Insig2*. Yellow marks H3K27Ac regions occupied by GR. (I) Effect of dex injection on H3K27Ac at feeding-repressed enhancers with and without a GRBS. (J) Effect of dex injection on H3K27Ac at feeding-repressed enhancers with a GRBS. Enhancers are grouped into three bins based on differential H3K27Ac levels in response to dex. (K) Feed. reg. H3K27 acetylation (left) and GR occupancy (right) of feeding-repressed enhancers acetylated to a different degree by dex injection. (L) Level of GR occupancy of enhancers with differentially H3K27Ac after dex injection. (M) GRE motif score within enhancers differentially H3K27Ac by dex. (N) Differential expression of feeding-repressed genes affected by dex injection compared to animals injected with vehicle (quantified by RNA-seq). Red marks genes induced by dex at FDR < 0.05 (*n* = 4 in each treatment group). (O) Relative enrichment of feeding-repressed genes (dex-regulated or not) harboring dex-regulated enhancers within 50 kb of the TSS. Enrichment is relative to six sets of 400 randomly selected genes. Data in panels A, C, D, E, and N are presented as mean ± SEM (*n* = 4–6). Statistical significance is calculated using Student *t* test. Statistical analysis in panels F, I–M is performed by a Mann–Whitney–Wilcoxon test. *p < 0.05, **p < 0.01, ***p < 0.001. Numerical values for panels A, C–G, and I–O are available in S5 Data. Bed graphs in panel H are available at GEO: GSE119713. dex, dexamethasone; feed. reg., feeding-regulated; FDR, false discovery rate; GR, glucocorticoid receptor; GRBS, GR binding site; NRF, night-restricted feeding; TSS, transcription start site; ZT, Zeitgeber time.

To identify the functional significance of altered glucocorticoid levels, we quantified H3K27Ac at DHSs (with and without GR occupancy) after dex injection. We observed a general trend of increased H3K27Ac at the DHSs occupied by GR, in contrast to DHSs not occupied by GR (Fig 5I). This suggests that the variation of glucocorticoid concentrations leads to dynamic regulation of H3K27Ac at DHSs occupied by GR. Interestingly, however, not all GR occupied DHSs were acetylated at H3K27 in response to dex injection. For example, a GR-binding site upstream of *Pck1* was H3K27 acetylated in response to dex, whereas H3K27 acetylation of the GR binding site in the proximal promoter was largely unaffected (Fig 5H). Similarly, feeding-repressed H3K27 acetylation of GR-binding sites near *Insig2* persisted after dex treatment (Fig 5H), indicating that a subset of GR-occupied enhancers was unresponsive to dynamic glucocorticoid signaling.

To systematically compare the constituents of DHSs associated with differential H3K27Ac in response to glucocorticoid treatment, we divided DHSs occupied by GR into three groups depending on the H3K27Ac responsiveness to dex (Fig 5J). The DHSs associated with most pronounced increase in H3K27Ac in response to dex were also associated with a significant reduction of H3K27Ac and GR occupancy in response by feeding (Fig 5K). This analysis was confirmed by a linear correlation analysis showing a negative correlation between increased H3K27Ac in response to dex and reduction of H3K27Ac and GR occupancy in response to feeding (S5A and S5B Fig). Moreover, dex-induced H3K27Ac correlated positively with the level of GR occupancy (Fig 5L and S5C Fig) and the GR motif strength (Fig 5M and S5D Fig). In agreement, the level of GR occupancy and the GRE motif strength are better predictors of dex-induced H3K27Ac compared to FOXO1 and CREB occupancy and presence of their respective motifs (S5E Fig). Interestingly, GR occupied DHSs associated with low H3K27Ac in response to dex showed prominent FOXO1 and CREB occupancy (S6A and S6B Fig), indicating that these transcription factors may contribute to feeding-regulated H3K27Ac of the weak GR-binding sites.

Feeding-repressed genes are enriched for nearby DHSs associated with reduced H3K27Ac, which is functionally linked to GR occupancy and dynamic glucocorticoid levels (Fig 4D and Fig 5K), suggesting that GR is a putative regulator of feeding-controlled gene transcription. However, since GR binding per se is not indicative of feeding-regulated H3K27Ac, it is likely that many genes, harboring DHSs occupied by GR, are nonresponsive to circulating corticosteroids. To test this, we evaluated expression of genes harboring nearby occupancy of GR. Feeding-mediated repression of *Tat*, *Fkbp5*, and *Pck1* expression was restored or partially restored upon dex treatment (Fig 5H and S6D and S6E Fig), whereas dex did not reestablish expression of *Angptl4*, *Insig2*, and *G6pc* (Fig 5H and S6F and S6G Fig), despite considerable nearby occupancy of GR. Genome-wide analysis by RNA-seq showed that dex rescued expression of 22% of the feeding-repressed genes at FDR < 0.05 (Fig 5N), demonstrating that dynamic glucocorticoid levels controlled a subset of genes regulated by feeding. 

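For this experiment, liver RNA was sequenced from 20 single wild-type mice on NRF after poly(A) enrichment, with 4 mice in each of 5 groups at ZT14. The groups were unfed mice with vehicle and fed mice with vehicle, dex at 1 mg/kg, S961 (a peptide that blocks the insulin receptor), or dex together with S961. The dose of S961 reads 44 nmol/kg in the paper and 44 nM per mouse in the sample labels. The paper's S1 Table lists between 6501158 and 13541304 aligned reads per library, with medians of 11051572 for fed vehicle, 9755913 for dex, and 10730498 for unfed vehicle. All 5 groups were fitted together, since the 4 fed vehicle mice serve as the reference of each treatment, and the 11353 genes with a mean of at least 0.5 RPKM over the 20 libraries were tested at a threshold of 0.05, as in the paper. With 4 mice against 4, the smallest p of a two-sided exact permutation test is 0.029, and 2.86% of genes have groups that do not overlap by chance.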

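Among the 66 genes that were lower in fed than in unfed vehicle mice, dex raised 11 (BH-adjusted limma p under 0.05), which is 16.7% (95% Wilson interval over genes 9.57 to 27.4). Over the fits that each left out 1 of the 20 libraries, the share ran from 12.1% to 22.2%. Of the alternatives, the fit of the 2 compared groups alone gave the lowest share, 12.5% and a term for the library series (replicates 1 to 3 against replicate 4) the highest, 26.1%. Dex changed 362 genes in all, 113 upward and 249 downward, a count that was 160 without dex replicate 2, 545 without dex replicate 4, and 1107 with the library series as a term. For other lists of feeding-repressed genes, dex raised 7 of the 46 genes repressed between ZT14-unfed and ZT14-fed in the NRF mice (15.2%) and 6 of the 87 repressed between ZT10 and ZT14-fed (6.9%). Of the paper's own list of feeding-repressed genes, 363 were tested, and dex raised 40 (11.0%) over all genes tested, from 5.785% in the fit of the 2 compared groups alone to 18.46% with the library series as a term, and 67 when adjusted over the list alone; the study picked that list from these libraries, so the latter count is not independent evidence. From the genes that dex brought back, the paper reasons that the fall of glucocorticoid levels at the meal controls a part of the feeding-regulated genes.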

To link dynamic gene expression with H3K27Ac at DHSs, we quantified the number of feeding-regulated genes harboring nearby DHSs associated with dex-regulated H3K27Ac (high, medium, and low) and compared this to analysis of random selected genes (i.e., relative gene enrichment). Relative enrichment of genes with nearby occupancy of dex-induced H3K27Ac was particularly evident for genes regulated by dex (Fig 5O). Genes not regulated by dex were less enriched for nearby dex-induced H3K27Ac at DHSs.

Collectively, this demonstrates that reduced levels of circulating corticosterone controls genome-wide GR occupancy of chromatin. Subsequent regulation of H3K27Ac depends on the strength of the underlying GRE and level of GR occupancy and ultimately determines the regulation of nearby target genes. Expression of genes associated with glucocorticoid-regulated H3K27Ac at DHSs was more likely controlled by circulating glucocorticoids.

### Postprandial transcriptional attenuation is regulated by cooperative action of corticosteroid and insulin signaling

It is evident from the above analysis that feeding-repressed gene expression is regulated partly by dynamic GR signaling, and additional signaling pathways regulating transcription factors such as FOXO1 and CREB activity are involved. To address the importance of insulin signaling, we injected insulin receptor antagonist S961 immediately before feeding and isolated livers two hours after feeding at ZT14 (S7A Fig). Treatment with S961 resulted in hyperglycemia and hyperinsulinemia but did not affect corticosterone levels (Fig 6A), indicating that circulating insulin and corticosterone levels are regulated independently of each other. Moreover, acute disruption of insulin signaling resulted in elevated levels of postprandial nonesterified fatty acids (NEFAs), likely as a result of perturbed insulin-mediated repression of adipocyte lipolysis. Interestingly, expression of the dex-unresponsive genes, *Angptl4*, *Insig2*, and *G6pc* (S6C Fig), was restored in the liver of fed animals injected with S961, whereas expression of the dex-responsive genes *Tat*, *Pck1*, and *Fkbp5* was unaffected by S961 (S6C Fig). These results indicate that insulin signaling regulates expression of a subset of feeding-regulated genes, whereas glucocorticoids preferentially control expression of other feeding-regulated genes.

**Fig 6:**
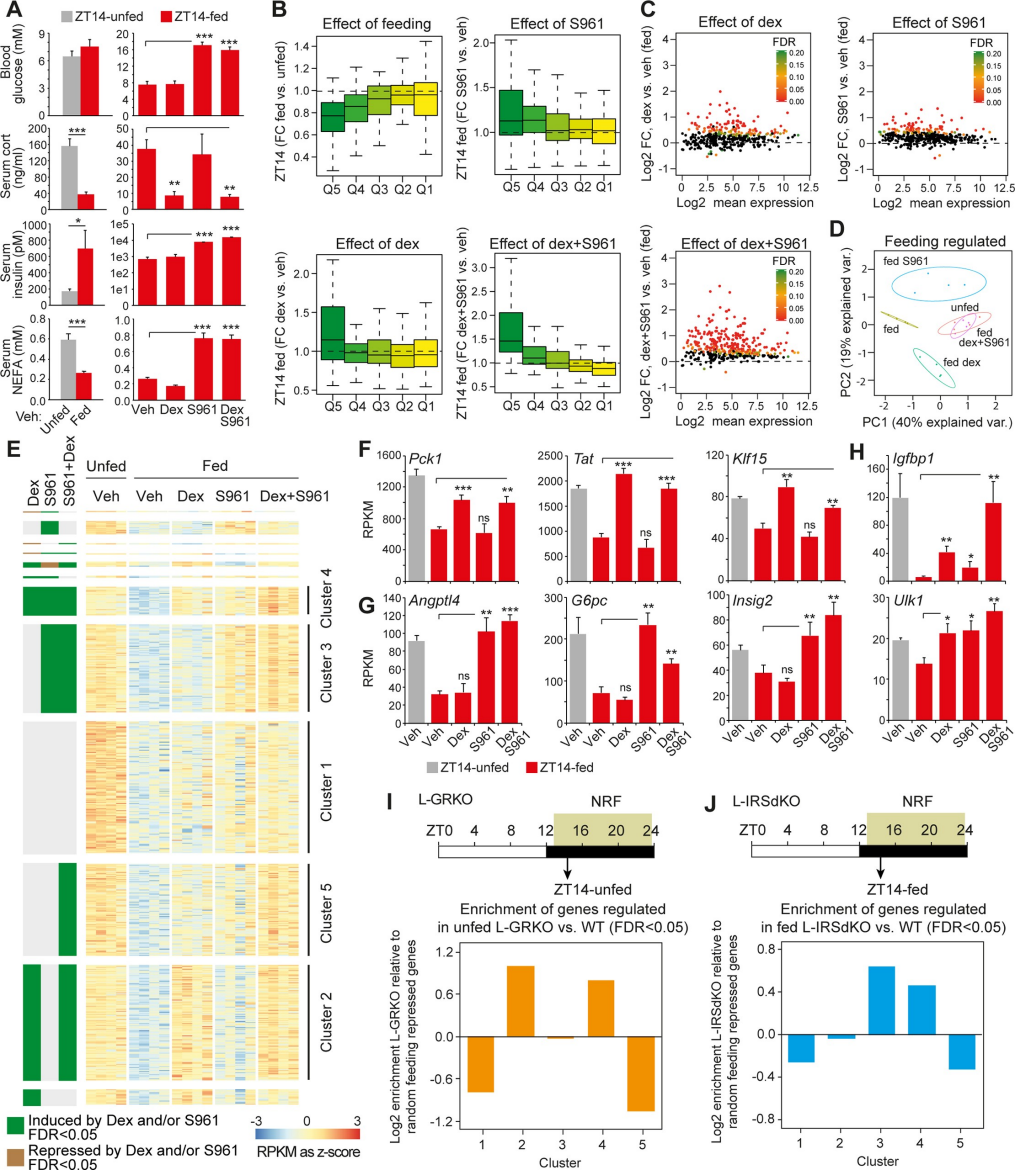
Regulation of postprandial gene expression by glucocorticoid and insulin signaling. (A) Blood glucose and corticosterone, insulin and NEFA levels in serum from mice injected preprandial with dex and/or S961. Data are presented as mean ± SEM (*n* = 4). Statistical significance is calculated using Student *t* test. (B) Relative expression of genes (repressed in ZT14-fed animals compared to ZT10-unfed animals) in livers isolated from animals injected preprandial with vehicle, dex, S961, and dex + S961 (average FC of RPKM, *n* = 4). Relative expression is calculated for fed versus unfed animals (vehicle injected) and fed animals injected with vehicle versus fed animals injected with S961, dex, and dex + S961, respectively. Data are plotted for gene repressed from the ZT10 to ZT14-fed (Q1–Q5) characterized in Fig 1. (C) Differential expression of feeding-repressed genes regulated by dex, S961, and dex + S961 injection. Three hundred sixty-nine feeding-repressed genes were identified from ZT14-unfed versus fed vehicle injected animals at FDR < 0.05 (*n* = 4). Differential expression of these feeding-regulated genes was subsequently visualized from fed animals injected preprandial with vehicle, dex, S961, and dex + S961 injections. FDR is indicated for individual feeding-repressed genes for which black represents FDR > 0.2 (*n* = 4 in each treatment group). (D) Principle component analysis (log2 RPKM) of feeding-regulated genes (identified at FDR < 0.01) in livers from unfed and fed mice injected with vehicle and fed mice injected preprandial with dex, S961, or dex + S961. Circles represent error ellipses at 0.9. (E) Isolation of feeding-repressed genes (identified at FDR < 0.05 and log2 FC < 0) regulated by dex (cluster 2), S961 (cluster 3), dex + S961 (cluster 5), and by both dex and S961 (cluster 4) at FDR < 0.05 (*n* = 4). Cluster 1 represents feeding-repressed genes not regulated by dex and S961. (F, G, and H) Examples of genes in clusters 2, 3, 4, and 5. RPKM is presented as mean ± SEM (*n* = 4). Statistical significance is calculated using Student *t* test, *p < 0.01, **p < 0.005, ***p < 0.001, and ns indicates *p* > 0.05. (I) Enrichment of genes in clusters 1–5 regulated by liver-specific disruption of GR (L-GRKO). Differentially expressed genes in L-GRKO were identified at FDR < 0.05 (*n* = 4), and enrichment of these GR regulated genes in clusters 1–5 was subsequently evaluated relative to randomly selected feeding-regulated genes. (J) Enrichment of genes in clusters 1–5 regulated by liver-specific disruption of IRS1/2 (L-IRSdKO). Differentially expressed genes in L-IRSdKO were identified at FDR < 0.05 (*n* = 4), and enrichment of these insulin receptor-regulated genes in clusters 1–5 was subsequently evaluated relative to 100 randomly selected feeding-regulated genes. Numerical values for panels A–J are available in S6 Data. dex, dexamethasone; FC, fold change; FDR, false discovery rate; GR, glucocorticoid receptor; IRS1, Insulin Receptor Substrate 1; L-IRSdKO, liver specific insulin receptor substrate knockout; L-GRKO, liver specific GR knockout; NEFA, nonesterified fatty acid; RPKM, reads per kilo base per million mapped reads; ZT, Zeitgeber time

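In the groups that received S961, the paper's S1 Table lists between 9402575 and 13541304 aligned reads per library for S961 (median 11105068) and between 8077668 and 11498424 for dex with S961 (median 10309838). At a BH-adjusted limma p under 0.05, S961 changed 218 genes, 109 upward and 109 downward, and 114 without fed vehicle replicate 2. Dex with S961 changed 1199 genes, 304 upward and 895 downward, and 669 without replicate 2 of that group. With a term for the library series (replicates 1 to 3 against replicate 4), the counts were 480 and 2213. The median of all genes was -0.14 (log2) with dex and S961 relative to fed vehicle, and 0.01 after median-ratio scaling of the libraries, after which 470 genes were higher and 306 lower. A positive log2 fold change is therefore smaller, and a negative one larger in size, than on the scale of the median gene.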

To characterize these transcriptional programs genome wide, we performed RNA-seq on livers from unfed and fed mice injected preprandial with S961 and S961 together with dex (*n* = 4 for all treatment groups). Coinjection resulted in hyperglycemia and hyperinsulinemia and suppressed corticosterone levels as a result of negative feedback inhibition of the HPA axis (Fig 6A). Initially, we evaluated the acute pharmacological effect on RNA expression of the clustered circadian-regulated genes (Q1–Q5, down-regulated from ZT10 to ZT14-fed) defined in Fig 1E. In agreement with the initial separation of circadian-regulated genes into feeding and nonfeeding-regulated, we observed that genes primarily down-regulated by the intrinsic circadian program were not affected by feeding (Q1 and Q2) (Fig 6B). In contrast, the mRNA levels of genes down-regulated by the feeding response (Q4 and Q5) were reduced in response to feeding. 

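The mean log2 expression of the 172 genes of Q1 and Q2 differed by -0.09 between fed and unfed vehicle mice, with an SD between mice of 0.03 and 0.09, and the groups overlapped (two-sided exact permutation test, p = 0.14, n = 4; BH-adjusted over all bins and comparisons, 0.22). The scaling of the libraries changed this call. With median-ratio scaling the difference was -0.20 and with quantile normalization -0.18 (exact p = 0.029 for either), alternatives that were chosen after the data had been seen. Within replicates 1 to 3, also taken alone after the data had been seen, each unfed mouse lay above each fed mouse, with a difference of -0.13 (exact permutation test, p = 0.1, the smallest possible with 3 mice), whereas replicate 4, taken as a library series of its own, differed by 0.02. An exact permutation within the series gave p = 0.1, where 0.05 is the smallest possible. Taken apart, Q1 changed by -0.11 (exact permutation test, p = 0.11) and Q2 by -0.07 (p = 0.2).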

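For the 169 genes of Q4 and Q5, mean log2 expression changed by -0.42 between unfed and fed vehicle mice (SD 0.15 and 0.03), and each fed mouse lay below each unfed mouse (two-sided exact permutation test, p = 0.029, the smallest that 4 mice against 4 allow, and 0.062 after BH adjustment). The change was -0.32 for Q4 (82 genes) and -0.52 for Q5 (87 genes), with the same exact p. Q3 (87 genes) changed by -0.15 (exact p = 0.086). In replicates 1 to 3, taken alone after the data had been seen, Q3 changed by -0.17 with the groups apart, and in replicate 4 by -0.11. An exact permutation within the series gave p = 0.05 for Q3, the smallest possible.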

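With dex, the mean log2 expression of the genes in Q4 and Q5 rose by 0.15 relative to fed vehicle (SD 0.06, n = 4), and with S961 by 0.26 (SD 0.1, n = 4), each mouse above each vehicle mouse (two-sided exact permutation test, p = 0.029, or 0.062 after BH adjustment). Dex changed Q5 by 0.27 (exact p = 0.029) and Q4 by 0.03 (exact p = 0.37), and S961 raised Q4 by 0.21 and Q5 by 0.31 (exact p = 0.029 for either). The change of Q4 with dex depended on the scaling of the libraries, with 0.14 after median-ratio scaling (exact p = 0.029) and 0.10 after quantile normalization (exact p = 0.057). In Q1 and Q2, the changes were -0.05 with dex (exact permutation test, p = 0.26) and 0.02 with S961 (exact p = 0.69). After median-ratio scaling, the change of Q1 and Q2 with dex was 0.05 in place of -0.05. Over the alternatives, their change with S961 ran from -0.01 to 0.10 (exact permutation test, p from 0.057 to 0.69).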

Treatment with S961 or dex resulted in increased expression of feeding down-regulated genes (Q4 and/or Q5) in fed condition, whereas intrinsic circadian-regulated genes were unaffected (Q1 and Q2). This was augmented when animals were treated with dex in combination with S961. 

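Under dex together with S961, the genes of Q4 and Q5 rose by 0.48 (log2) relative to fed vehicle (SD 0.09, n = 4), with 0.26 in Q4 and 0.7 in Q5 (two-sided exact permutation test, p = 0.029 for each, and 0.062 after BH adjustment). Q1 and Q2 changed by -0.09 (exact permutation test, p = 0.029, and 0.062 after BH adjustment), and by 0.06 after median-ratio scaling (exact p = 0.057) or 0.02 after quantile normalization (exact p = 0.49). The mean of Q4 and Q5 minus that of Q1 and Q2, taken per mouse as a score that does not depend on the scaling of a library, was 0.82 ± 0.03 (SD, n = 4) in fed vehicle mice, 1.02 ± 0.09 with dex, 1.07 ± 0.09 with S961, 1.40 ± 0.08 with both, and 1.16 ± 0.07 in unfed vehicle mice. The score rose by 0.20 with dex, 0.25 with S961, and 0.57 with both (exact permutation test, p = 0.029 for each). The choice of bins moved it most, since Q5 against Q1 gave 0.30, 0.33, and 0.84. Without any 1 library, the rise with both lay between 0.53 and 0.59.

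**Figure D2:**
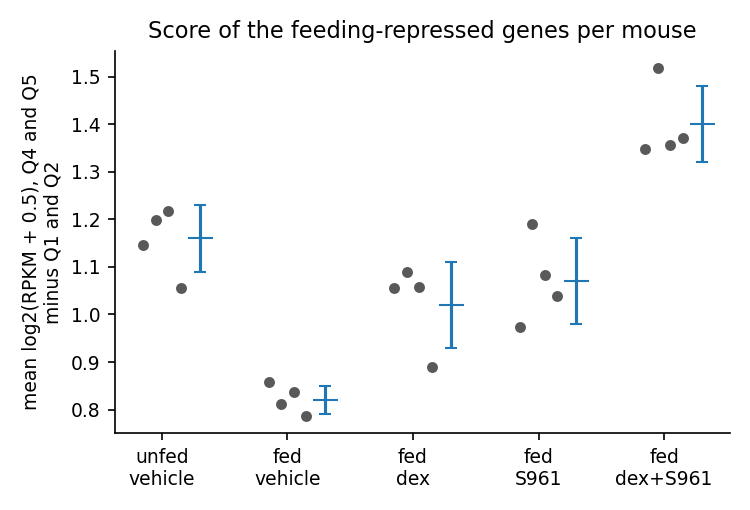
Mean log2(RPKM + 0.5) of the genes in Q4 and Q5 minus that of the genes in Q1 and Q2 for each of the 20 mice, by group. Points are mice and bars give the mean ± SD of 4 mice; the fed vehicle mice lie between 0.79 and 0.86 and the mice with dex and S961 between 1.35 and 1.52.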

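In vehicle-injected mice, 66 genes were lower and 288 higher in fed than in unfed livers at a BH-adjusted limma p under 0.05, and 2189 genes had an unadjusted p under 0.05. Single libraries weighed on these counts. Without unfed vehicle replicate 2, 19 genes were lower and 65 higher, and without S961 replicate 3, which enters only through the shared estimate of the spread, 99 and 413. With median-ratio scaling, 117 genes were lower and 101 higher, and with a term for the library series (replicates 1 to 3 against replicate 4) 203 and 833. All 363 tested genes of the paper's own list were lower in fed mice, and 66 of them passed the threshold over all genes tested, or 265 when adjusted over the list alone, which is not independent evidence because the study picked the list from these libraries. On the log2 scale, Igfbp1 changed by -4.08 (SE 0.56, limma BH-adjusted p = 0.0029), and of the genes studied by RT-qPCR, Angptl4 changed by -1.52 (SE 0.28, limma BH-adjusted p = 0.0081), and Pck1 by -1.02 (SE 0.19, limma BH-adjusted p = 0.0081). Tat and G6pc, also studied by RT-qPCR, were among the 66 genes, whereas Insig2 and Fkbp5 were not. Over the alternatives, Insig2 ran from -0.89 to -0.56 (limma BH-adjusted p from 0.05 to 0.28). Fkbp5 ran from -0.44 to -0.09 (limma BH-adjusted p from 0.17 to 0.78).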

To illustrate the cooperative effect of dex and S961 on feeding-repressed genes, we identified all feeding-repressed genes in mice injected with vehicle (at FDR < 0.05, 369 genes were suppressed by feeding) and, in parallel, analyzed differential mRNA expression in response to dex, S961, and dex + S961. From this analysis, we extracted the feeding-repressed genes and illustrated the response to dex and/or S961 as M (log ratio) and A (mean average) (MA) plots (Fig 6C). This demonstrated that coinjection of S961 and dex resulted in a more pronounced induction of mRNA expression compared to individual treatments. 

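S961 raised 14 of the 66 feeding-repressed genes (21.2%, 95% Wilson interval over genes 13.1 to 32.5) and dex with S961 raised 35 (53.0%, 41.2 to 64.6). Without fed vehicle replicate 2, the share for S961 was 33.3%, and in the fit of the 2 compared groups alone it was 4.167%. The share for both together ran from 42.6% without dex and S961 replicate 2 to 74.1% without unfed vehicle replicate 1. Among the 363 tested genes of the paper's list, S961 raised 38 (10.5%), and dex with S961 raised 120 (33.1%), or 73 and 150 when adjusted over the list alone, which for a list picked from these libraries is not independent evidence. Over the alternatives, the share for S961 ran from 1.928% in the fit of the 2 compared groups alone to 17.08% with the library series as a term, and it was 6.336% without S961 replicate 4. The share for both was 23.97% without dex and S961 replicate 2 and 43.8% with median-ratio scaling. The median log2 fold change of these 363 genes was 0.15 with dex, 0.21 with S961, and 0.32 with both. Of the 46 genes repressed between ZT14-unfed and ZT14-fed in the NRF mice, S961 raised 4 (8.7%) and dex with S961 23 (50%), and of the 87 repressed between ZT10 and ZT14-fed 4 (4.6%) and 20 (23.0%). A gene past the threshold in one treatment and not in another was not tested for a difference between the treatments.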

In agreement, principle component analysis showed that the combined action of dex and S961 resembled the mRNA expression pattern of unfed animals (Fig 6D), indicating that the cooperate action of the two separate signaling pathways controls postprandial suppression of gene transcription.

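Principal components were computed on log2(RPKM + 0.5) of the 66 genes that differed between fed and unfed vehicle mice in either direction at a BH-adjusted limma p under 0.01. The first component held 61.8% of the variance and the second 16%. On the first, vehicle mice lay at -6.02 ± 0.71 (SD, n = 4) when fed and at 4.39 ± 1.43 when unfed, mice with dex at -1.27 ± 0.84, with S961 at -0.99 ± 2.21, and with both at 3.89 ± 1.02. Over the same genes, the root mean square log2 distance of a mouse from the mean of the unfed mice was 1.32 ± 0.09 for fed vehicle, 0.90 ± 0.08 for dex, 0.90 ± 0.22 for S961, and 0.55 ± 0.03 for both. Mice with both were closer to unfed mice than those with dex (a difference of -0.35) or with S961 (-0.36), beyond the spread between mice (two-sided exact permutation test, p = 0.029, and 0.029 after BH adjustment). With the genes at an adjusted p under 0.05, a choice made after the data had been seen, the distances were 0.92, 0.64, 0.64, and 0.44. These genes were chosen for their difference between fed and unfed mice, so fed vehicle mice lie far from unfed mice by construction. From the position of the mice with both treatments near the unfed mice, the paper concludes that both pathways act together in the postprandial suppression of transcription.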

To identify clusters of genes preferentially regulated by dex and/or S961, we identified all feeding-repressed genes and separated genes regulated by S961, dex, and/or dex + S961 at FDR < 0.05. 

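The 66 feeding-repressed genes were grouped by whether dex, S961, or both together raised them at a BH-adjusted limma p under 0.05. Genes without any response formed cluster 1, genes raised by dex and by the combination cluster 2, genes raised by S961 and by the combination cluster 3, genes raised by each of the 3 treatments cluster 4, and genes raised by the combination alone cluster 5. The remaining 5 genes were raised by a single compound but not by the combination. The paper's own clusters, drawn from a longer list, were not used for this grouping.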

Based on this analysis, we binned the genes into five major clusters. 

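In the grouping of the 66 genes, 26 had no BH-adjusted limma p under 0.05 for a rise with dex, with S961, or with both. Pck1 was among them.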

Cluster 1 did not show any statistically significant response to treatment (Fig 6E). 

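Dex and the combination, but not S961, raised 9 genes, Igfbp1 and Tat among them, and S961 and the combination, but not dex, raised 11 genes, including Angptl4 and G6pc. Whether the response of a gene to dex differed from that to S961 was not tested gene by gene.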

Two clusters of genes responded either to dex (cluster 2) or S961 (cluster 3), demonstrating that the pancreatic and HPA-signaling pathways to some degree operate specific transcriptional programs in the liver. For example, *Pck1*, *Tat*, and *Klf15* were activated primarily by dex, whereas *Angptl4*, *G6pc*, and *Insig2* were regulated preferentially by S961, in agreement with the RT-qPCR data (Fig 6F and 6G, respectively). Moreover, we did observe clusters of genes that were activated by both dex and S961 independently (cluster 4) and when dex and S961 were given in combination (cluster 5), suggesting that insulin and corticosteroid coregulate a subset of genes, either additively or synergistically. This includes genes such as *Igfbp1* and *Ulk1* (Fig 6H).

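Tat rose from 875 ± 139 RPKM (SD, n = 4) in fed vehicle mice to 2135 ± 228 with dex, a log2 fold change of 1.29 (SE 0.22, limma BH-adjusted p = 0.003), and changed by -0.5 (SE 0.22, limma BH-adjusted p = 0.32) with S961. Without S961 replicate 2, the latter was -0.78 with a BH-adjusted limma p of 0.034. Klf15 (NM_023184, chromosome 6, 90412570 to 90425232 of mm9) rose by 0.84 (SE 0.16, limma BH-adjusted p = 0.0065) with dex and changed by -0.27 with S961. The mice with dex lay apart from the fed vehicle mice in each of Tat, Klf15, and Pck1 (two-sided exact permutation test, p = 0.029). Pck1 rose from 661 ± 65.4 to 1031 ± 137 RPKM with dex, by 0.64 (SE 0.19, limma BH-adjusted p = 0.074) on the log2 scale, just short of the threshold, and changed by -0.16 with S961. Its BH-adjusted limma p with dex was 0.049 with median-ratio scaling and 0.029 without S961 replicate 2, within a range of 0.029 to 0.21, and its small change with S961 was 0.02 without S961 replicate 3. Angptl4 rose from 32.1 ± 7.84 to 102 ± 29.8 RPKM with S961, a log2 fold change of 1.64 (SE 0.28, limma BH-adjusted p = 0.0055), and changed by -0.05 with dex, a value between -0.40 and 0.15 over the alternatives. G6pc rose by 1.8 (SE 0.33, limma BH-adjusted p = 0.0082) with S961 and changed by -0.3 with dex. Insig2 went from 42.8 ± 15.1 to 77.9 ± 23 RPKM with S961, a log2 fold change of 0.86 (SE 0.23, limma BH-adjusted p = 0.063), and to -0.2 with dex, or 0.02 without fed vehicle replicate 1. For Insig2, the BH-adjusted limma p with S961 was 0.049 with median-ratio scaling and 0.015 without S961 replicate 1, and it ran up to 0.2. Of Pck1, Tat, and Klf15, 2 passed the threshold with dex over all genes and 3 when adjusted over the list alone, and of Angptl4, G6pc, and Insig2, 2 and 3 did so with S961. The study picked these genes from the same libraries, so the counts over the lists are not independent evidence.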

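At a BH-adjusted limma p under 0.05, no feeding-repressed gene was raised by dex, by S961, and by the combination alike, whereas 11 rose with dex and 14 with S961, and 2104 and 1616 of all genes had an unadjusted p under 0.05 for these treatments. With the library series (replicates 1 to 3 against replicate 4) as a term, 203 genes were repressed by feeding, and 8 of them rose with each of the 3, among them Ulk1. The combination alone raised 15 of the 66 genes. Additive and synergistic effects were not told apart by a test.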

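Igfbp1 was at 6.25 ± 3.68 RPKM (SD, n = 4) in fed vehicle mice, 41.6 ± 17.6 with dex, 19.9 ± 17 with S961, 112 ± 60.1 with both, and 119 ± 67.8 in unfed vehicle mice. Its log2 fold change relative to fed vehicle was 2.7 (SE 0.56, limma BH-adjusted p = 0.01) with dex, 1.37 (SE 0.56, limma BH-adjusted p = 0.26) with S961, where the groups overlapped, and 4.07 (SE 0.56, limma BH-adjusted p = 2.00e-04) with both. Ulk1 (NM_009469, chromosome 5, 111213507 to 111239116 of mm9) rose from 13.7 ± 2.95 to 26.5 ± 3.77 RPKM with both, a log2 fold change of 0.94 (SE 0.17, limma BH-adjusted p = 0.0019), each mouse above each vehicle mouse. With dex alone, it changed by 0.61 (SE 0.17, limma BH-adjusted p = 0.055), and with S961 alone by 0.65 (SE 0.17, limma BH-adjusted p = 0.059). These calls depended on the processing. With median-ratio scaling the BH-adjusted limma p of Ulk1 was 0.04 for dex and 0.042 for S961, and over all alternatives and single libraries left out it ran from 0.003 to 0.16 and from 0.0029 to 0.19. Between fed and unfed vehicle mice, Ulk1 changed by -0.52 (SE 0.17, limma BH-adjusted p = 0.1), so it is not among the 66 genes.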

To verify these findings and to determine liver-specific effects of insulin receptor and GR signaling, we performed similar sets of NRF experiments in mice harboring liver-specific disruption of GR (L-GRKO) (S7B–S7D Fig) and previously characterized mice with liver-specific disruption of Insulin Receptor Substrate 1 (IRS1) and IRS2 (L-IRSdKO) [35]. 

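Deletion of the GR gene in L-GRKO mice was brought about with an AAV that carries CRE, given 12 days before NRF according to the paper and 2 weeks before according to the labels, and the controls received an AAV with GFP. Liver RNA of 4 unfed L-GRKO and 4 unfed control mice (GR fl/fl) was sequenced to between 15790803 and 28122661 aligned reads per library in the paper's S1 Table, with medians of 20921181 and 18667605. The 8 livers of the other line came from fed mice that had received dex, 4 L-IRSdKO mice and 4 IRS fl/fl controls, with between 7548005 and 9551713 reads and medians of 8505456 and 7995708. Each line was fitted on its own, over 11763 genes for L-GRKO and 13083 for L-IRSdKO with a mean of at least 0.5 RPKM. The GR gene Nr3c1 (NM_008173, chromosome 18, 39570199 to 39650955 of mm9) fell from 14.2 ± 1.55 RPKM (SD, n = 4) to 4.41 ± 0.637 in L-GRKO mice, a log2 fold change of -1.58 (SE 0.12, limma BH-adjusted p = 7.20e-05). Irs1 (NM_010570, chromosome 1, 82229676 to 82287991), of whose exon bases 30.9% overlap the gene model Gm9747 on the opposite strand, fell from 4.03 ± 1.22 to 0.199 ± 0.082 RPKM in L-IRSdKO mice, by -2.66 (SE 0.25, limma BH-adjusted p = 9.30e-04) on the log2 scale. Irs2 (NM_001081212, chromosome 8, 10986980 to 11008458) was at 2.19 ± 2.31 and 0.773 ± 0.337 RPKM, with overlapping groups and a log2 fold change of -0.79 (SE 0.5, limma BH-adjusted p = 0.31). RPKM over the whole gene does not separate a shortened transcript from a full one. The 8 libraries of the IRS line have a flattened range, since Alb, the most abundant gene of most other libraries, was between 649.8 and 914.2 RPKM in them and at least 18853 elsewhere, and the smallest steps between their values correspond to 45.9% to 48.2% of the aligned reads, against 99.7% to 100.5% in the injected mice. Fold changes of abundant genes in this line can therefore be compressed. At a BH-adjusted limma p under 0.05, 786 genes changed in L-GRKO mice, 524 upward and 262 downward, and 392 without L-GRKO replicate 2. In L-IRSdKO mice, 2274 genes changed, 1180 of them upward, and 1091 without L-IRSdKO replicate 2. When all RefSeq IDs were tested, 1351 IDs were counted in L-GRKO mice. Apart from this and from single libraries left out, the filter moved the count in L-GRKO mice most, to 467 without it.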

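Among the genes that the paper gives as dex-responsive, Tat fell by 1.03 (SE 0.22, limma BH-adjusted p = 0.023) (log2) in unfed L-GRKO mice, Klf15 by 0.48 (SE 0.09, limma BH-adjusted p = 0.013), and Fkbp5 (NM_010220, chromosome 17, 28536040 to 28654469 of mm9) by 2.64 (SE 0.18, limma BH-adjusted p = 4.10e-05), with no overlap between the groups of 4 mice (two-sided exact permutation test, p = 0.029). In the injected mice, Fkbp5 itself changed by 0.58 with dex (SE 0.18, limma BH-adjusted p = 0.083) and by -0.26 with feeding (SE 0.18, limma BH-adjusted p = 0.44), with overlapping groups for either. Without L-GRKO replicate 2, the BH-adjusted limma p was 0.071 for Tat and 0.05 for Klf15. Pck1 fell from 2070 ± 212 RPKM (SD, n = 4) to 1285 ± 399.6, a log2 fold change of -0.73 (SE 0.18, limma BH-adjusted p = 0.04), but the groups overlapped, and the adjusted p from limma with BH adjustment did not pass 0.05 in 9 of the 13 alternatives, with a range of 0.004 (without L-GRKO replicate 3) to 0.13 (without L-GRKO replicate 2). Among those it gives as responsive to S961, G6pc rose by 0.98 (SE 0.16, limma BH-adjusted p = 0.0068) in L-IRSdKO mice and Angptl4 by 0.34 (SE 0.08, limma BH-adjusted p = 0.023), the latter with a BH-adjusted limma p of up to 0.067 (without L-IRSdKO replicate 3). Insig2 changed by 0.1 (SE 0.16, limma BH-adjusted p = 0.7), or -0.03 without L-IRSdKO replicate 3. Igfbp1 rose by 3.3 (SE 0.27, limma BH-adjusted p = 6.40e-04). The libraries of the L-IRSdKO line have a flattened range of RPKM, as given for this experiment above, which can compress these changes.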

Quantification of RNA expression by RNA-seq of feeding-repressed genes regulated by dex and/or S961 confirmed that the expression of genes regulated by dex was primarily disrupted in livers from L-GRKO mice (S7E Fig), and the expression of genes regulated by S961 was perturbed in livers from L-IRSdKO mice (S7F Fig). To determine whether any of the clusters described in Fig 6E were predominantly enriched for GR or IRS1/2 regulated genes, we identified differentially regulated genes in the livers of L-GRKO mice and L-IRSdKO mice relative to wild-type (WT) controls at FDR < 0.05, *n* = 4. This demonstrated that the differentially regulated genes in the L-GRKO mice were enriched in cluster 2 and cluster 4 (Fig 6I), corresponding to dex-regulated genes. In contrast, the differentially regulated genes in the L-IRSdKO mice were enriched in cluster 3 and cluster 4, corresponding to S961-regulated genes (Fig 6J). 

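Of the 9 feeding-repressed genes in clusters 2 and 4, 8 were lower in L-GRKO than in GR fl/fl mice at a BH-adjusted limma p under 0.05, against 11 of the other 57, an odds ratio of 33.5 (95% interval 3.60 to 1501; two-sided Fisher's exact test, p = 9.85e-05). By cluster, the genes lowered in L-GRKO mice were 2 of 26 in cluster 1, 8 of 9 in cluster 2, 2 of 11 in cluster 3, and 5 of 15 in cluster 5. Cluster 4 held no gene, so the odds ratio rests on cluster 2. It was between 8.7, without dex replicate 4, and 91, without dex replicate 1, over the fits that each left out 1 library. Without unfed vehicle replicate 2 it was 14.64 and no longer past 0.05 (exact p = 0.058).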

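Of the 11 genes in clusters 3 and 4, 9 were higher in L-IRSdKO than in IRS fl/fl mice at a BH-adjusted limma p under 0.05, against 19 of the other 55, an odds ratio of 8.53 (95% interval 1.496 to 86.2; two-sided Fisher's exact test, p = 0.0061). Genes raised in L-IRSdKO mice made up 6 of 26 in cluster 1, 3 of 9 in cluster 2, and 8 of 15 in cluster 5. All 11 genes belong to cluster 3. The odds ratio was 3.272 without S961 replicate 4 (exact p = 0.097) and 14.05 without S961 replicate 3, and in 9 of the 28 fits that each left out 1 library it did not pass 0.05. A flattened range of RPKM limits the calls in this line, with Alb at 914.2 RPKM at most.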

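In the grouping of the 66 feeding-repressed genes, the combination alone raised 15 genes, of which L-GRKO lowered 5 and L-IRSdKO raised 8 at a BH-adjusted limma p under 0.05. The 8 of 15 in L-IRSdKO mice compare with 9 of 11 among the genes raised by S961 and the combination, and the 5 of 15 in L-GRKO mice with 8 of 9 among those raised by dex and the combination. Differences between these shares were not tested.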

Interestingly, genes synergistically regulated by dex and S961 (cluster 5) were less likely regulated in the L-GRKO model and the L-IRSdKO models (Fig 6I and 6J and S7E and S7F Fig), suggesting that insulin- and corticosterone-mediated regulation of these genes requires both signaling pathways to be intact to maintain regulation. Alternatively, this group of genes may be primarily controlled by signaling through extrahepatic tissues. For example, S961 disrupts feeding-regulated NEFA levels, likely by perturbed insulin-mediated repression of lipolysis in adipose tissue, impacting lipid metabolism and gluconeogenesis in the liver [36], and may also affect hepatic gene expression. In summary, these data indicate that postprandial repression of hepatic gene expression is controlled by cooperative action of insulin and corticosterone signaling.

### Disrupted circadian feeding response in diet-induced obese animals

Circadian transcription in liver from diet-induced obese animals is severely disrupted by a number of metabolic pathways interacting with the intrinsic circadian clock machinery [9,37]. It is known that mice on an HFD have disordered feeding patterns and abnormal transcriptional rhythmicity [12–14] and that NRF of HFD reduces obesity and minimizes the risk of developing insulin resistance and diabetes [15]. Thus, the disrupted circadian hepatic gene expression observed in HFD-induced obese animals is likely strongly associated with a disrupted circadian feeding response. To investigate the circadian feeding response in diet-induced obese animals, we fed mice an HFD for 10 weeks. HFD feeding resulted in significant weight gain (S8A Fig) and resulted in reduced glucose tolerance (Fig 7A). Obese and lean control mice were trained to NRF, and livers were subsequently isolated from unfed and fed lean and obese mice at ZT14 (S8B Fig). In agreement with the reduced glucose tolerance, liver triglycerides (Fig 7B) and insulin levels (Fig 7C) were significantly increased in unfed obese animals at ZT14 compared to lean unfed controls. Moreover, preprandial corticosterone levels were severely reduced in unfed obese animals (Fig 7D) compared to lean controls. This effect was independent of the duration of HFD feeding (S8C Fig).

**Fig 7:**
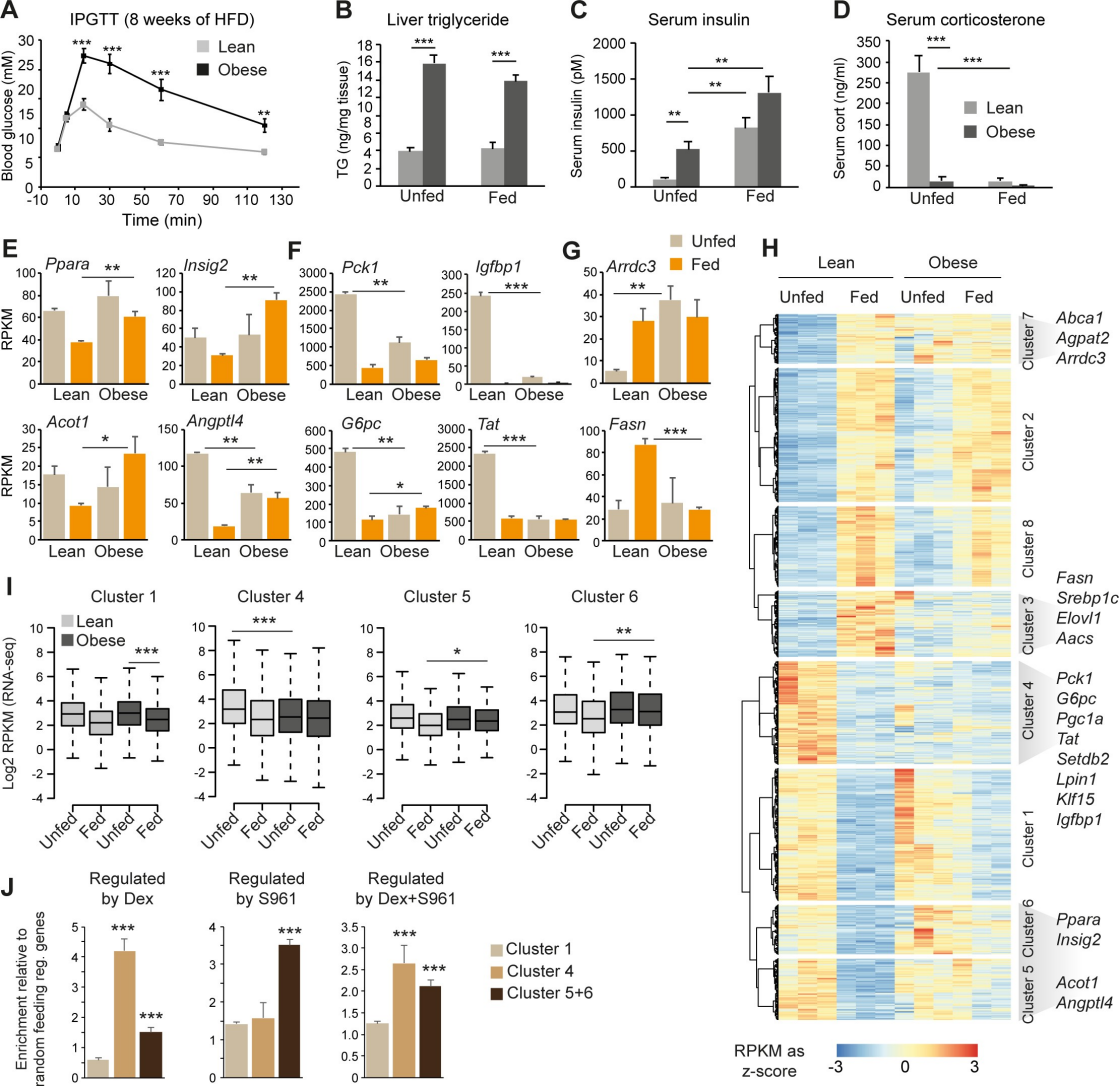
Postprandial gene expression in diet-induced obese mice. Mice were fed chow or HFD for 10 weeks (ad libitum). (A) Glucose tolerance test of chow-fed (*n* = 8) and HFD-fed (*n* = 8) animals after eight weeks on HFD. (B) Liver triglyceride levels, (C) insulin levels, and (D) corticosterone levels in chow-fed (*n* = 6), chow-unfed (*n* = 5), HFD-fed (*n* = 5), and HFD-unfed (*n* = 5) animals. (E–G) Examples of feeding-regulated gene expression in lean and obese animals. (H) Hierarchical clustering analysis of genes regulated by feeding in lean animals at FDR < 0.01 compared to feeding-regulated gene expression in obese animals. Clustering and differential expression analysis was performed using RNA-seq data from three biological replicates in each condition. RPKM values are normalized to a z-score for each individual gene across conditions. (I) Quantification of feeding-repressed genes (clusters 1, 4, 5, and 6) in livers from lean and obese mice. Statistical significance is calculated using a Mann–Whitney–Wilcoxon test on average expression between three biological replicates. (J) Enrichment of genes in clusters 1, 4, and 5 + 6 regulated by dex, S961, or dex + S961 at FDR < 0.01 relative to randomly selected feeding-regulated genes. Each condition is an average of four individual replicates. Data presented in panels A–G and J are plotted as mean ± SEM. Statistical significance is calculated using Student *t* test. *p < 0.05, **p < 0.01, and ***p < 0.001. Numerical values for panels A–H are available in S7 Data. FDR, false discovery rate; HFD, high-fat diet; RPKM, reads per kilo base per million mapped reads

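Liver RNA of 12 single mice was sequenced after poly(A) enrichment, 3 in each of the 4 groups of lean unfed, lean fed, obese unfed, and obese fed mice at ZT14, the obese mice after 10 weeks on a high-fat diet before NRF. The paper's S1 Table lists between 16968978 and 62579548 aligned reads per library, with medians of 18612208 for lean unfed, 21172006 for lean fed, 24266317 for obese unfed, and 20119313 for obese fed mice. The 4 groups were fitted together in limma on log2(RPKM + 0.5), with the interaction of diet and feeding as the test of an altered feeding response, over the 11541 genes with a mean of at least 0.5 RPKM in these libraries. The thresholds were a BH-adjusted limma p of 0.01 for feeding, as in the paper, and 0.05 for diet and interaction. With 3 mice against 3, no exact permutation test can give a p-value below 0.1, and 10% of genes have groups that do not overlap by chance. Obese unfed replicate 1 differed from the other two of its group in several genes, with Fasn at 79.5 RPKM.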

To examine the effect of HFD on feeding-regulated gene expression in liver, we performed RNA-seq on livers isolated from unfed and fed lean and obese animals at ZT14. Although RNA expression analysis demonstrated disrupted feeding-regulated expression of a number of genes (Fig 7E–7G), the cause of impaired feeding response was gene specific. For example, repression of *Ppara*, *Insig2*, *Acot1*, and *Angptl4* expression by feeding in lean animals was decreased in obese animals as a result of elevated mRNA expression in the fed obese animals compared to lean controls (Fig 7E). 

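In lean mice, feeding changed Angptl4 by -2.63 (SE 0.22, limma BH-adjusted p = 1.40e-04) on the log2 scale and Ppara (NM_001113418, chromosome 15, 85565413 to 85633249 of mm9) by -0.81 (SE 0.19, limma BH-adjusted p = 0.011), where 0.01 is the threshold. Insig2 changed by -0.66 (SE 0.43, limma BH-adjusted p = 0.31) and Acot1 (NM_012006, chromosome 12, 85350448 to 85358621), which shares 47.1% of its 50-base stretches with its paralog Acot2, by -0.89 (SE 0.54, limma BH-adjusted p = 0.26), neither past the threshold. Among fed mice, obese livers had more Angptl4 than lean livers, with a log2 difference of 1.56 (SE 0.22, limma BH-adjusted p = 0.024), which was not past 0.05 in 5 of the 12 fits without 1 library (limma with BH adjustment, 0.085 and 0.084 without obese fed replicate 1 or 2, and 0.11, 0.062, and 0.096 without lean fed replicate 1, 2, or 3). The differences for Ppara, of 0.67 (SE 0.19, limma BH-adjusted p = 0.11), for Insig2, of 1.57 (SE 0.43, limma BH-adjusted p = 0.11), and for Acot1, of 1.25 (SE 0.54, limma BH-adjusted p = 0.23), did not pass the threshold, although the 3 fed obese mice lay above the 3 fed lean mice in each of the 4 genes. Obese unfed replicate 1 weighed on these calls through the shared spread. Without it, the BH-adjusted limma p was 0.0078 for Ppara, 0.017 for Insig2, and 0.017 for Acot1, within ranges of 0.0078 to 0.29, 0.017 to 0.25, and 0.017 to 0.48. The interaction of diet and feeding was 2.49 (SE 0.3, limma BH-adjusted p = 0.0077) for Angptl4, 1.69 (SE 0.61, limma BH-adjusted p = 0.23) for Insig2, 1.88 (SE 0.76, limma BH-adjusted p = 0.28) for Acot1, and 0.46 (SE 0.27, limma BH-adjusted p = 0.44) for Ppara. For Insig2, the interaction had a BH-adjusted limma p of 0.043 without obese unfed replicate 2. Over all genes tested, 1 of the 4 genes passed 0.05 between fed obese and fed lean mice and 1 in the interaction. When adjusted over the list alone, 4 and 3 did, which is not independent evidence for genes picked from these libraries.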

And expression of *Pck1*, *G6pc*, *Igfbp1*, and *Tat* was significantly decreased in unfed obese mice compared to lean controls, leading to a reduced feeding response (Fig 7F). 

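Among unfed mice, Pck1 was at 2432 ± 111 RPKM (SD, n = 3) in lean and 1113 ± 287 in obese livers, a log2 difference of -1.16 (SE 0.26, limma BH-adjusted p = 0.031). Tat was at 2345 ± 102 and 557 ± 138 RPKM, a log2 difference of -2.1 (SE 0.17, limma BH-adjusted p = 4.80e-04). G6pc differed by -1.91 (SE 0.36, limma BH-adjusted p = 0.015) and Igfbp1 by -3.65 (SE 0.42, limma BH-adjusted p = 0.0027). In each of the 4 genes, the 3 unfed obese mice lay below the 3 unfed lean mice (two-sided exact permutation test, p = 0.1, the smallest this design allows). Without lean unfed replicate 1, the BH-adjusted limma p was 0.087 for Pck1 and 0.055 for G6pc. The call for Pck1 changed in 5 of 17 settings (BH-adjusted limma p from 0.014 to 0.087), and that for G6pc in 1. The feeding response itself differed with diet, with an interaction of 1.99 (SE 0.24, limma BH-adjusted p = 0.0077) for Tat, 3.93 (SE 0.59, limma BH-adjusted p = 0.018) for Igfbp1, and 2.56 (SE 0.5, limma BH-adjusted p = 0.046) for G6pc. For Pck1 it was 1.82 (SE 0.37, limma BH-adjusted p = 0.053), with a BH-adjusted limma p of 0.044 under median-ratio scaling and 0.017 without lean fed replicate 2, within a range of 0.017 to 0.14. The interaction of G6pc did not pass 0.05 in 10 of the 12 fits that each left out 1 mouse, with a BH-adjusted limma p of up to 0.13 without obese fed replicate 1, and that of Igfbp1 reached 0.054 without obese fed replicate 2. Between fed obese and fed lean mice, the log2 differences were 0.65 for Pck1, 0.66 for G6pc, 0.28 for Igfbp1, and -0.11 for Tat, and that of Igfbp1 was -0.11 without lean fed replicate 1. Of the 4 genes, all passed 0.05 between unfed obese and lean mice and 3 in the interaction over all genes tested. Adjusted over the list alone, 4 did in each, which is not independent evidence here.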

A similar tendency could be observed for feeding-induced gene expression. For example, feeding-induced expression of *Arrdc3* was blunted as a result of increased expression in the liver of unfed obese animals, whereas feeding-induced *Fasn* expression was impaired as a result of reduced *Fasn* expression in fed obese animals (Fig 7G).

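Arrdc3 (NM_001042591, chromosome 13, 81022645 to 81035296 of mm9) rose on feeding in lean mice from 5.23 ± 1.31 RPKM (SD, n = 3) to 27.9 ± 9.93, a log2 fold change of 2.27 (SE 0.4, limma BH-adjusted p = 0.0032), and was at 37.4 ± 11.1 in unfed and 29.7 ± 14 in fed obese mice. Between unfed obese and unfed lean mice, it differed by 2.7 (SE 0.4, limma BH-adjusted p = 0.0067). Its interaction of diet and feeding was -2.69 (SE 0.57, limma BH-adjusted p = 0.06), with a BH-adjusted limma p of 0.045 without obese unfed replicate 1 and a range of 0.045 to 0.14. Its change on feeding in obese mice, -0.42, was 0.06 without obese fed replicate 3. Fasn rose on feeding in lean mice from 28.4 ± 14.1 to 87 ± 9.79 RPKM, a log2 fold change of 1.71 (SE 0.62, limma BH-adjusted p = 0.067), and was at 34 ± 39.4 in unfed and 28.2 ± 4.23 in fed obese mice. Fed obese mice lay below fed lean mice in each case, with a log2 difference of -1.62 (SE 0.62, limma BH-adjusted p = 0.19) that did not pass the threshold. Without obese unfed replicate 1, the BH-adjusted limma p of that difference was 0.014, and that of the rise in lean mice 0.002. The interaction for Fasn was -1.35 (SE 0.87, limma BH-adjusted p = 0.49) and ran from -1.90 to -0.43 over all alternatives. The change of Fasn on feeding in obese mice, 0.36, was -0.19 without obese unfed replicate 3 and 1.28 without obese unfed replicate 1.

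**Figure D3:**
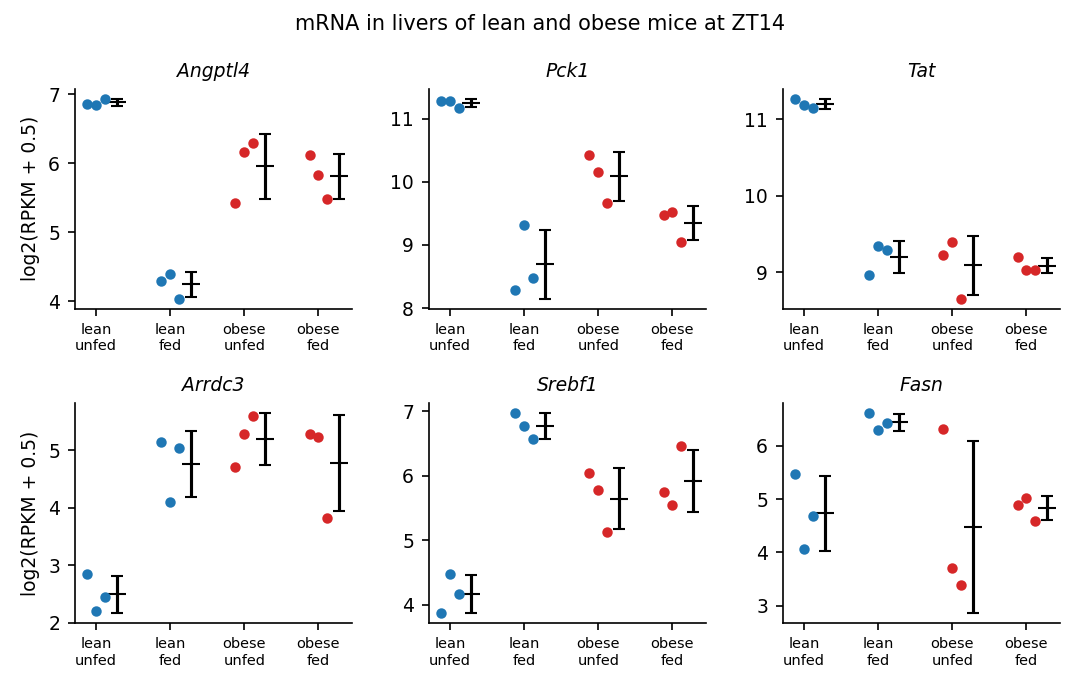
Expression as log2(RPKM + 0.5) of Angptl4, Pck1, Tat, Arrdc3, Srebf1, and Fasn in the livers of unfed and fed mice, lean in blue and obese in red. Points are mice and bars give the mean ± SD of 3 mice; for Fasn, 1 of the 3 unfed obese mice lies above the other two.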

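At a BH-adjusted limma p under 0.01, feeding changed 1187 genes in lean mice, 815 upward and 372 downward, and 139 genes in obese mice, 109 upward and 30 downward, with 4190 and 2901 genes at an unadjusted p under 0.05. Counts in both diets do not test a difference between them. The interaction of diet and feeding passed a BH-adjusted limma p of 0.05 in 86 genes, positive in 48 and negative in 38. These counts rested on few mice. The count in lean mice was 429 without lean fed replicate 2 and 1553 without obese unfed replicate 1, that in obese mice 0 without obese unfed replicate 2 (2777 genes at an unadjusted p under 0.05) or obese fed replicate 3 (2357), and that of the interaction 27 without lean unfed replicate 3 and 150 without obese unfed replicate 1. The fit of obese mice alone gave 0 genes changed by feeding, with 2333 at an unadjusted p under 0.05.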

To probe genome-wide effects on gene expression, we identified all differentially regulated genes in response to feeding in chow-fed animals at FDR < 0.01 (*n* = 3) and subsequently performed hierarchical clustering of all biological replicates (*n* = 3 for each condition) from fed and unfed chow and diet-induced obese animals. This approach is independent of a specific FDR cutoff, which allowed us to group genes despite some variability between biological replicates. Hierarchical clustering revealed eight distinct clusters of feeding–up-regulated and feeding–down-regulated genes (Fig 7H), and differential gene expression analysis was performed to confirm disrupted feeding response of specific clusters (S8D Fig). Five of these gene clusters (3, 4, 5, 6, and 7) showed clear impaired feeding response in obese animals (Fig 7H and S8D Fig). 

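The paper's cluster lists, which were drawn from these libraries and so are not independent evidence, were averaged per mouse. Feeding changed the mean log2 expression by 0.90 in lean and 0.11 in obese mice in cluster 3 (174 genes), by -0.91 and -0.14 in cluster 4 (266 genes), by -0.67 and -0.10 in cluster 5 (160 genes), by -0.61 and -0.16 in cluster 6 (128 genes), and by 0.76 and 0.08 in cluster 7 (131 genes). Over the alternatives, the change in obese mice ran from 0.04 to 0.21 in cluster 3 and from -0.18 to -0.09 in cluster 4. It ran from -0.18 to -0.04 in cluster 5, from -0.34 to -0.01 in cluster 6, and from -0.04 to 0.14 in cluster 7. In the clusters that the paper sets apart from these, the changes were -0.62 and -0.43 in cluster 1 (346 genes), 0.85 and 0.61 in cluster 2 (354 genes), and 0.79 and 0.52 in cluster 8 (212 genes). The lean groups lay apart in every cluster and the obese groups only in clusters 1, 2, and 8 (two-sided exact permutation test, p = 0.1, the smallest 3 mice against 3 allow). The interaction of diet and feeding passed a BH-adjusted limma p of 0.05 over all genes tested in 16 of 158 tested genes of cluster 3, 33 of 252 of cluster 4, 8 of 158 of cluster 5, and 13 of 130 of cluster 7, and in 4 of 342 genes of cluster 1 and 1 of 343 of cluster 2. It passed in 0 of 128 genes of cluster 6 (37 at an unadjusted p under 0.05) and 0 of 211 of cluster 8 (41). When adjusted over the list alone, the counts were 89, 147, 90, and 76 in clusters 3, 4, 5, and 7, and 2 in cluster 6.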

Two clusters of feeding-induced genes demonstrated an impaired feeding response with seemingly different mechanisms. 

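Between fed obese and fed lean mice, the genes of cluster 3 differed by -0.54 in mean log2 expression (SD 0.05 and 0.04, n = 3), and the groups lay apart (exact permutation test, p = 0.1). Of its 158 tested genes, 11 were lower in fed obese mice at a BH-adjusted limma p under 0.05 over all genes, and 76 when adjusted over the list alone. The former count was 45 without obese unfed replicate 1, 0 without obese fed replicate 1 (75 of the 158 lower at an unadjusted p under 0.05) or 2 (71) and without lean fed replicate 1 (84) or 3 (71), and at most 2 without obese fed replicate 3, lean fed replicate 2, or lean unfed replicate 2 or 3. In unfed mice, the genes of the cluster differed by 0.25 between obese and lean mice, with the groups apart (exact permutation test, p = 0.1), or by 0.15 without obese unfed replicate 1. Of them, 28 were higher in unfed obese mice over all genes and 36 when adjusted over the list alone. Without lean unfed replicate 1, the count over all genes was 8. Srebf1, from which Srebp1c is transcribed, differed by -0.85 (SE 0.27, limma BH-adjusted p = 0.13), Aacs (NM_030210, chromosome 5, 125956184 to 125997782 of mm9) by -2.17 (SE 0.46, limma BH-adjusted p = 0.068), and Sqle (NM_009270, chromosome 15, 59146632 to 59162747) by -3.2 (SE 0.99, limma BH-adjusted p = 0.13). RPKM per gene does not separate the isoforms of Srebf1. With Fasn, these made 4 genes, of which the 3 fed obese mice lay below the 3 fed lean mice in each, while 0 passed 0.05 over all genes tested (2310 genes at an unadjusted p under 0.05) and 4 when adjusted over the list alone, a list picked from these libraries. Without obese unfed replicate 1, the BH-adjusted limma p was 0.014 for Aacs and 0.025 for Sqle, and over all alternatives it ran from 0.014 to 0.21 and from 0.025 to 0.33. Over all genes, 57 differed between fed obese and fed lean mice, 33 upward and 24 downward, a count of 0 without obese fed replicate 1 (1628 genes at an unadjusted p under 0.05) or lean fed replicate 1 (1749) or 3 (1737), and 610 without obese unfed replicate 1.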

Expression of genes in cluster 3, including the transcription factor *Srebp1c* and its target genes *Fasn*, *Aacs*, *Sqle*, and *Ldlr*, was reduced in the liver of fed obese animals compared to lean controls. However, whereas *Srebp1c* expression was significantly increased in obese unfed animals compared to lean controls, the *Srebp1c* target genes including *Fasn*, *Aacs*, *Sqle*, and *Ldlr* were not (Fig 7G and S8E Fig). 

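Between unfed obese and unfed lean mice, Srebf1 was higher by 1.47 (SE 0.27, limma BH-adjusted p = 0.014) on the log2 scale, with each obese mouse above each lean mouse, and with a BH-adjusted limma p of 0.057 without lean unfed replicate 1. Its RPKM was 17.8 ± 3.74 (SD, n = 3) in unfed lean, 51.3 ± 15.8 in unfed obese, 109 ± 14.8 in fed lean, and 62.3 ± 21.9 in fed obese mice. Its interaction of diet and feeding was -2.33 (SE 0.38, limma BH-adjusted p = 0.022) and did not pass 0.05 without any 1 of 6 mice, with a highest BH-adjusted limma p of 0.066 without lean fed replicate 1. The differences between unfed mice were 1 (SE 0.46, limma BH-adjusted p = 0.22) for Aacs, -1.31 (SE 0.99, limma BH-adjusted p = 0.45) for Sqle, and -0.26 (SE 0.62, limma BH-adjusted p = 0.83) for Fasn, and the groups overlapped in these 3 genes. Obese unfed replicate 1 held the values of Fasn and Sqle up. Without it, Fasn differed by -1.19 (limma BH-adjusted p = 0.037) and Sqle by -2.57 (0.049, limma with BH adjustment). Without obese unfed replicate 3, Fasn differed by 0.28. Of the 4 genes, 1 passed the threshold, over all genes tested and when adjusted over the list alone.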

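In cluster 7, the mean log2 expression of the 131 genes was 0.65 higher in unfed obese than in unfed lean mice (SD 0.2 and 0.05, n = 3), against a rise of 0.76 with feeding in lean mice, and the groups lay apart (two-sided exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow). Of its 130 tested genes, 59 were higher in unfed obese mice at a BH-adjusted limma p under 0.05 over all genes and 101 when adjusted over the list alone, which is not independent evidence for a list drawn from these libraries. Between fed obese and fed lean mice, the cluster differed by -0.03 (exact p = 0.4).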

Expression of genes in cluster 7 was increased in obese animals in unfed condition to a level similar to fed lean animals. This demonstrates mechanistic differences of impaired feeding-mediated induction of gene expression in the liver of obese animals. Likewise, three clusters (4, 5, and 6) of impaired feeding-repressed genes could be identified (Fig 7H). Expression of genes in cluster 4 was reduced in unfed obese animals (Fig 7I), resulting in a pronounced impaired feeding response compared to genes in cluster 1 (Fig 7I and S8D Fig). 

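The genes of cluster 4 differed by -0.73 in mean log2 expression between unfed obese and unfed lean mice (SD 0.08 and 0.04, n = 3; two-sided exact permutation test, p = 0.1, the smallest possible) and by 0.04 between fed obese and fed lean mice (exact p = 0.6). Of its 252 tested genes, 115 were lower in unfed obese mice at a BH-adjusted limma p under 0.05 over all genes tested, and 198 when adjusted over the list alone, which is not independent evidence. In cluster 1, the differences were 0.04 among unfed mice (exact permutation test, p = 0.9) and 0.23 among fed mice (exact p = 0.1), and 0 of 342 tested genes were lower in unfed obese mice. Over all genes, 607 differed between unfed obese and unfed lean mice, 411 upward and 196 downward, with 2654 at an unadjusted p under 0.05. The count was 211 without lean unfed replicate 1 and 1352 without obese unfed replicate 1.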

Cluster 4 contains genes such as *Pck1*, *Tat*, and *Klf15*, which we characterized to be regulated by the HPA axis during the circadian feeding response (Fig 6F). 

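Klf15 was at 101 ± 4.95 RPKM (SD, n = 3) in unfed lean and 62.6 ± 10.4 in unfed obese mice, a log2 difference of -0.69 (SE 0.11, limma BH-adjusted p = 0.008), and its interaction of diet and feeding was 0.64 (SE 0.15, limma BH-adjusted p = 0.085). Without obese unfed replicate 1, that BH-adjusted limma p was 0.048, within a range of 0.048 to 0.19. Because cluster 4 holds genes that rose with dex in fed mice, the paper relates the fall of this cluster in unfed obese mice to the HPA axis. It also draws on lower corticosterone and on reduced GR occupancy at several sites in obese mice.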

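The calls of the injected mice were set against the paper's cluster lists, over the genes of clusters 1, 4, 5, and 6 tested in the injected mice. Dex raised 41 of 259 genes of cluster 4, against 17 of the 629 genes of clusters 1, 5, and 6, an odds ratio of 6.77 (95% interval 3.66 to 13.0; two-sided Fisher's exact test, p = 1.43e-11). It was between 5.657 and 8.4 over the fits that each left out 1 of the 20 injected mice, and 7.57 at most under the alternatives. Counted per cluster over the genes also tested in the obesity libraries, dex raised 40 of 252 genes in cluster 4, 6 of 341 in cluster 1, 9 of 158 in cluster 5, and 2 of 128 in cluster 6. S961 raised 13 genes in cluster 4, and dex with S961 raised 74.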

In agreement, genes in cluster 4 were significantly enriched for genes regulated by dex and not S961 (Fig 7J) in contrast to genes in cluster 1, 5, and 6. In agreement with reduced corticosterone levels in obese animals, we observed reduced GR occupancy to several GR-binding sites (S9A Fig), likely resulting in the attenuated expression of GR target genes in obese animals. In contrast, expression of genes such as *Insig2* and *Angptl4* in clusters 5 and 6 were increased in fed obese animals compared to fed lean controls, and these clusters of genes were primarily enriched for genes regulated by S961 (Fig 7I and 7J). This indicates that expression of these genes is increased as a result of increased activity of insulin-repressed transcription factors such as FOXO1. However, FOXO1 occupancy of chromatin at several FOXO1-binding sites was suppressed in unfed obese animals compared to lean controls (S9B Fig). This suggests that the increased preprandial insulin level observed in the short-term night-restricted fed obese mice was able to impair FOXO1 binding to chromatin. Thus, under these experimental conditions, FOXO1 is likely not involved in the observed dysregulated postprandial expression of genes such as *Ppara*, *Insig2*, and *Angptl4*, and this also explains why expression of FOXO1 target genes such as *G6pc* and *Igfbp1* was suppressed in unfed obese animals compared to lean controls.

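Angptl4 was at 18.6 ± 2.4 RPKM (SD, n = 3) in fed lean and 56.6 ± 12.6 in fed obese mice, and Insig2 at 31.5 ± 4.44 and 94.8 ± 14.6 RPKM. Between fed obese and fed lean mice, the mean log2 expression of cluster 5 (160 genes) differed by 0.36 (SD 0.14 and 0.04, n = 3) and that of cluster 6 by 0.55 (SD 0.11 and 0.03), with groups that lay apart (two-sided exact permutation test, p = 0.1, the smallest possible). In unfed mice, cluster 5 was lower in obese mice by -0.21 (SD 0.12 and 0.06), with the groups apart as well (exact p = 0.1). At a BH-adjusted limma p under 0.05, 11 of 158 tested genes of cluster 5 and 5 of 128 of cluster 6 were higher in fed obese mice over all genes tested, and 86 and 92 when adjusted over the list alone, which is not independent evidence for lists drawn from these libraries. S961 raised 28 of 287 genes of clusters 5 and 6, against 26 of 601 genes of clusters 1 and 4, an odds ratio of 2.39 (95% interval 1.32 to 4.33; two-sided Fisher's exact test, p = 0.0024). It was 1.645 without fed vehicle replicate 4 (exact p = 0.081) and 1.929 without S961 replicate 2 (exact p = 0.067) of the injected mice. By cluster, over the genes also tested in the obesity libraries, S961 raised 6 of 158 genes in cluster 5, where dex raised 9, and 22 of 128 in cluster 6, where dex raised 2, and dex with S961 raised 35 and 28.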

## Discussion

Hepatic circadian gene transcription is coupled with environmental cues such as physical activity, light sensed by the suprachiasmatic nucleus (SCN), and feeding behavior. Here, we demonstrate that a large fraction of the circadian transcriptome in the liver is regulated by feeding, and we identified thousands of DNase accessible regions differentially acetylated at H3K27 in response to feeding at the light/dark transition. Importantly, feeding-regulated transcription correlated with differential H3K27Ac DNase-accessible regions. Moreover, we could divide regulatory regions into two major groups: one group regulated by feeding and one group controlled independent of feeding. Both groups had a similar overall circadian H3K27Ac profile. Extensive DNA motif analysis of feeding-regulated enhancers as well as diurnal regulated enhancers uncoupled from feeding uncovered putative transcription factor networks operating at the transition between the unfed and fed state of a circadian rhythm.

In this study, we functionally addressed postprandial repression of gene expression and H3K27 acetylation. We found enrichment of GR, FOXO1, and CREB DNA–binding motifs specifically within DHSs associated with feeding-repressed H3K27Ac and observed that GR and FOXO1 occupancy of chromatin was significantly suppressed by feeding. In addition, the GR and FOXO1 cistromic analysis suggested considerable coregulation of enhancer activity and gene expression by upstream signaling pathways regulating GR and FOXO1 activity. The surge of circulating insulin observed after feeding leads to protein kinase B (PKB/AKT)-dependent FOXO1 phosphorylation and subsequent nuclear exclusion [38] in agreement with the observed reduced postprandial FOXO1 occupancy of chromatin. In parallel, we observed reduced corticosterone levels after feeding in an insulin-independent manner. GR occupancy of chromatin is highly dependent on the level of circulating corticosterone [39]. Accordingly, preprandial injection of dex resulted in recruitment of GR to chromatin in the fed state, suggesting that the level of circulating glucocorticoids is a major determinant for postprandial suppression of GR occupancy of chromatin. Interestingly, despite a genome-wide reappearance of GR occupancy upon preprandial dex injection, only a subset of GR-bound feeding-regulated enhancers was reacetylated at H3K27. Accordingly, only a subset of the feeding-repressed genes was induced by dex, suggesting that GR controls a group of postprandial repressed genes by selective enhancer regulation. Enhancers responsive to dynamic glucocorticoid regulations were highly enriched for canonical GREs and relatively high levels of GR occupancy, suggesting that direct interaction of GR with its canonical binding site drives histone acetylation of specific enhancers. In contrast, other enhancers occupied by GR via degenerated GREs are less likely to be regulated by dynamic glucocorticoid signaling. Thus, apart from being a synchronizer of the intrinsic circadian clock in the liver [40,41], GR also directly regulates expression of a number of circadian-expressed genes controlled by daily fed/fasting rhythms.

Injection of an insulin receptor antagonist identified postprandial repressed genes controlled predominantly by insulin receptor signaling. Interestingly, several of these insulin-regulated genes were not affected by dynamic glucocorticoid signaling, suggesting that postprandial suppression of circulating corticosterone and increased insulin levels independently regulate the mRNA levels of a subset of feeding-regulated genes in the liver. This includes genes such as *Pck1*, *Tat*, *Insig2*, and *G6pc*, regulated primarily by glucocorticoids (*Pck1* and *Tat*) or insulin receptor signaling (*G6pc* and *Insig2*). Yet studies using primary hepatocytes and/or conditional KO models have shown that *Pck1* expression can be regulated by insulin receptor signaling, and *G6pc* and *Insig2* expression can be regulated by GR [42–44]. Thus, we cannot rule out that under certain experimental conditions, genes regulated primarily by glucocorticoids are also under the control of insulin signaling and vice versa. Additionally, increased levels of NEFA in response to insulin resistance may activate transcription factors such as PPARα in the liver [45], which could also contribute to the regulation of genes such as *G6pc*, *Angplt4*, and *Insig2* [46].

When postprandial insulin and glucocorticoid signaling were independently disrupted, we observed partial disruption of postprandial repression of gene expression; however, combined disruption of these signaling pathways resulted in a postprandial expression profile approximating preprandial gene expression. This demonstrates cooperative actions of insulin and corticosterone signaling to repress postprandial gene expression in the liver and emphasizes that signals operating independent of insulin receptor signaling are involved in postprandial repression of transcription in the liver. These signaling pathways may be involved in hepatic metabolic homeostasis of animals lacking both FOXO1 and upstream components suppressing FOXO1 activity such as AKT, IRS, or IR [35,42,47,48]. For example, FGF15/19 has been shown to reduce circulating corticosterone levels [49] and may act in parallel with insulin receptor signaling to regulate postprandial hepatic gene expression [50]. FGF15/19 is secreted from the small intestine in response to feeding, and signaling via the FGFR4/betaKlotho receptor is important for increased postprandial hepatic glycogen storage, protein synthesis, and decreased gluconeogenesis [51,52]. Transcriptional repression of gluconeogenic genes by FGF15/19 involves suppression of CREB, FOXO1, and PPARG Coactivator 1 (PGC-1) activity [51,53]; however, it has yet to be determined whether other transcription factors, such as GR, are involved. Leptin is another possible postprandial suppressor of circulating corticosterone [54]; however, leptin secretion from adipose tissue is dependent on insulin [55], suggesting that leptin is not involved in the glucocorticoid-specific regulation of postprandial gene expression in the liver, independent of insulin signaling.

Circadian gene expression in the liver is altered in diet-induced obese animals, partly linked to perturbed feeding patterns [12–14]. To study the feeding response in diet-induced obese animals, we replicated the experimental feeding setup in lean and corresponding diet-induced obese mice. Using this approach, we observed a clear perturbed feeding response in obese animals. For example, we observed suppressed postprandial lipogenic gene expression (e.g., *Fasn* and *Aacs*) and disrupted preprandial gluconeogenic gene expression (e.g., *G6pc* and *Pck1*. Interestingly, however, the disrupted feeding response in this experimental setup contradicts the general notion that diet-induced hyperinsulimia and insulin resistance leads to increased expression of lipogenenic and gluconeogenic genes by unresolved mechanisms [56]. The discrepancy between this study and other studies may be linked to the short-term night-restricted experimental setup used, which could increase insulin sensitivity. Hence, the preprandial hyperinsulinemia could lead to activation of insulin signaling, abrogating FOXO1 activity. Alternatively, as diet-induced obesity has been shown to dramatically change the circadian gene expression profile [14], the inconsistency may be linked to isolation of livers at different time points during the day.

Consistent with other studies, we observed increased preprandial *Srebp1c* expression in diet-induced obese animals in agreement with hyperinsulimia, yet expression of SREBP1c targets were not induced in the preprandial state nor in response to feeding. This discrepancy may be a result of high pre- and postprandial expression of *Insig2*, a suppressor of SREBP1c activity [57]. Because FOXO1 occupy a number of regions near the *Insig2* gene, elevated *Insig2* expression may be a result of hepatic insulin resistance and increased postprandial FOXO1 activity. However, we observed that FOXO1 occupancy of chromatin is disrupted in diet-induced obese animals in a night-restricted feeding setup, suggesting that *Insig2* expression is not regulated by FOXO1 under these conditions. Instead, *Insig2* may be controlled by increased expression of *Ppara* [46], found to be up-regulated in the fed diet-induced obese animals compared to controls. The observed suppressed FOXO1 occupancy of chromatin in diet-induced obese animals contradicts a number of reports showing increased FOXO1 activity in hyperinsulimic and insulin resistant diet-induced obese animals evaluated by, for example, nuclear abundance [58] and state of phosphorylation [59]. However, as mentioned above, we cannot rule out that the short-term night-restricted feeding regime used in this study increased insulin sensitivity of the liver in diet-induced obese animals, enabling Akt dependent FOXO1 phosphorylation by elevated insulin levels in the preprandial state. In line with this, we observed that postprandial repression of well-known FOXO1 target genes (e.g., *G6pc* and *Igfbp1*) was blunted as a result of reduced preprandial expression.

Unbiased clustering uncovered a group of feeding-regulated genes suppressed in the preprandial state of diet-induced obese animals. This group of genes was particularly enriched for glucocorticoid-sensitive genes. This correlated with reduced preprandial corticosterone levels in obese animals. Dampened circadian corticosterone levels have been reported in diet-induced obese mice [12] and obese humans [60], although other reports have indicated a positive correlation between obesity and corticosterone/cortisol levels [61]. Interestingly, obese, hyperglycemic leptin deficient (*ob/ob*) mice have elevated circadian corticosterone levels [62], demonstrating a clear difference in the activity of the HPA axis between *ob/ob* mice and diet-induced obese C57BL/6 mice. Yet *ob/ob* mice have reduced 11beta-hydroxysteroid dehydrogenase (11β-HSD) activity, likely leading to reduced production of active corticosterone in the liver [63], suggesting that both of these models of obesity may have impaired preprandial GR activity. A body of evidence clearly shows that treatment with glucocorticoids or hypersecretion of cortisol lead to obesity, insulin resistance, and type II diabetes [64], demonstrating that elevated glucocorticoids induce metabolic dysregulation. But clearly metabolic dysregulation caused by diet-induced obesity alone does not necessarily lead to hypercortisolemia. Thus, suppressed preprandial corticosterone levels observed in diet-induced obese animals may be a compensatory mechanism to, for example, impede hyperglycemia when the total energy balance of the animal is in surplus.

Collectively, this study identified hepatic circadian–regulated genes and enhancers controlled by feeding. Specifically, we show that two specific signaling pathways control postprandial repression of hepatic gene expression. On one hand, corticosterone levels decrease in response to food intake, leading to reduced expression of specific genes. This is governed by selective regulation of H3K27Ac by GR, mediated by GR recruitment to canonical GREs. In parallel, food intake leads to increased insulin levels, resulting in reduced expression of a set of glucocorticoid independent genes. Both pathways are disrupted during a feeding response in diet-induced obese animals, and impacting postprandial gene regulation in the liver. Thus, a major part of the hepatic circadian–regulated gene program, controlled by feeding, is operated by combined dynamic glucocorticoid and insulin signaling.

## Materials and methods

### Ethics statement

All mouse work was approved by the Danish Animal Inspectorate (case number 2014−15−0201−00437 and 2017-15-0201-01232), the Danish Environmental Protection Agency, and the Children’s Hospital Boston Institutional Animal Care and Use Committee.

### Animal experiments

#### Experimental setup

Ten-week old C57BL/6N (Taconic Biosciences) male mice were maintained in 12-hour light–dark cycle with lights on at 6 AM (ZT0) and lights off at 6 PM (ZT12), with ad libitum access to chow (Altromin 1324) and water. Four days prior to the experiments, mice were single caged and trained to NRF for which chow was present during the dark period only. On the day of the experiment, one group of mice was euthanized at ZT10, one group of mice was presented with food at ZT12 and was euthanized at ZT14 (ZT14-fed), and one group of mice remained unfed and was euthanized at ZT14 (ZT14-unfed). All mice were euthanized by cervical dislocation. Livers were isolated and frozen in liquid nitrogen.

#### Injection of dex and S961

Ten-week old C57BL/6N were subjected to night-restricted feeding as described above. On the day of the experiment, vehicle (PBS), water-soluble dex (1 mg/kg in PBS) (Sigma D2915), and/or S961 (44 nmol/kg in PBS) (generous gift from Novo Nordisk) were injected intraperitoneal (i.p.) 30 minutes before ZT12. Livers were isolated from unfed and fed mice at ZT14.

#### L-IRSdKO experiments

L-IRSdKO (C57BL/6J background) mice were generated as previously described [35] and subjected to the NRF routine at 10 weeks of age. On the day of the experiment, dex was injected i.p. 30 minutes before ZT12, and food was presented at ZT12. Livers were isolated from fed mice at ZT14.

#### L-GRKO experiments

A liver-specific adeno-associated virus (AAV) containing CRE recombinase driven by the liver-specific Tbg promoter (AAV8.TBG.PI.Cre.rBG, Lot #CS1129, Penn virus core facility) or AAV containing GFP driven by Tbg (AAV8.TBG.PI.eGFP.WPRE.bGH, Lot #V6085R, Penn virus core facility) as control was diluted in sterile PBS and delivered to mice at a titer of 10^11^ GC per mouse. Specifically, 100 μl AAV diluted in PBS was injected in the tail vein using 23-G needle into homozygote adult GR^fl/fl^ mice (Nr3c1tm2Gsc [65] on a C57BL/6N background) 12 days before the NRF routine. Livers were isolated from unfed mice at ZT14.

#### HFD experiments

Five-week old male mice were subjected to HFD (D12492 Research Diets, 60% energy from fat) for 10 or 20 weeks and were then subjected to the NRF routine. Livers were isolated from unfed and fed mice at ZT14.

#### Glucose tolerance test

IPGTT was performed by i.p. D-glucose (Sigma G8270) injection at 2 g/kg to mice fasted for approximately 5 hours and measuring blood glucose at 0, 5, 10, 20, 60, and 120 minutes from injection time. The blood glucose was measured with a glucometer (FreeStyle Freedom Lite) from a tail puncture with a needle.

### Metabolic assays

Approximately 300 μl of blood was collected postmortem and stored on ice for further analysis. The blood was centrifuged at 10,000 rcf for 10 minutes at 4°C and prepared for insulin, corticosterone, and NEFA measurements, as indicated by UltraSensitive Mouse Insulin ELISA kit (Crystal Chem), the Corticosterone ELISA kit (Enzo Life Sciences), and the NEFA quantification kit using the ACS-ACOD method (Wako #434–91795, #436–91995, #270–77000) according to manufacturer instructions. Liver triglyceride levels were measured as described previously [66].

### RNA extraction and mRNA quantitation by RT-qPCR

Approximately 5 mg of liver tissue was homogenized using Ultra-Turrax, and RNA was purified using TRIzol-RNA lysis reagent (Thermo Fisher) in EconoSpin columns (Epoc Life) according to manufacturer instructions. The amount of 1 μg of total RNA was exposed to 10 U DNAse I (Thermo Fisher) for 15 minutes at 37°C, followed by cDNA synthesis using random primers and Moloney murine leukemia virus reverse transcriptase (Thermo Fisher). Expression levels were measured by qPCR using SYBR Green reagent mix (Roche 06924204001) and primers listed in S2 Table. The qPCR was performed on a LightCycler480 (Roche). The expression was normalized to TFIIB expression.

### Immunoblotting

Approximately 20 mg of liver was shortly homogenized in 700 μl lysis buffer (50 mM Tris-HCl [pH 6.8], 10% glycerol, 2.5% SDS, 10 mM beta-glycerolphosphate, 10 mM NaF, 0.1 mM NaOrthovanadate, 1 mM PMSF, and 1x protease inhibitor cocktail) and treated with benzonase (Sigma E1014). Protein concentration was determined using the Pierce BCA protein assay kit (Thermo Fisher 23225). A total of 80 μg protein was mixed with laemmli buffer and separated by SDS-PAGE and blotted onto a PVDF membrane (10600023, Amersham Hybond P0.45 PVDF, lot#G9889898). The membrane was probed with primary antibody against GR (sc-1004, Santa Cruz), FOXO1 (sc-11350, Santa Cruz), TFIIB (sc-225, Santa Cruz) or β−Tubulin (05–661 Merck Millipore), and secondary HRP conjugated antibody (DAKO).

### ChIP

In short, ChIP was performed as described previously [66] with minor modifications. Frozen livers (approximately 50 mg per IP) were homogenized in 1% Formaldehyde PBS solution using Ultra-Turrax homogenizer on level 5 for 10 seconds, with following cross-linking at room temperature for 10 minutes. The suspension was quenched by adding 0.125 M glycine and incubating additional 10 minutes at room temperature. Cross-linked cells were washed in PBS, resuspended in lysis buffer (0.1% SDS, 1% Triton X-100, 0.15 M NaCl, 1 mM EDTA, 20 mM TrisHCl [pH 8.0], and BSA 1 mg/ml), and sonicated using Bioruptor (Diagenode) or ME220 Focused-ultrasonicator (Covaris). Chromatin was immunoprecipitated over night at 4 °C using antibodies and Protein A/G agarose beads (Santa Cruz, sc-2003). H3K27Ac ChIP was done with 0.2 μl/IP of H3K27Ac antibody Ab4729 (Abcam). GR ChIP antibody cocktail consisted of 1 μg/IP of MA1-510 (Thermo Fisher), 1 μg/IP of PA1-511a (Thermo Fisher), and 1μg/IP of sc-1004 (Santa Cruz). FOXO1 ChIP was done with 3 μg/IP of sc-11350 (Santa Cruz). Immunocomplexes were washed, and chromatin was eluted (1% SDS with 0.1 M NaHCO_3_) and decross-linked over night at 65 °C. DNA was phenol/chloroform purified and ethanol precipitated. Recovery was analyzed by qPCR using primers listed in S2 Table and/or sequenced.

### DNase digestion of chromatin

Livers were isolated from 3–4 mice in each treatment group (ZT14-fed or ZT14-unfed), and nuclei were immediately purified from a pool of 200–300 mg liver tissue using a previously described protocol [24]. This was repeated to form a second biological replicate. Purified nuclei were resuspended in buffer (15 mM Tris-HCl [pH 8.0], 15 mM NaCl, 60 mM KCl, 1 mM EDTA, 0.5 mM EGTA, 0.5 mM Spermidine, and protease inhibitors) in a final concentration of 10 million nuclei per milliliter. DNase digestions were performed by adding 100 μl 10X digestion buffer (60 mM CaCl_2_ and 750 mM NaCl) containing 40 U, 60 U, or 80 U of DNase I (Sigma). Digestions were incubated for 3 minutes at 37 °C, and reactions were terminated by addition of 1 volume of stop buffer (50 mM Tris-HCl, 100 mM NaCl, 0.1% SDS, 100 mM EDTA and 50 μg/ml Proteinase K [Ambion]). Digested chromatin was incubated at 55 °C for 2 hours and stored at 4 °C until further use. DNase I digestion efficiency was evaluated by qPCR, and samples with optimal digestion efficiency were incubated with 90 μg/ml RNase A (Sigma) for 30 minutes at 37 °C before 50- to 500-bp DNA fragments were purified using ultracentrifugation. DNA was subsequently phenol/chloroform purified and ethanol precipitated. Samples treated with 60 U and 80 U of DNase I were sequenced.

### Illumina sequencing

#### RNA-seq

RNA quality was assessed using the Fragment Analyzer (AATI). Total RNA (1 μg) was prepared for sequencing using polydT enrichment or ribosome depletion according to manufacturer (Illumina) instructions. Subsequent library preparation was performed using the NEBNext RNA library prep kit for Illumina. Library quality was assessed using the Fragment Analyzer followed by library quantification (Illumina library quantification kit). Sequencing was carried out on a HiSeq1500 platform (Illumina).

#### ChIP-seq and DNase-seq

ChIP-seq and DNase-seq libraries were constructed essentially as described previously [66] using the NEBNext DNA library prep kit according to manufacturer (NEB) instructions. Sequencing was carried out on a HiSeq1500 platform (Illumina). Sequenced DNA was aligned to the mouse genome assembly, mm9, using STAR [67]. See S1 Table for details.

### Sequencing analysis

#### RNA-seq

Sequenced reads were normalized to RPKM (RNA-seq), and differentially regulated genes were identified using DESeq2 with *n* = 2–4 [68]. Heatmaps were generated from log2 fold change expression or z-score–normalized RPKM values (z = [x-mean]/standard deviation) and visualized using R (pheatmap package) on selected sets of genes. The average z-score for a group of genes was calculated as the mean of z-scores for a given treatment across a given set of genes. Principal component analysis was performed using R (prcomp package). Hierarchical clustering was performed using the Ward method as a part of the pheatmap package. GO analysis was performed by GOseq [69].

#### DNase-seq

Sequenced tags were normalized to 10 million reads using HOMER [27]. DHSs were identified based on combined reads from all DNase replicates using HOMER at FDR rate threshold = 0.001 and tag threshold of 25. Quantification of DHS in fed and unfed condition was performed using pooled sequencing data from 60 U and 80 U DNase treatments from each biological replicate.

#### ChIP-seq

Sequenced tags were normalized to 10 million reads using HOMER [27]. Quantification of H3K27Ac at DHS was performed using an 800-bp window relative to the center of the DHS. Differentially H3K27Ac was identified using DESeq2 [68]. Heatmaps illustrating H3K27Ac were generated from z-score–normalized read counts using R (pheatmap package), and hierarchical clustering was performed using the Ward method as a part of the pheatmap package. GR and FOXO1 peaks were identified from replicate ChIP-seq using HOMER at FDR rate threshold = 0.001 and tag threshold of 25 using input chromatin controls. Overlapping replicate concordant GR and FOXO1 peaks were identified between two replicates using BEDtools. Enrichment of differentially regulated H3K27Ac as well as GR, FOXO1, and CREB occupancy near differentially regulated genes was analyzed using BEDtools, and sets of randomly selected genes were used to calculate the relative enrichment/frequency. Genes were randomly selected from all annotated refseq genes in the mm9 genome assembly. Heatmaps illustrating FOXO1 and GR occupancy were generated using MeV [70].

### Motif analysis

De novo motif analysis, log odds motif score, and enriched motifs were identified using HOMER [27]. A set of 2,000 randomly picked DHSs from the total amount of DHSs identified in liver was used as background for the motif enrichment analysis. The GC content of the randomly selected DHSs was 48%, while the mean GC content of DHSs in clusters 1–4 (Fig 3A) ranged from 46% to 49%. Motif analysis using IMAGE was performed using quantified H3K27Ac ChIP-seq reads at DHSs and RNA-seq reads at genes as described previously [26]. Three biological H3K27Ac ChIP-seq replicates were used from livers of mice euthanized at ZT10, ZT14-fed, and ZT14-unfed. Gene expression input for IMAGE was based on replicate RNA-seq data from ZT10, ZT14-fed, and ZT14-unfed.

### Statistical analysis

Statistical analysis was performed using Student *t* test, Mann–Whitney–Wilcoxon test, and Kolmogorov–Smirnov test, as indicated in figure legends. FDR for NGS-read counts at genes, DHSs, and ChIP-seq peaks between different conditions were calculated using DESeq2 [68]. Enrichment of DNA motifs was calculated by HOMER [27] and IMAGE [26]. GO enrichment was performed by GOseq [69].

### Next-generation sequencing data

All sequencing data can be found at GEO: GSE119713. Previously published sequencing data used for analysis include the following: Circadian RNA-seq: GSE73554 [1]; Circadian H3K27Ac ChIP-seq: GSE60430 [16]; and CREB ChIP-seq: GSE45674 [31] and GSE72084 [30].

## Supporting information

S1 Fig Correlation of replicate DNase-seq experiments in livers isolated from fed and unfed animals at ZT14. Sequenced tags from DNase-seq libraries generated from 60 U and 80 U DNase I digestions of nuclei isolated from mouse liver tissue are quantified at the 83,592 identified DHSs. Red line represents the linear regression, and Pearson correlation coefficient is indicated for pairwise correlation of replicates (r1 and r2). Numerical values are available in S8 Data. DHS, DNase hypersensitive site; ZT, Zeitgeber time.
(TIF) Click here for additional data file.

S2 Fig Correlation of replicate H3K27Ac ChIP-seq experiments in livers isolated from unfed and fed animals at ZT10 and ZT14. Sequenced tags from H3K27Ac ChIP-seq libraries generated from mouse liver tissue are quantified at 1,000 bp surrounding the 83,592 identified DHSs. DHSs with less than 20 H3K27Ac ChIP-seq tags are excluded from the analysis. Red line represents the linear regression, and Pearson correlation coefficient is indicated for pairwise correlation of replicates. (A) Correlation between three biological replicates (r1–r3) at ZT10. (B) Correlation between three biological replicates (r1–r3) at ZT14-unfed. (C) Correlation between three biological replicates (r1–r3) at ZT14-fed. Numerical values are available in S9 Data. ChIP, chromatin immunoprecipitation; DHS, DNase hypersensitive site; H3K27Ac, histone 3 lysine 27 acetylation; ZT, Zeitgeber time.
(TIF) Click here for additional data file.

S3 Fig De novo motif analysis of DHSs associated with feeding-regulated H3K27Ac. De novo motifs analysis was performed using HOMER on 1,437 and 1,896 DHSs associated with feeding-induced and feeding-repressed H3K27Ac, respectively. The five most enriched motifs are shown together with the frequency of the motifs within the DHSs (percent target) and the transcription factors likely to interact with the motifs. DHS, DNase hypersensitive site; H3K27Ac, histone 3 lysine 27 acetylation; HOMER, hypergeometric optimization of motif enrichment.
(TIF) Click here for additional data file.

S4 Fig GR and FOXO1 occupancy of feeding-regulated enhancers. (A) De novo motif analysis of regions occupied by GR and FOXO1 (ZT14-unfed). The three most enriched motifs are displayed. (B) Evaluation of FOXO1 antibody by western blotting using liver protein extracts from WT and FOXO1 KO animals. (C) Co-occupancy of GR, FOXO1, and CREB using CREB-binding sites from GSE72084. (D) Frequency of Rep. genes with at least one GR, FOXO1, or CREB peak within 50 kb of the TSS. Frequency is relative to GR, FOXO1, and CREB binding within 50 kb of TSS of sets of 300 randomly selected genes. Data is presented as mean ± SEM (*n* = 6). (E) Number of GR, FOXO1, and CREB ChIP-seq peaks located within 50 kb of TSS of Ind. and Rep. genes. The number of GR, FOXO1, and CREB ChIP-seq peaks within 50 kb of TSSs of 200 randomly selected genes is included as control. Statistical significance is calculated using a Mann–Whitney–Wilcoxon Test. (F) Tag density of GR, FOXO1, and CREB occupancy at DHS within 50 kb of TSS of Ind. genes and Rep. genes. Statistical significance is calculated using a Mann–Whitney–Wilcoxon Test. Numerical values for panels C–F are available in S10 Data. ChIP, chromatin immunoprecipitation; CREB, cAMP responsive element binding protein; FOXO1, Forkhead box O1; GR, glucocorticoid receptor; Ind. gene, feeding-induced gene; KO, knockout; Rep. gene, feeding-repressed gene; TSS, transcription start site; WT, wild-type; ZT, Zeitgeber time.
(TIF) Click here for additional data file.

S5 Fig Correlation of dex-regulated H3K27Ac with feeding-regulated H3K27Ac and GR, CREB and FOXO1 occupancy at GR-occupied DHSs associated with feeding–down-regulated H3K27Ac. (A) Correlation of dex-regulated H3K27Ac with feeding-regulated H3K27Ac at GR-binding sites. (B) Correlation of dex-regulated H3K27Ac with feeding-regulated GR occupancy at GR-binding sites. (C) Correlation of dex-regulated H3K27Ac with the level of GR occupancy in unfed condition. (D) Correlation of dex-regulated H3K27Ac with the GRE motif score. The degree of correlation between each of the two variables in panels A–D was tested by a Pearson correlation (r) and the red line represents a linear regression. (E) ROC analysis of GR, FOXO1, and CREB occupancy together with GR, FOXO1, and CREB motif scores within DHSs associated with dex-regulated H3K27Ac. Numerical values are available in S11 Data. CREB, cAMP responsive element binding protein; dex, dexamethasone; DHS, DNase hypersensitive site; FOXO1, Forkhead box O1; GR, glucocorticoid receptor; GRE; H3K27Ac; ROC, receiver operating characteristic.
(TIF) Click here for additional data file.

S6 Fig Regulation of H3K27Ac and mRNA levels by dex. (A) FOXO and CREB (B) occupancy of DHS acetylated at H3K27 in response to dex treatment. Differential H3K27Ac in response to dex is indicated with green color variance in the figure. Statistical analysis is performed by a Mann–Whitney–Wilcoxon test. (C) RT-qPCR analysis of gene expression in the livers of mice injected with vehicle (PBS), dex, or S961. Livers were isolated from unfed or fed mice at ZT14. Data are presented as mean ± SEM (*n* = 8–12). Statistical significance compared to fed-veh is calculated using Student *t* test. ***p < 0.001. (D–G) Examples of H3K27Ac and GR occupancy near genes regulated by dex or S961 injection. Numerical values for panels A–C are available in S12 Data. Bed graphs in panels C–G are available at GEO: GSE119713. dex, dexamethasone; DHS, DNase hypersensitive site; GR, glucocorticoid receptor; H3K27Ac, histone 3 lysine 27 acetylation; RT-qPCR, reverse transcription quantitative PCR; ZT, Zietgeber time.
(TIF) Click here for additional data file.

S7 Fig Hepatic gene expression in animals with disrupted glucocorticoid and insulin receptor signaling. (A) Experimental setup of S961 injection and subsequent isolation of livers at ZT14. (B) Experimental setup of AAV–GFP and AAV–CRE injection of GR^fl/fl^ mice. (C) RT-qPCR analysis of GFP, CRE, and GR expression two weeks post AAV injection. Data are presented as mean ± SEM (*n* = 4). (D) Western blot analysis of GR expression. (E) Quantification of mRNA expression (RNA-seq) in livers from GR^fl/fl^ mice injected with AAV–GFP and AAV–CRE. Feeding-repressed genes regulated by dex, S961, or dex + S961 were analyzed separately. Log2 RPKM is visualized from four biological replicates (R1–R4). Statistical significance is calculated using a Mann–Whitney–Wilcoxon test of the mean of four biological replicates. (F) Quantification of mRNA expression (RNA-seq) in livers from WT and L-IRSdKO. Feeding-repressed genes regulated by dex, S961, or dex + S961 were analyzed separately. Log2 RPKM is visualized from four biological replicates (R1–R4). Statistical significance is calculated using a Mann–Whitney–Wilcoxon test of the mean of four biological replicates. Numerical values for panels B, C, E, and F are available in S13 Data. AAV, adeno-associated virus; CRE, CREB response element; dex, dexamethasone; GFP, Green fluorescent protein; GR, glucocorticoid receptor; L-IRSdKO, liver specific IRS double knockout; RPKM, reads per kilo base per million mapped reads; RT-qPCR, reverse transcription quantitative PCR; WT, wild-type; ZT, Zietgeber time.
(TIF) Click here for additional data file.

S8 Fig Experimental setup for diet-induced obesity and analysis of differential gene expression. (A) Weight gain of diet induced obese animals compared to chow-fed controls. NRF was initiated 10 weeks after the start of HFD feeding. Chow fed (*n* = 16) and HFD fed (*n* = 16). (B) Experimental setup of NRF and indicated endpoints for the experiment. Livers were isolated at ZT14 from fed and unfed animals. (C) Preprandial (ZT14-unfed) blood was extracted from animals trained to night-restricted feeding at 10 and 20 weeks after initiation of HFD feeding. Glucose, insulin, and corticosterone were measured from at least five independent animals. Individual data points are marked in each panel. (D) Gene expression analysis of genes differentially expressed in obese animals. For each cluster, the percentage of differentially induced (cluster 1, 3, 7, and 8) and repressed genes (cluster 1, 4, 5, and 6) at FDR < 0.05 is indicated at the top. (E) Expression of *Srebp1c* and *Srebp1c* target genes (*Aacs*, *Sqle*, and *Ldlr*), measured by RNA-seq (*n* = 3). Data in panels A, C, and E are presented as mean ± SEM. Statistical significance is calculated using Student *t* test. *** indicates *p* < 0.001 or otherwise indicated in figure. Numerical values for panels A and C–E are available in S14 Data. FDR, false discovery rate; HFD, high-fat diet; NRF, night-restricted feeding; ZT, Zeitgeber time.
(TIF) Click here for additional data file.

S9 Fig Hepatic GR and FOXO1 occupancy in fed and unfed lean and diet-induced obese animals. (A) Occupancy of GR at seven different GRBS (1–7) and one negative ctrl. (B) Occupancy of FOXO1 at seven different FOXO-binding sites (FOXO #1–7) and one negative (ctrl). Data are presented as mean ± SEM (*n* = 5–6). Statistical significance is calculated using Student *t* test. Numerical values for panels are available in S15 Data. ctrl, control site; FOXO1, Forkhead box O1; GR, glucocorticoid receptor; GRBS, GR binding site.
(TIF) Click here for additional data file.

S1 Table Summary of Illumina sequencing data. (PDF) Click here for additional data file.

S2 Table Sequence of primers used for qPCR analysis. qPCR, quantitative PCR.
(PDF) Click here for additional data file.

S1 Data Numerical values for Fig 1. Panels 1B, 1C, 1D, 1E, 1F, 1G, 1H, and 1I.
(XLSX) Click here for additional data file.

S2 Data Numerical values for Fig 2. Panels 2A, 2B, 2C, 2D, 2E, 2F, and 2G.
(XLSX) Click here for additional data file.

S3 Data Numerical values for Fig 3. Panels 3A, 3B, 3D, and 3E.
(XLSX) Click here for additional data file.

S4 Data Numerical values for Fig 4. Panels 4A, 4B, 4C, 4D, 4E, 4F, 4G, and 4H.
(XLSX) Click here for additional data file.

S5 Data Numerical values for Fig 5. Panels 5A, 5C, 5D, 5E, 5F, 5G, 5H, 5I, 5J, 5K, 5L, 5M, 5N, and 5O.
(XLSX) Click here for additional data file.

S6 Data Numerical values for Fig 6. Panels 6A, 6B, 6C, 6D, 6E, 6F, 6G, 6I, and 6J.
(XLSX) Click here for additional data file.

S7 Data Numerical values for Fig 7. Panels 7A, 7B, 7C, 7E, 7G, 7H, 7I, and 7J.
(XLSX) Click here for additional data file.

S8 Data Numerical values for S1 Fig. (XLSX) Click here for additional data file.

S9 Data Numerical values for S2 Fig. (XLSX) Click here for additional data file.

S10 Data Numerical values for S4 Fig. Panels S4C, S4D, S4E, and S4F.
(XLSX) Click here for additional data file.

S11 Data Numerical values for S5 Fig. Panels S5A, S5B, S5C, and S5E.
(XLSX) Click here for additional data file.

S12 Data Numerical values for S6 Fig. Panels S6A, S6B, S6C, S6D, S6E, S6F, and S6G.
(XLSX) Click here for additional data file.

S13 Data Numerical values for S7 Fig. Panels S7C, S7E, and S7F.
(XLSX) Click here for additional data file.

S14 Data Numerical values for S8 Fig. Panels S8A, S8C, S8D, and S8E.
(XLSX) Click here for additional data file.

S15 Data Numerical values for S9 Fig. Panels S9A and S9B.
(XLSX) Click here for additional data file.

## Abbreviations

11β-HSD: 11beta-hydroxysteroid dehydrogenase
AAV: adeno-associated virus
AKT: protein kinase B
ANGPTL4: angiopoietin-like 4
BMAL: brain and muscle Arnt-like protein
ChIP-seq: chromatin immunoprecipitation-sequencing
CLOCK: circadian locomotor output cycles kaput
CRE: CREB response element
CREB: cAMP responsive element binding protein
dex: dexamethasone
DHS: DNase hypersensitive site
DR-1: direct repeat one
FASN: fatty acid synthase
FDR: false discovery rate
FOXO1: Forkhead box O1
GCK: glucokinase
GO: gene ontology
GR: glucocorticoid receptor
GRBS: GR-binding site
H3K27A: histone 3 lysine 27 acetylation
HFD: high-fat diet
HOMER: hypergeometric optimization of motif enrichment
HPA: hypothalamic–pituitary–adrenal
HRE: heat shock response element
IMAGE: integrated analysis of motif activity and gene expression
i.p.: intraperitoneal
IRF: interferon regulatory factor
MA: M (log ratio) and A (mean average) scales
NEFA: nonesterified fatty acid
NRF: night-restricted feeding
ob/ob: leptin deficient
PCK1: phosphoenolpyruvate carboxykinase
PGC-1: PPARG Coactivator 1
PKB: protein kinase B
RAR: retinoic acid receptor
REVERB: reverse c-erbA
ROC: receiver operating characteristic
ROR: RAR-related orphan receptor
RORC: RAR-related orphan receptor C
RPKM: reads per kilo base per million mapped reads
RT-qPCR: reverse transcription quantitative PCR
SCN: suprachiasmatic nucleus
TSS: transcription start site
WT: wild-type
ZT: Zeitgeber time

# Supplementary material for: Insulin signaling and reduced glucocorticoid receptor activity attenuate postprandial gene expression in liver
**Source:** PLoS Biol. 2018 Dec 10;16(12):e2006249. doi: 10.1371/journal.pbio.2006249
**Supplement:** S1 Table

S1 Table. Illumina sequencing summary

|                                                         |         |            |       |
|---------------------------------------------------------|---------|------------|-------|
| ZT14 unfed, single mouse (GR fl/fl), AAV-GFP, rep3      | RNA-seq | 19,830,161 | Fig.6 |
| ZT14 unfed, single mouse (GR fl/fl), AAV-GFP, rep4      | RNA-seq | 28,122,661 | Fig.6 |
| ZT14 unfed, single mouse (GR fl/fl), AAV-CRE, rep1      | RNA-seq | 26,733,544 | Fig.6 |
| ZT14 unfed, single mouse (GR fl/fl), AAV-CRE, rep2      | RNA-seq | 19,656,406 | Fig.6 |
| ZT14 unfed, single mouse (GR fl/fl), AAV-CRE, rep3      | RNA-seq | 22,185,956 | Fig.6 |
| ZT14 unfed, single mouse (GR fl/fl), AAV-CRE, rep4      | RNA-seq | 17,373,726 | Fig.6 |
| ZT14 fed Dex (1mg/kg), single mouse, WT, rep1           | RNA-seq | 7,548,005  | Fig.6 |
| ZT14 fed Dex (1mg/kg), single mouse, WT, rep2           | RNA-seq | 8,216,998  | Fig.6 |
| ZT14 fed Dex (1mg/kg), single mouse, WT, rep3           | RNA-seq | 7,774,419  | Fig.6 |
| ZT14 fed Dex (1mg/kg), single mouse, WT, rep4           | RNA-seq | 8,703,002  | Fig.6 |
| ZT14 fed Dex (1mg/kg), single mouse, L-IRS1/2 dKO, rep1 | RNA-seq | 7,988,596  | Fig.6 |
| ZT14 fed Dex (1mg/kg), single mouse, L-IRS1/2 dKO, rep2 | RNA-seq | 8,974,250  | Fig.6 |
| ZT14 fed Dex (1mg/kg), single mouse, L-IRS1/2 dKO, rep3 | RNA-seq | 8,036,663  | Fig.6 |
| ZT14 fed Dex (1mg/kg), single mouse, L-IRS1/2 dKO, rep4 | RNA-seq | 9,551,713  | Fig.6 |
| ZT14 unfed, HFD single mouse, rep1                      | RNA-seq | 27,440,265 | Fig.7 |
| ZT14 unfed, HFD single mouse, rep2                      | RNA-seq | 21,413,176 | Fig.7 |
| ZT14 unfed, HFD single mouse, rep3                      | RNA-seq | 24,266,317 | Fig.7 |
| ZT14 unfed, chow diet, single mouse, rep1               | RNA-seq | 26,607,515 | Fig.7 |
| ZT14 unfed, chow diet, single mouse, rep2               | RNA-seq | 18,612,208 | Fig.7 |
| ZT14 unfed, chow diet, single mouse, rep3               | RNA-seq | 16,968,978 | Fig.7 |
| ZT14 fed, HFD, single mouse, rep1                       | RNA-seq | 62,579,548 | Fig.7 |
| ZT14 fed, HFD, single mouse, rep2                       | RNA-seq | 17,357,688 | Fig.7 |
| ZT14 fed, HFD, single mouse, rep3                       | RNA-seq | 20,119,313 | Fig.7 |
| ZT14 fed, chow diet, single mouse, rep1                 | RNA-seq | 19,005,758 | Fig.7 |
| ZT14 fed, chow diet, single mouse, rep2                 | RNA-seq | 21,172,006 | Fig.7 |
| ZT14 fed, chow diet, single mouse, rep3                 | RNA-seq | 22,669,394 | Fig.7 |

---

# Supplementary material for: Insulin signaling and reduced glucocorticoid receptor activity attenuate postprandial gene expression in liver
**Source:** PLoS Biol. 2018 Dec 10;16(12):e2006249. doi: 10.1371/journal.pbio.2006249
**Supplement:** S2 Table — qPCR, quantitative PCR.

S2 Table. Primers used for qPCR analysis

| Gene name                     | 5' primer                 | 3' primer                 |
|-------------------------------|---------------------------|---------------------------|
| Bmal1                         | GCCAGCCCAGCACTAACACTCAC   | TCTTCGTCCAGCCCCATCTTCGT   |
| Reverba                       | TCCTGACACGGTTCTCGCCCT     | GGCGCTCTGCATCTCGGCAA      |
| Cry1                          | GGATCCACCATTTAGCCAGA      | CTCCTGCAAATGCTACGTCA      |
| Dbp                           | CGGCTCCCGTCTCCTCACTT      | GCAGAGTTGCCTTGCCTCCT      |
| Gtf2b (TFIIB)                 | GTTCTGCTCCAACCTTTGCCT     | TGTGTAGCTGCCATCTGCACTT    |
| Insig2                        | TGGCTTCCTTGTTTCTGATGGCTCC | ACAGTGCAGCCAGTGTGAGGGA    |
| Angptl4                       | GCCCCGCCTCCAATGCTCTC      | GTTTCACGGTTGCACCTAAAGCCCC |
| G6Pc                          | TCGGAGACTGGTTCAACCTC      | CTCAAGCCAATGGGGACTTA      |
| TAT                           | TGAGATTCGGTTGCCCTGGAGA    | CCGGCTACAAGCCTCCAGCATC    |
| Fkbp5                         | AGTGCTGAGGGGTGGCTTGT      | TGTCCTCCACCACAGCAGCC      |
| Pck1                          | ACATTGCCTGGATGAAGTTTGAT   | GGTTGATAGCCCTTAAGTTGCCTT  |
| <b>GR binding site (GRBS)</b> |                           |                           |
| GRBS #1                       | AGCCCTTTGGCCTCTAGAAC      | AATGTCACCAGGGCAGTCTC      |
| GRBS #2                       | ATAAAATGCGCAGGATGAGG      | TTGTCTCCAGGCTGAACTCC      |
| GRBS #3                       | GGATCGAGGATGACCTGTGT      | CCAGGAGACAAATGTCTTGGA     |
| GRBS #4                       | GGGACAAATGAGGCAAAAGA      | GGCTTTCTTCATCGACAAGC      |
| GRBS #5                       | CGAAGCGGCATATTTGAGAT      | TCAGGATCATCTGCCAACAA      |
| GRBS #6                       | TCAACTGCAGCAAAGAGAGC      | GAGGCAGGTTCAATTTGAGGA     |
| GRBS #7                       | TCACAGGGATTGTGTGCTGT      | ACAGAGAGCCCCATGTTTAC      |
| <b>FOXO binding site</b>      |                           |                           |
| FOXO #1                       | CTCTATCGCAGGGAGAGCTG      | GTTTGCGGGATGGTTTTCTA      |
| FOXO #2                       | TTGCGAGCTTACATCACCAG      | AGCCAGCTAAATGGCAGAGA      |
| FOXO #3                       | TTTCTCTGGCTGCTCTCACA      | CTGTCCTTAGGTGGCTCTGG      |
| FOXO #4                       | GTCACGCACTCTAGGCAACA      | GGCGTGGAGAGAAAAATCAG      |
| FOXO #5                       | TGTTTAGGGCAAAGGTTGGT      | TTGGCCTTGTTTACGTAGGG      |
| FOXO #6                       | TGGATCATCGCTCAACAAAG      | CCACAGTGACCTGGTTTCCT      |
| FOXO #7                       | CACCTGGCTGCTAAACATCA      | GAGGCATTTGGATTTGTCTG      |
| <b>Control site</b>           |                           |                           |
| No GR and FOXO binding        | TGGTAGCCTCAGGAGCTTGC      | ATCCAAGATGGGACCAAGCTG     |

How the deposited data were processed for this re-analysis (not part of the article)

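RNA was measured in 54 liver libraries of single mice, with 6 libraries in the NRF experiment, 20 in the injected mice, 8 each in the L-GRKO and L-IRSdKO experiments, and 12 in the obesity experiment, and binding and accessibility in lists of GR peaks, FOXO1 peaks, and DHSs. The authors prepared total RNA by poly(A) enrichment or ribosomal depletion, aligned the reads to mm9 with STAR, and normalized them to RPKM on RefSeq transcripts, which is the unit of the values used, and they called regulated genes with DESeq2 on counts. RPKM divides by depth and length but does not correct for a few abundant genes. The authors called peaks with HOMER and kept those concordant between replicates with BEDtools, and the lists give positions only. H3K27Ac and the occupancy per condition were left out because only lists of positions were used, and RT-qPCR values were not analysed.

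The table holds 35707 RefSeq IDs, of which 35407 had a gene symbol and 300 had none, and 0 value columns were left unused. The IDs make up 24312 symbols, of which 22173 had a position in the GENCODE annotation of mm9. RefSeq IDs of a symbol were reduced to the ID with the highest mean. The 5 experiments were fitted apart with limma 3.58.1 in R 4.3.3, on log2(RPKM + 0.5), with a filter at a mean of 0.5 RPKM. No replicate block was used. Groups were compared by the thresholds of the paper, 0.01 or 0.05 on the BH-adjusted p. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1 was used for peaks, exact permutation tests on values per mouse, and Fisher's exact tests on lists. Peaks were joined to genes within 50 kb of the TSS, and random lists were drawn 10000 times from 50 bins of mean RPKM, with 10 background genes per gene. Depth is that of the paper's S1 Table, with medians of 30089973 aligned reads per library in the NRF mice, 10640927 in the injected mice, 19743284 and 8126830 in the L-GRKO and L-IRSdKO experiments, and 21292591 in the obesity experiment. Values near the filter rest on few reads in the libraries of lowest depth.

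The pipeline was tested on simulated data with 200 changed genes per experiment. At an adjusted p of 0.05, it found 87% in the NRF design and 94% in the injected mice. It found 96.5% for L-GRKO, 88% for L-IRSdKO, and 92.5% in the obesity design. False calls made up 4.9%, 9.2%, 3.5%, 5.4%, and 4.1%, in the same order. The NRF comparisons and feeding in lean and obese mice were called at 0.01, at which the simulated data were not scored. The shares hold for the simulated changes only. They do not tell how many of the real changes were found.

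Genes are named by a rule set before the data were examined, namely the genes the paper names for its RNA results, and Nr3c1, Irs1, and Irs2. The rule also allowed the largest rises and falls of each comparison, which are not listed in the text. Ppargc1a was on the list but has no RNA result in the paper, and no value is given. The alternatives were pseudocounts of 0.1 and 1, no filter or a mean of at least 2 RPKM, median-ratio scaling, quantile normalization, all RefSeq IDs, no variance trend, a replicate block, the compared groups alone, a term for the library series, distances of 20 and 100 kb, and each library left out in turn. The dose of S961, the time of AAV injection, and the antibody against GR read differently in the paper and in the sample labels. Some genes that the paper names are not reported here.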

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

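Tests of other splits of the libraries and of a library series were chosen before their results were seen, and a role for obese unfed replicate 1 and an exchange of libraries in the IRS line were tested after their values had been seen.

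In 72 groups of 4 libraries, a single library was checked for a gap to its nearest neighbour larger than 0.829 of the range of the group. This was met 9 times, where chance gives 3.6, and 6 of these were in the injected mice. Klf15 in fed vehicle replicate 4 was at 64.12 RPKM, against 43.79 to 45.95 in the other libraries of the group (gap 0.874). Klf15 in S961 replicate 3 was at 27.33, against 44.8 to 49.02 (0.846), Pck1 in dex replicate 2 at 1236, against 949.2 to 985 (0.860), and Fkbp5 in replicate 4 of dex and S961 at 86.03, against 96.16 to 98.13 (0.846). The score of Q4 and Q5 was 0.89 in dex replicate 4, against 1.06 to 1.09 (0.831), and 1.52 in replicate 2 of dex and S961, against 1.35 to 1.37 (0.860). Of the 6, 3 fell on replicate 4, where 1 in 4 is expected for each replicate. These flags are too few to tell a library series (replicates 1 to 3 against replicate 4) from chance. Over all tested genes, the replicate 4 libraries of different groups correlated by 0.52 on average (lowest 0.44) after the group means were removed. Libraries with different numbers correlated by -0.06 on average. This argues for a series effect in the injected mice, which the main fit does not remove. The design gives no biological explanation for single mice, and none was tested.

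In the IRS line, Irs1 in IRS fl/fl replicate 1 was at 2.211 RPKM, against 4.498 to 4.73 in the other fl/fl mice (gap 0.931), Irs1 in L-IRSdKO replicate 3 at 0.321, against 0.149 to 0.17 (0.865), and Irs2 in L-IRSdKO replicate 1 at 0.272, against 0.886 to 1.002 (0.879). These libraries have a flattened range of RPKM, Irs1 overlaps a gene on the opposite strand, and the values of the L-IRSdKO mice lie near the lowest that were tested. Libraries exchanged between the genotypes were tested as a cause, and the lowest IRS fl/fl library had 6.89 times the Irs1 of the highest L-IRSdKO library, so an exchange between the genotypes does not account for these values. Depth, overlap, a mixed sample, and incomplete recombination stay open. No biological explanation was tested.

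The effect of feeding differed between lean and obese mice in 86 genes by the test of the interaction itself (limma, BH adjustment). Of 100 regroupings of diet within fed and within unfed mice, 2 gave as many genes or more, the real grouping included, and the other gave 876. Without obese unfed replicate 1, which stood apart in Fasn (79.5 RPKM, against 12.6 and 9.97), the count was 150, so that library alone does not account for the genes. Depth, with 1 obese fed library at 62579548 aligned reads, was not tested as a cause, and a batch of mice by diet cannot be told from diet, since the labels give none. A difference in the feeding response with diet is therefore a hypothesis, found and tested on the same libraries.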

How the results depend on the processing

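The peak lists hold no scores, so the alternatives that rank or filter peaks by score were not run. The alternatives for the paper's own lists, for Q4 and Q5 alone, for replicates 1 to 3 alone, for genes raised by each treatment, for the distance from unfed mice, and for peaks per gene, and the comparison of repressed with induced genes, were chosen after the data had been seen. Of 277 values of the main counts, shares, scores, and odds ratios under other settings, 209 kept their direction and side of the threshold or stayed within the range set for a count, and 68 moved. Of 364 values without 1 library, 276 did so, 76 moved, and 12 were no longer past the threshold. Among the named genes and lists, 1108 of 1259 values under other settings were unaltered in this sense, 79 moved, 30 lost and 34 gained a call, and 8 changed sign. Without 1 library, 2159 were unaltered, 58 moved, 84 lost and 43 gained a call, and 36 were of the other sign.

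Without the filter on low values, the counts were 15 for genes induced between ZT10 and ZT14-fed, 13 for genes repressed between ZT10 and ZT14-fed, 20 for ZT14-unfed against ZT10, 20 for ZT14-fed against ZT14-unfed, 467 for L-GRKO, 772 for feeding in lean mice, 33 for feeding in obese mice, 369 for obese against lean in unfed mice, 8 for obese against lean in fed mice, and 29 for the interaction of diet and feeding, and feeding in obese mice then raised 31 genes and lowered 2. More genes then share the adjustment, by the construction of this alternative. With a mean RPKM of at least 2, fewer genes were tested, and the counts were 142 for genes repressed between ZT10 and ZT14-fed, 237 for ZT14-unfed against ZT10, 191 for ZT14-fed against ZT14-unfed, and 209 for feeding in obese mice. With all RefSeq IDs, a gene with several IDs is counted more than once, and the counts were 197 for genes induced between ZT10 and ZT14-fed, 186 for genes repressed between ZT10 and ZT14-fed, 332 for ZT14-unfed against ZT10, 247 for ZT14-fed against ZT14-unfed, 548 for dex, 2025 for dex with S961, 1351 for L-GRKO, 3864 for L-IRSdKO, 1946 for feeding in lean mice, 243 for feeding in obese mice, 993 for obese against lean in unfed mice, and 134 for the interaction of diet and feeding. Without the trend of the variance they were 60 for genes induced between ZT10 and ZT14-fed, 52 for genes repressed between ZT10 and ZT14-fed, 64 for ZT14-fed against ZT14-unfed, and 34 for obese against lean in fed mice; the cause was not tested.

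Scaling the libraries to a common median ratio gave 85 for ZT14-unfed against ZT10, 117 for genes repressed by feeding in vehicle mice, 101 for genes induced by feeding in vehicle mice, 776 for dex with S961, and 36 for obese against lean in fed mice, and quantile normalization 55 for ZT14-unfed against ZT10, 66 for ZT14-fed against ZT14-unfed, 104 for genes repressed by feeding in vehicle mice, 109 for genes induced by feeding in vehicle mice, and 715 for dex with S961. Genes higher and lower moved by more than 10 points in their split in the following comparisons: ZT14-unfed against ZT10, 41 and 88 as reported, 53 and 32 with median-ratio scaling, 32 and 23 with quantile normalization; ZT14-fed against ZT14-unfed, 64 and 46 as reported, 46 and 70 with median-ratio scaling, 28 and 38 with quantile normalization; feeding in vehicle mice, 288 and 66 as reported, 101 and 117 with median-ratio scaling, 109 and 104 with quantile normalization; dex, 31.2% higher as reported, 60.6% higher with median-ratio scaling, 56.4% higher with quantile normalization; S961, 109 and 109 as reported, 146 and 55 with median-ratio scaling, 134 and 63 with quantile normalization; dex with S961, 304 and 895 as reported, 470 and 306 with median-ratio scaling, 395 and 320 with quantile normalization; L-GRKO, 524 and 262 as reported, 285 and 370 with median-ratio scaling, 341 and 366 with quantile normalization; feeding in lean mice, 815 and 372 as reported, 479 and 484 with median-ratio scaling, 472 and 494 with quantile normalization; obese against lean in unfed mice, 411 and 196 as reported, 198 and 257 with median-ratio scaling, 202 and 242 with quantile normalization; the interaction of diet and feeding, 48 and 38 as reported, 76 and 33 with median-ratio scaling, 63 and 27 with quantile normalization. The median of all genes shifted under these scalings, which by construction changes the split. With median-ratio scaling or quantile normalization, the genes of Q1 and Q2 changed by 0.05 or 0.04 with dex and by 0.06 or 0.02 with dex and S961, opposite in sign to the values as reported. Abcg8 changed by -0.12 or -0.07 between ZT14-unfed and ZT14-fed and Angptl4 by 0.06 or 0.02 with dex. The cause was not tested for single genes.

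Fits of the compared groups alone have fewer libraries to estimate the spread from, and gave 5 for ZT14-unfed against ZT10, 70 for ZT14-fed against ZT14-unfed, 87 for dex, 25 for S961, 0 for feeding in obese mice, 42 for obese against lean in unfed mice, and 729 for obese against lean in fed mice, with 2333 genes at an unadjusted p under 0.05 where the count was 0. The share of feeding-repressed genes raised by S961 was 4.167% in such fits. With the library series (replicates 1 to 3 against replicate 4) as a term, the counts were 203 for genes repressed by feeding in vehicle mice, 833 for genes induced by feeding in vehicle mice, 1107 for dex, 480 for S961, and 2213 for dex with S961. The share of FOXO1 peaks that overlap a GR peak was 54.54% when the larger part of the peak had to be covered, and 56.03% for centres within 100 bp, which are stricter definitions by construction.

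Replicate numbers do not pair the samples, but replicate 4 of the injected mice deviates together across the groups, as a library series would. After the group means were removed, libraries of injected mice with the same number correlated by 0.14, 0.09, and 0.1 on average for replicates 1 to 3, and by 0.52 for replicate 4, against -0.06 for different numbers, and in the other experiments by no more than 0.16. With the replicate number as a block all the same, the counts were 28 for genes induced between ZT10 and ZT14-fed, 23 for genes repressed between ZT10 and ZT14-fed, 13 for ZT14-unfed against ZT10, 42 for ZT14-fed against ZT14-unfed, 173 for genes repressed by feeding in vehicle mice, 760 for genes induced by feeding in vehicle mice, 975 for dex, 436 for S961, 2045 for dex with S961, 1441 for L-IRSdKO, 62 for feeding in obese mice, 11 for obese against lean in fed mice, and 47 for the interaction of diet and feeding. The exact sign-flip test on the scores of the injected mice cannot give a p below 0.125 with such a block.

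Across the fits that each left out 1 library, the counts ran from 19 (without unfed vehicle replicate 2) to 99 (without fed S961 replicate 3) for genes repressed by feeding in vehicle mice, from 65 (without unfed vehicle replicate 2) to 413 (without fed S961 replicate 3) for genes induced by feeding in vehicle mice, from 160 (without fed dex replicate 2) to 545 (without fed dex replicate 4) for dex, from 114 (without fed vehicle replicate 2) to 284 (without fed S961 replicate 1) for S961, from 669 (without fed dex and S961 replicate 2) to 1396 (without fed S961 replicate 3) for dex with S961, from 392 (without L-GRKO replicate 2) to 712 (without GR fl/fl replicate 4) for L-GRKO, from 1091 (without L-IRSdKO replicate 2) to 3040 (without L-IRSdKO replicate 1) for L-IRSdKO, from 429 (without lean fed replicate 2) to 1553 (without obese unfed replicate 1) for feeding in lean mice, from 0 (without obese unfed replicate 2) to 108 (without obese unfed replicate 3) for feeding in obese mice, from 211 (without lean unfed replicate 1) to 1352 (without obese unfed replicate 1) for obese against lean in unfed mice, from 0 (without obese fed replicate 1) to 610 (without obese unfed replicate 1) for obese against lean in fed mice, and from 27 (without lean unfed replicate 3) to 150 (without obese unfed replicate 1) for the interaction of diet and feeding; the cause was not tested. Counts of 0 came for feeding in obese mice without obese unfed replicate 2 (2777 genes at an unadjusted p under 0.05) or obese fed replicate 3 (2357), and for obese against lean in fed mice without obese fed replicate 1 (1628) or lean fed replicate 1 (1749) or 3 (1737). The share of feeding-repressed genes raised by S961 ran from 15.58 (without fed S961 replicate 4) to 33.33 (without fed vehicle replicate 2), and that raised by dex with S961 from 42.62 (without fed dex and S961 replicate 2) to 74.07 (without unfed vehicle replicate 1). Odds ratios ran from 8.7 (without fed dex replicate 4) to 91 (without fed dex replicate 1) for dex-responsive genes in L-GRKO mice, from 3.272 (without fed S961 replicate 4) to 14.05 (without fed S961 replicate 3) for S961-responsive genes in L-IRSdKO mice, and from 1.645 (without fed vehicle replicate 4) to 3.043 (without fed dex and S961 replicate 1) for S961-raised genes in clusters 5 and 6.

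Some log2 fold changes of named genes changed sign when 1 library was left out, and their lowest and highest values over these fits are given here; the cause was not tested. With dex, this held for Insig2 from -0.31 (without fed vehicle replicate 4) to 0.02 (without fed vehicle replicate 1) and Angptl4 from -0.40 (without fed dex replicate 4) to 0.15 (without fed dex replicate 2). With S961, this held for Pck1 from -0.38 (without fed S961 replicate 2) to 0.02 (without fed S961 replicate 3). In L-IRSdKO mice, this held for Insig2 from -0.03 (without L-IRSdKO replicate 3) to 0.19 (without L-IRSdKO replicate 2). With feeding in obese mice, this held for G6pc from -0.06 (without obese unfed replicate 1) to 0.80 (without obese unfed replicate 2), Tat from -0.22 (without obese unfed replicate 3) to 0.14 (without obese unfed replicate 2), Sqle from -1.78 (without obese fed replicate 2) to 0.48 (without obese unfed replicate 1), Fasn from -0.19 (without obese unfed replicate 3) to 1.28 (without obese unfed replicate 1), Angptl4 from -0.42 (without obese unfed replicate 1) to 0.02 (without obese unfed replicate 3), and Arrdc3 from -0.67 (without obese fed replicate 1) to 0.06 (without obese fed replicate 3). Between unfed obese and lean mice, this held for Insig2 from -0.68 (without obese unfed replicate 2) to 0.43 (without obese unfed replicate 1), Acot1 from -1.08 (without obese unfed replicate 2) to 0.18 (without obese unfed replicate 1), and Fasn from -1.19 (without obese unfed replicate 1) to 0.28 (without obese unfed replicate 3). Between fed obese and lean mice, this held for Igfbp1 from -0.11 (without lean fed replicate 1) to 0.78 (without obese fed replicate 3) and Arrdc3 from -0.31 (without lean fed replicate 2) to 0.50 (without obese fed replicate 3). Between ZT10 and ZT14-fed, this held for Tat from -0.55 (without ZT10 replicate 2) to 0.13 (without ZT10 replicate 1). Between ZT14-unfed and ZT14-fed, this held for Abcg8 from -0.06 (without ZT14-unfed replicate 1) to 0.09 (without ZT14-unfed replicate 2), Nr1d1 from -0.14 (without ZT14-unfed replicate 1) to 0.13 (without ZT14-unfed replicate 2), and Acsl1 from -0.22 (without ZT14-unfed replicate 1) to 0.07 (without ZT14-unfed replicate 2).

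The depth of the libraries limits genes of low expression, and fold changes near the lowest values depend on the pseudocount. The L-IRSdKO and IRS fl/fl libraries limit comparisons of abundant genes, since their range of RPKM is flattened.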

Differences from the paper's values

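Between ZT10 and ZT14-fed, 98 genes were induced and 88 repressed, against the paper's 472 and 432, and in injected vehicle mice 66 genes were repressed by feeding, against the paper's 369. None of the alternatives set before the data were examined closed these gaps. The paper's calls were made with DESeq2 on counts and those here with limma on RPKM.

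Among the genes listed in the paper's supplementary data, the following differed by more than the spread between replicates, with 5 alternatives set before the data were examined for each. For Arntl, the log2 fold change was 1.21 between ZT10 and ZT14-fed, against the paper's 1.44, and ran from 0.84 with a pseudocount of 1 to 1.94 with 0.1, on both sides of the paper's value, with no alternative within the spread; it was 2.08 between ZT10 and ZT14-unfed, against the paper's 2.51, and ran from 1.55 with a pseudocount of 1 to 2.99 with 0.1, on both sides of the paper's value, with no alternative within the spread. Arntl was at 0.25 RPKM at ZT10, below the pseudocount of 0.5. For Hspb1, the log2 fold change was 2.30 between ZT10 and ZT14-fed, against the paper's 2.03, and came within the spread of the paper's value at 1.99 with a pseudocount of 1 but under no other alternative; it was 1.94 between ZT10 and ZT14-unfed, against the paper's 1.74, and came within the spread of the paper's value at 1.66 with a pseudocount of 1 but under no other alternative. For Cry1, the log2 fold change was 1.58 between ZT10 and ZT14-unfed, against the paper's 1.74, and came within the spread of the paper's value at 1.74 with a pseudocount of 0.1 and 1.69 with median-ratio scaling but under no other alternative. For Clock, the log2 fold change was 0.93 between ZT10 and ZT14-unfed, against the paper's 1.17, and no alternative closed the gap. For Agpat2, the log2 fold change was 0.69 between ZT10 and ZT14-fed, against the paper's 0.66, and came within the spread of the paper's value at 0.68 with a pseudocount of 1 and 0.67 with median-ratio scaling but under no other alternative; it was 0.16 between ZT10 and ZT14-unfed, against the paper's 0.27, and came within the spread of the paper's value at 0.28 with median-ratio scaling but under no other alternative. For Fasn, the log2 fold change was -0.88 between ZT10 and ZT14-unfed, against the paper's -0.45, and came within the spread of the paper's value at -0.85 with a pseudocount of 1, -0.75 with median-ratio scaling, and -0.80 with quantile normalization but under no other alternative. With single libraries left out as well, the value for Fasn ran from -1.28 to -0.47. For Srebf1, the log2 fold change was -1.82 between ZT10 and ZT14-unfed, against the paper's -0.82, and no alternative closed the gap. For Dbp, the log2 fold change was -2.41 between ZT10 and ZT14-unfed, against the paper's -2.22, and came within the spread of the paper's value at -2.33 with a pseudocount of 1, -2.29 with median-ratio scaling, and -2.32 with quantile normalization but under no other alternative. For Acss2, the log2 fold change was -1.03 between ZT10 and ZT14-unfed, against the paper's -0.86, and came within the spread of the paper's value at -1.02 with a pseudocount of 1, -0.91 with median-ratio scaling, and -0.96 with quantile normalization but under no other alternative. For Abcg8, the log2 fold change was -0.98 between ZT10 and ZT14-unfed, against the paper's -0.81, and came within the spread of the paper's value at -0.85 with median-ratio scaling and -0.89 with quantile normalization but under no other alternative. For Pck1, the log2 fold change was 0.28 between ZT10 and ZT14-unfed, against the paper's 0.39, and came within the spread of the paper's value at 0.41 with median-ratio scaling but under no other alternative.

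The paper names Pck1 as activated by dex, whereas its BH-adjusted limma p was 0.074, and it was called with median-ratio scaling (0.049), with a term for the library series (0.04), with the replicate number as a block (0.031), and without S961 replicate 2 (0.029) or 3 (0.034). The paper gives Fkbp5 as repressed by feeding and brought back by dex, whereas its BH-adjusted limma p was 0.44 with feeding, and above 0.05 in every setting, and 0.083 with dex, where it was called with median-ratio scaling (0.048), with the library series (0.023), with the replicate number as a block (0.033), and without fed vehicle replicate 3 (0.021). For Fkbp5, the paper shows RT-qPCR in more mice, tested by Student t test, so the assay, the mice, and the threshold differ. Insig2 is given as activated by S961, whereas its adjusted p from limma with BH adjustment was 0.063, and it was called with median-ratio scaling (0.049), with the library series (0.04), and without fed vehicle replicate 1 (0.025) or S961 replicate 1 (0.015). The paper describes a cluster of genes activated by each compound, with Igfbp1 as an example, whereas 0 of the 66 genes fell there (1616 of all genes had an unadjusted p under 0.05 with S961). With the library series as a term, 8 of 203 genes did, with the replicate number as a block 5 of 173, with quantile normalization 1 of 104, and without fed vehicle replicate 3, dex replicate 4, or S961 replicate 1 a single gene each; Ulk1 was among them with the series and with the block, and Igfbp1 in no setting. Igfbp1 had a BH-adjusted limma p of 0.26 with S961. Ulk1 is given as repressed by feeding, whereas its BH-adjusted limma p was 0.1 in vehicle mice, and it was called with a term for the library series or with the replicate number as a block (0.011 for either). For the named genes in lean and obese mice, the paper's figures use Student t test, whereas the p here is adjusted over all genes tested. In fed obese mice, the paper gives Ppara, Insig2, and Acot1 as higher and Srebf1, Fasn, Aacs, and Sqle as lower than in lean mice. None of these passed a BH-adjusted limma p of 0.05 (2310 of all genes had an unadjusted p under 0.05), although the groups lay apart in that direction for each; without obese unfed replicate 1, Ppara (0.0078), Insig2 (0.017), Acot1 (0.017), Fasn (0.014), Aacs (0.014), and Sqle (0.025) were called, and without obese unfed replicate 2, Insig2 (0.041) and Aacs (0.033). The paper sets cluster 6 among those with an altered response to feeding, whereas 0 of its 128 tested genes passed the interaction (37 at an unadjusted p under 0.05). The paper relates clusters 5 and 6 to S961, whereas in cluster 5 dex raised 9 genes and S961 raised 6. The share of FOXO1 peaks with a GR peak, 59.7%, lies just below the bound the paper gives. The paper gives Ppara, Insig2, and Acot1 as repressed by feeding in lean mice, whereas none of them passed a BH-adjusted limma p of 0.01 (0.011, 0.31, and 0.26); Ppara was called with median-ratio scaling (0.0073), with quantile normalization (0.0079), and without obese unfed replicate 1 (4.40e-04) or 2 (0.0078). The paper gives a reduced feeding response in obese mice for these genes and for Pck1, Arrdc3, and Fasn, whereas the interaction of diet and feeding had a BH-adjusted limma p of 0.44 for Ppara, 0.23 for Insig2, 0.28 for Acot1, 0.053 for Pck1, 0.06 for Arrdc3, and 0.49 for Fasn; Pck1 was called with median-ratio scaling (0.044) and without obese unfed replicate 1 (0.034) or lean fed replicate 2 (0.017), Arrdc3 without obese unfed replicate 1 (0.045), and Insig2 without obese unfed replicate 2 (0.043).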

Other observations

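Tests on the flattened libraries of the IRS line, the count of splits with an uncorrected odds ratio, and the tests on the shared vehicle libraries that follow the simulation were chosen after the results were seen, and the other tests before.

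The libraries of the 2 groups of each comparison were split in every other way. For feeding in vehicle mice, dex, S961, dex with S961, L-GRKO, and L-IRSdKO, 1 of the 35 splits gave as many genes, the real split itself, and the same held for the 3 shares of feeding-repressed genes raised. For the odds ratios, other splits called too few genes to compare. An odds ratio without a correction for counts of 0 could be had in 1 of the 35 splits, the real one, for dex in cluster 4, dex-responsive genes in L-GRKO mice, and S961-responsive genes in L-IRSdKO mice, and in 2 of the 35 for S961 in clusters 5 and 6, the other at 1.048. With the correction, 2 of the 35 splits gave a value as large for dex in cluster 4 and for S961 in clusters 5 and 6, the other split on 1 gene of the clusters, against 41 and 28 in the real split, and 1 of the 35 did so for the L-GRKO and for the L-IRSdKO odds ratio. Whether chance splits give such odds ratios stays open. For feeding in lean mice, feeding in obese mice, and obese against lean in unfed and in fed mice, 1 of the 10 splits gave as many genes, and 3 mice against 3 cannot give a smaller share.

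The fed vehicle libraries serve in the list of feeding-repressed genes and in each comparison with a treatment, so low values in them by chance could give both. In 100 simulations, the libraries were drawn anew around the means of their groups with no effect of the treatment, and the list was called anew in each, with 277 to 356 genes. The share raised was at most 0.3185%, against 16.7% for dex, 21.2% for S961, and 53.0% for both, but the mice gave a list of 66, so the simulated libraries do not match the real ones and decide nothing. Of the 46 genes repressed between ZT14-unfed and ZT14-fed in the NRF mice, a list from other libraries, dex raised 15.2% (0.937% of other genes, Fisher's exact test, p = 3.1e-07), S961 8.7% (0.929%, exact p = 0.00096), and both 50% (2.49%, exact p = 1.4e-24), so the shared libraries alone do not account for the rises. When 2 of the 4 fed vehicle libraries gave the list and the other 2 served for the treatments, in each of the 6 ways, lists of 8 to 40 genes had shares of 0% to 12.5% for dex, 0% to 15% for S961, and 27.5% to 50% for both, with at most 0.821%, 0.582%, and 2.2% of other genes, and the excess passed 0.05 (Fisher's exact test) in 3, 2, and 6 of the 6. How much the shared libraries add to the shares for dex and S961 stays open, since fewer libraries also call fewer genes.

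The 8 libraries of the IRS fl/fl and L-IRSdKO mice differ from all others in the range of their RPKM. Their 10 most abundant genes hold 1.8% to 2.07% of the total, against 22.29% to 27.49% in the injected mice, and the most abundant gene has 2857 to 3415 reads per kb, against 273827 to 730535. The steps that 1 read makes in the RPKM values account for a median of 47% of the aligned reads, where a difference between the mouse lines would leave all of them. A limited number of reads counted at the same position may explain this, but neither the labels nor the methods give such a step, and no count per position was tested.

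The paper gives more feeding-repressed genes in the injected mice than were found. A library series was tested as a cause, and with the series as a term in the fit the count was 203, still less than the paper's 369 by more than 1.5 times, so the series alone does not account for the difference.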
